# Transfer RNA Derived Small RNAs Targeting Defense Responsive Genes Are Induced during *Phytophthora capsici* Infection in Black Pepper (*Piper nigrum* L.)

**DOI:** 10.3389/fpls.2016.00767

**Published:** 2016-06-01

**Authors:** Srinivasan Asha, Eppurath V. Soniya

**Keywords:** black pepper, *Piper nigrum*, tRFs, tRNA derived small RNA, *Phytophthora capsici*, NPR1

## Abstract

Small RNAs derived from transfer RNAs were recently assigned as potential gene regulatory candidates for various stress responses in eukaryotes. In this study, we report on the cloning and identification of tRNA derived small RNAs from black pepper plants in response to the infection of the quick wilt pathogen, *Phytophthora capsici*. 5′tRFs cloned from black pepper were validated as highly expressed during *P. capsici* infection. A high-throughput systematic analysis of the small RNAome (sRNAome) revealed the predominance of 5′tRFs in the infected leaf and root. The abundance of 5′tRFs in the sRNAome and the defense responsive genes as their potential targets indicated their regulatory role during stress response in black pepper. The 5′Ala^CGC^ tRF mediated cleavage was experimentally mapped at the tRF binding sites on the mRNA targets of Non-expresser of pathogenesis related protein (NPR1), which was down-regulated during pathogen infection. Comparative sRNAome further demonstrated sequence conservation of 5′Ala tRFs across the angiosperm plant groups, and many important genes in the defense response were identified *in silico* as their potential targets. Our findings uncovered the diversity, differential expression and stress responsive functional role of tRNA-derived small RNAs during *Phytophthora* infection in black pepper.

## Introduction

Eukaryotic organisms respond to environmental stress with a specific gene expression programme at the mRNA and protein level. Also, small RNAs (sRNAs) are produced as modulators of gene expression during stress responses. They are short, non-coding RNAs of 16–35 nt long that regulate diverse biological functions by guiding sequence-specific gene silencing at the transcriptional or post-transcriptional level (Bartel, 2004; Vaucheret, 2006; Padmanabhan et al., 2009). Based on the unique biogenesis pathways, precursor structure, and mode of action, two major categories of sRNAs, including microRNAs (miRNAs) and small interfering RNAs (siRNAs), were identified in plants (Rajagopalan et al., 2006; Phillips et al., 2007; Axtell, 2013). The advances in high-throughput sequencing technologies had greatly accelerated the discovery of new types of small non-coding RNAs of diverse origin such as tRNAs (Cole et al., 2009; Loss-Morais et al., 2013; Hackenberg et al., 2015), snoRNAs (Chen and Wu, 2009; Taft et al., 2009; Li et al., 2012), and rRNAs (Wei et al., 2013). Despite the growing catalog of sRNAs, many new classes were under exploration. Although most of the sRNA types differed from one another, they were suggested to be interconnected in their mode of action (Morris and Mattick, 2014) and regulatory role in multitude of cellular processes in development, stress responses, metabolism, and maintenance of genome integrity of organisms (Ghildiyal and Zamore, 2009; Wan et al., 2014).

Host sRNAs and RNA silencing machinery was stated as the critical layer of defense during plant-pathogen interactions (Katiyar-Agarwal and Jin, 2010). Plants could respond to diverse strategies of pathogen infection by means of a two-branched innate immune system that recognizes and responds to the extracellular and intracellular pathogen signatures (Jones and Dangl, 2006; Yang and Huang, 2014). It was suggested that in the first phase, the transmembrane pattern recognition receptors of plant cell could respond to microbial or pathogens associated molecular patterns (MAMPs or PAMPs) and trigger the basal defense, known as PAMP Triggered Immunity (PTI) (Kwon et al., 2008; Luna et al., 2011). In the second phase, the successful pathogen could produce effectors that contribute to pathogen virulence. Subsequently, the plant might elicit a more rapid and robust immune defense response to counteract the effectors that were produced by successful pathogens. This effector triggered immunity (ETI) was reported to be mediated by the production of polymorphic NB-LRR proteins, that were encoded by *R* genes (Jones and Dangl, 2006; Li et al., 2010; Luna et al., 2011). The massive reprogramming of the transcriptome was triggered by both PTI and ETI (Navarro et al., 2006), and the post transcriptional events that shape this defense-related transcriptome were mostly comprised of functional sRNAs derived from a diverse set of non-coding RNAs. Small RNA pathways were modulated upon recognition of PAMPs or pathogen effectors to regulate intricate defense responses against pathogens (Ruiz-Ferrer and Voinnet, 2009; Seo et al., 2013). Plant miRNAs were reported to play vital roles in various developmental processes and stress responses (Sunkar and Zhu, 2004; Axtell and Bartel, 2005; Verma et al., 2014; Wu et al., 2014). The massive amounts of data generated from next generation sRNA sequencing revealed subclasses of miRNAs derived by alternate biosynthesis pathways (Miyoshi et al., 2010). These non-canonical miRNAs could partially meet the classical definition and were derived from the genomic loci containing repeat sequences (Xie et al., 2004), small nucleolar RNA (snoRNA) (Taft et al., 2009), transfer RNA (tRNA) (Lee et al., 2009), and ribosomal RNA (rRNA) (Chen et al., 2011; Wang et al., 2011; Wei et al., 2013). The sRNA fragments that were ~20–35 nt and derived from the 5′ and 3′ ends of tRNA were broadly termed as tRNA derived RNA fragments (tsRNA/tRFs; Li et al., 2008, 2012). The tRFs were reported as precisely generated functional sRNAs, evolutionarily conserved in all domains of life and associated with argonaute proteins (Kumar et al., 2014). The tRFs were generally classified into longer RNA species of 35 nt generated by the cleavage at the anticodon loop and microRNA-like (20 nt) fragments that were often produced by a cleavage in the D or T loops. The former category involved both 5′ and 3′ halves of mature tRNAs, while the latter involved the 5′ end of tRNAs and those generated from 3′ end of the mature tRNAs with a CCA sequence (3′ CCA tRFs) (Pederson, 2010; Sobala and Hutvagner, 2011). It was also proposed that there might be crosstalk between tRFs and the canonical sRNA pathways (Loss-Morais et al., 2013). In plants, the existence of tRFs was reported recently. The 5′tRFs of Asp^GTC^ tRNA and 5′ and 3′ CCA tRFs of Gly^TCC^ tRNAs were found to be over-expressed in the root tissues of *Arabidopsis thaliana* during phosphate deprivation (Hsieh et al., 2009). The differential expression of 5′Ala^AGC^ and Pro^CGG^ tRFs were demonstrated in the callus and leaves of *Oryza sativa* (Chen et al., 2011), while in barley, the His^GTG^tRF was identified as the most abundant of all the sRNAs (Hackenberg et al., 2013). The possible association of tRFs with the AGO proteins and their contribution in the RNAi pathway during the biotic and abiotic stress response was identified in *A. thaliana* (Loss-Morais et al., 2013). The up-regulation of tRF during stress conditions such as drought (Hackenberg et al., 2015) and pathogen infection (Visser et al., 2014) was also reported in plants.

Black pepper (*Piper nigrum* L.) is the most extensively cultivated economic spice crop from the family Piperaceae. The spicy berries of this perennial vine are an unavoidable ingredient in global cuisines. Foot rot, also known as quick wilt, is the devastating disease of black pepper caused by the oomycete *Phytophthora capsici* and affects plant growth at any stage, resulting in a drastic reduction of plant population. The pathogen also infects a broad range of perennials as well as vegetable crops, and its broad host range, long-lived dormant sexual spores, extensive genetic diversity, and explosive asexual disease cycle makes it a worst-case scenario to farmers (Lamour et al., 2012). A critical step toward understanding the molecular basis of pathogenicity and in developing improved disease management strategies to safeguard food production from *P. capsici* diseases is to study the host pathogen interactions. Endogenous sRNA-mediated gene silencing could be a general regulatory mechanism of the plant's immune response to many pathogens. Previous studies identified microsatellite derived miRNAs (Joy and Soniya, 2012) and conserved miRNAs in black pepper (Asha et al., 2013). The *de novo* transcriptome of the black pepper leaf also indicated the discovery of microsatellite-associated miRNA candidates from black pepper (Joy et al., 2013). To elucidate the role of tRNA-derived sRNAs and their functional role in stress regulation during *P. capsici* infection, we employed a systematic analysis of deep sequenced black pepper sRNA datasets.

## Materials and methods

### Plant materials and stress treatment

The black pepper variety Panniyur-1 was grown in a greenhouse at the Rajiv Gandhi Centre for Biotechnology, Thiruvananthapuram, Kerala, India. The rooted cuttings of black pepper was planted in earthen pots (30 cm diameter) filled with potting media (soil, sand, and cow manure 1:1:1) during May–June, and transferred to naturally ventilated greenhouse, with natural lighting, temperature (27 ± 2°C), and humidity conditions (75–80%). After 3 months of growth, the plants were inoculated with the pathogen. For this, the virulent culture of *P. capsici* was obtained from the Department of Plant Pathology, College of Agriculture, Thiruvananthapuram and maintained by continuous sub-culture on potato dextrose agar (PDA) medium. For pathogen induction, *P. capsici* was cultured in PDA medium at 28°C for 48 h and 10 mm mycelium discs were used. The fully expanded young leaves and collar region of three plants were inoculated. The mycelia discs were placed on the abaxial side of the leaves and the collar region of plants, after giving mild pinpricks and incubated for 24 h. Moist cotton was placed over the disc and the plants were covered with polythene bags to ensure high humidity, necessary for pathogen infection. The uninfected systemic upper leaves and roots were harvested from pathogen-infected plants at 24 h after inoculation.

### Microscopic studies to identify the fungal infection in black pepper

*P. capsici* infected black pepper leaves were microscopically checked by trypan blue staining (Heese et al., 2007). The infected and control leaves were boiled in lacto phenol trypan blue stain (6 vol of ethanol, 1 vol of water, 1 vol of lactic acid, 1 vol of glycerol, 1 vol of phenol, 0.067% wt/vol trypan blue) for 2 min. After cooling for 1 h at room temperature, the trypan blue was replaced with the chloral hydrate solution and the leaves were incubated overnight at 28°C. The lesions were visualized and size of the lesions were analyzed. The pathogen infected necrotic sections of the whole leaf was captured from the Leica EZ4 D digital stereomicroscope (Leica, Wetzlar, Germany). The pathogen structures were further analyzed from the thin sections of the infected parts, at 20x and 40x magnification in a fluorescence microscope (Nikon Eclipse E600) and the images were captured.

### Small RNA library construction and sequence analysis

Small RNA (≤ 200 nt) was isolated from the leaf and roots of pathogen infected *P. nigrum* plants using mirVana miRNA isolation kit (Ambion), according to the manufacturer's instructions. The sRNA samples with OD260/OD280 ~2.0 were used for the cloning. The overall work flow for the small RNA cloning was shown in Figure S1. In brief, sRNAs were separated using flash PAGE (Applied Biosystems), and size fractions corresponding to ≤ 45 nt were recovered and purified. The sRNA fractions were dephosphorylated to remove the 5′PO_4_, purified and ethanol precipitated. Dephosphorylated RNA was ligated with 3′ adapter:5′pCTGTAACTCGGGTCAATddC3′ (Abnova kit). The ligation products were recovered on a 20% polyacrylamide gel, 5′phosphorylated, and purified. Reverse transcription was performed using SMART technology (Clontech), which relies on a 3′ ligated sRNA template to switch to 5′SMART IV oligo (5′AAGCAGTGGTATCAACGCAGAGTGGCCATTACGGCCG GG3′). In brief, 7 μL phosphorylated 3′ linker ligated RNA, 2.5 μL SMART IV oligo (25 μM), and 0.5 μL 3′RT primer (5′ATTGACCCGAGTTACAG3′) were mixed together and incubated for 20 min and then cooled for 2 min. To this, 4 μL first strand buffer (5x), 2 μL dTT (20 mM), 2 μL dNTP (10 mM), and 2 μLSMARTScribe™ Reverse Transcriptase (Clontech, Mountain View, CA, USA) were added and incubated at 42°C for 60 min, followed by 70°C for 15 min. Subsequent PCR amplification was carried out in 25 μL reaction volume using adapter specific primers: FP 5′AAGCAGTGGTATCAACGCAGAGT3′ and RP: 5′ATTGACCCGAGTTACAG3′. The reaction consisted of 2.5 μL 10x Advantage^®^2 polymerase buffer, 0.5 μL Advantage^®^2 polymerase mix (Clontech), 0.5 μL each forward and reverse primer (10 μM), 0.5 μL first strand cDNA template, 0.5 μL dNTP (50x), and 20 μL nuclease free water. The thermal profile followed for amplification was: initial denaturation at 95°C:1 min, 26 cycles of denaturation at 95°C:10 s, primer annealing at 50°C:60 s, primer extension at 72°C:20 s; final extension at 72°C:10 min. The amplified products were analyzed by visualization in 2% agarose gel. The PCR amplicons of 75–90 nt size were purified using GFX™ PCR DNA and Gel Band Purification Kit (GE Healthcare, USA) and cloned into pGEM^®^-T Easy vector (50 ng) (pGEM^®^-T Easy kit, Promega). In brief, the 10 μL reaction volume of ligation was prepared with 1 μL pGEM^®^-T Easy vector, 3 μL of the purified PCR product, 5 μL Rapid ligation buffer (2x) and 1 μL T4 DNA ligase (3 U/μL), and incubated overnight at 4°C. Followed by the transformation of recombinant pGEM^®^-T plasmids to chemically competent *Escherichia coli* strain JM 109, white colonies were selected from LB Agar+X-gal/IPTG plates. To identify the insert sequences, plasmid DNA was isolated from the positive clones by alkali lysis method (Birnboim and Doly, 1979) and sequenced using BigDye Terminator v3.1 Cycle Sequencing Kit (Applied Biosystems) with vector specific T7 (5′ TAATACGACTCACTATAGGG3′) and SP6 primers (5′ TATTTAGGTGACACTATAG3′) in ABI PRISM^®^ 3700 DNA Analyzer (ABI). The thermal profile consisted of initial denaturation at 96°C for 2 min; 25 cycles of denaturation at 96°C for 30 s, primer annealing at 50°C for 30 s and primer extension at 60°C for 4 min. The read data were analyzed using Sequence scanner v.1.0 software (Applied Biosystems) and sequences were extracted. After manually trimming the adapter sequences, the small RNAs in the size range of 15–30 nt were selected and categorized to different annotation classes by BLASTn search in the different RNA databases such as miRBase (www.mirbase.org/), genomic tRNA database (http://gtrnadb.ucsc.edu/), plant tRNA database (http://plantrna.ibmp.cnrs.fr/), and fRNADb (http://www.ncrna.org/).

### Real time qRT-PCR expression analysis and validation of small RNAs

Small RNA validation and expression profiling was performed by stem-loop RT-PCR (Varkonyi-Gasic et al., 2007). In brief, sRNA enriched total RNA was isolated from the leaf (Pn_IL) and root (Pn_IR) tissues of *P. capsici* infected black pepper plants using the mirVana miRNA isolation kit (Ambion) as per the manufacturer's instructions. The RNA integrity was checked from 1% agarose gel by ethidium bromide staining. The quantity and quality of the samples were further assessed from the Nano Drop™1000 spectrophotometer (Thermo Scientific, Wilmington, DE) and samples with OD260/280 absorption ratio ~2.0 were used for the cDNA synthesis. Uninfected, mock inoculated plants were used as the control. First-strand cDNA synthesis was conducted by one-tube Stem-loop RT-PCR (Shen et al., 2010). Each 15 μL reaction contained 1 μg of total RNA, 0.5 μL each of the appropriate stem-loop primers (10 μM), 0.15 μL of the dNTP mix (100 mM), 1 μL MultiScribe™ MuLV RT enzyme (50 U/μL) (TaqMan microRNA reverse transcription kit, ABI), 1.5 μL Reverse Transcription buffer (10x), 0.19 μL RNase inhibitor (20 U/μL), and nuclease free water. The quantitative Real-Time PCR was performed with the Applied Biosystems7900 HT Fast Real-Time system using the Power SYBR Green qPCR Master Mix (ABI, Life Technologies, USA). Three technical replicates were performed for each sRNA candidate. 5.8S rRNA was used as the endogenous reference. The relative expression was calculated by the Pfaffl method (Pfaffl, 2001), that took into account the PCR efficiency and CT values. The sequences of primers used for the Stem-loop RT-PCR, and PCR amplification efficiency (Bustin et al., 2009) of each TRF specific primers calculated by means of calibration curves were presented in Table S1. PCR specificity was examined by melting curve analysis from 65 to 95°C, and the products were checked in a 3% agarose gel. The tRF amplification was further confirmed by the stem-loop end-point RT-PCR (Varkonyi-Gasic et al., 2007) using tRF specific forward primer and universal reverse primer, at 94°C for 2 min, followed by 25 cycles of 94°C for 15 s, 60°C for 1 min. The amplicons of ~60 bp detected from the agarose gel were cloned topGEM^®^-T Easy Vector (Promega) and sequenced using T7 and SP6 primers as mentioned in 2.3.

### Characterization of tRFs from high-throughput sRNA data of black pepper

The recently sequenced sRNA transcriptome of pathogen stressed black pepper plants were analyzed for the presence of tRFs. The sRNA reads of the black pepper control leaf (PnCL) (Asha et al., 2016), pathogen stressed leaf (PnIL) and root (PnIR) libraries (manuscript under preparation) were first aligned to the tRNA sequences from Rfam database, and tRFs were extracted. The tRFs were further analyzed to identify their length, distribution pattern and abundance. 5′tRFs with ≤ 100 reads were selected, and their relative cloning frequency from each sRNA library was calculated (Wang Q. et al., 2013). The sequence data supporting the results is available in the NCBI GEO repository with the accession numbers GSM1606153-GSM1606156. Microsoft Excel was used to generate the bar diagrams. The read count of each tRF variant was represented as the normalized read count from the corresponding small RNA library.

### Prediction of tRF targets and validation of target cleavage

The high complementarity of the plant sRNA with its target genes allowed their computational prediction. The putative targets of tRFs were *in silico* predicted from black pepper transcriptome sequences (NCBI Sequence Read Archive under accession no. SRX853366 and SRX856639) using psRNATarget (plantgrn.noble.org/psRNATarget; Dai and Zhao, 2011). To determine whether this sRNA mediates the cleavage of target messenger RNAs (mRNAs), a modified 5′RLM RACE (RNA Ligase mediated Rapid Amplification of cDNA Ends) experiment was carried out (Asha et al., 2013). In brief, the GeneRacer™RNA oligoadapter (5′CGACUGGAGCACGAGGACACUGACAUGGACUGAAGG AGUAGAAA3′) (Gene racer kit, Invitrogen) was ligated to total RNA without an alkaline phosphatase treatment. Then the ligated RNAs were reverse transcribed using GeneRacer™oligodT primer and SuperScript™ III Reverse Transcriptase (Gene racer kit, Invitrogen). The 20 μL reaction mixture consisted of 10 μL of ligated RNA sample, 5 μL First Strand Buffer (5x), 1 μL DTT (0.1 M), 1 μL RNaseOut™ (40 U/μl), 1 μL of SuperScript™ III RT (200 U/μl), 1 μL primer, and 1 μL dNTP mix. Followed by the incubation at 50°C for 60 min, the RT reaction was inactivated at 70°C for 15 min. Then 1 μL of RNase H (2 U) to the reaction mix and incubated at 37°C for 20 min. The PCR amplification of the cDNA ends were performed using a forward primer specific to the 5′adapter sequences:5′CGACTGGAGCACGAGGACACTGA3′ and gene-specific reverse primers: NPR1 RP 5′GTCTCAGCCAGT GGATTTCTTC3′ and E3ULRP 5′ACAGCCGA CTTAGTGATACCTC3′ at a thermal profile: 94°C/2 min (1 cycle); 94°C/30 s, 72°C/1 min (5 cycles); 94°C/30 s, 70°C/1 min (5 cycles); 94°C/30 s, 65°C/30 s, 72°C/1 min (25 cycles); 72°C/10 min (1 cycle). A separate reaction mixture of 50 μL was set up for each of the target genes, and consisted of 4.5 μL GeneRacer™ 5′ Primer (10 μM), 1.5 μL Gene Specific Reverse Primer (10 μM), 1 μL RT template, 0.125 μL AmpliTaq Gold^®^ DNA Polymerase (5 U/μL) (ABI, CA)1.5 μL dNTP mix (10 mM), and 5 μL PCR buffer (10x). The amplified products were purified (Gel Band Purification Kit, GE Healthcare, USA), cloned into a PCR™4 –TOPO vector (TOPO^®^ TA CloningKit for Sequencing, Invitrogen, USA) and transformed into competent *E. coli* strain DH5-Alpha. The plasmid were isolated from the positive clones using alkaline lysis method (Birnboim and Doly, 1979) and sequenced with BigDye Terminator v3.1 Cycle Sequencing Kit (Applied Biosystems), using M13 forward primer (5′GTAAAACGACGGCCAG-3′) and M13 reverse primer (5′CAGGAAACAGCTATGAC3′) with the cycling parameter such as initial denaturation at 96°C for 2 min followed by 25 cycles of denaturation at 96°C for 30 s, primer annealing at 50°C for 30 s and primer extension at 60°C for 4 min.

### Quantitative real time analysis of NPR1 mRNAs

Total RNA was isolated from the leaf and root tissues of control uninfected plants and *P. capsici* infected black pepper plants as mentioned in 2.4. The quality and quantity of RNA was checked from Nano Drop™1000 spectrophotometer (Thermo Scientific, Wilmington, DE) and samples with OD260/280 reading ~2.0 was used for the analysis of gene expression. The first strand cDNA was synthesized from 2 μg of RNA using a high capacity cDNA reverse transcription kit (Applied Biosystems, Life Technologies, USA). In brief, the reverse transcription reactions were carried out in a total volume of 10 μL containing 2 μg RNA, 2 μL random primers (10x), 1 μL MultiScribe reverse transcriptase (50 U/μL), 2 μL RTbuffer (10x), 0.8 μL dNTPmix (25x), and 1 μL RNase inhibitor. Real time primers were designed by Primer3 software (http://primer3.ut.ee/) and the primers used for the NPR1 gene were as follows: NPR1 FP, 5′GAGGTTGACAAGGGCAAAGGA3′ and NPR1 RP, 5′GTCTCAGCCAGTGGATTTCTTC3′. For quantitative PCR analysis, the cDNAs were diluted and combined with the Power SYBR Green qPCR Master Mix (ABI, Life Technologies, USA). PCR reactions were performed in triplicate using Applied Biosystems7900 HT Fast Real-Time system. The quantitative PCR results were analyzed using 5.8SrRNA as the endogenous control.

### Analysis of sequence conservation and targets of 5′Ala tRFs from different plant species

The Alanine-tRNA sequences of different plant species were accessed from the plant tRNA database and genomic tRNA database. The high-throughput leaf sRNA libraries of plant species such as *A. thaliana* (GSM707679), *Solanum tuberosum* (GSM803582*), Populus trichocarpa* (GSM717875), *Medicago truncatula* (GSM769277), *Zea mays* (GSM433620), *Sorghum bicolor* (GSM803128), and *O. sativa* (GSM361264) were accessed from the NCBI GEO database, and the sequence diversity of 5′Ala tRFs were analyzed. The target sequences of 5′Ala^CGC^tRFs were further predicted from different plant species using psRNATarget (plantgrn.noble.org/psRNATarget).

## Results

### Preliminary cloning and computational characterization of small RNAs from *P. capsici* infected black pepper

To explore the role of sRNAs produced in response to *P. capsici* infection in black pepper, we generated sRNA libraries from pathogen-infected plants. Typical water soaked lesions with a mean diameter of 10 mm were observed in black pepper leaves at 24 hpi of *P. capsici* (Figure 1A). *P. capsici* infection induced hypersensitive cell death responses in leaves (Figure 1B), and progression of the pathogen infection was studied by trypan blue staining (Figures 1C,D). To avoid the presence of oomycete RNA in black pepper leaf samples, the uninfected systemic leaves were used for small RNA isolation. Compared with the root tissues (1.4 μg/μL), a high concentration of sRNA fractions (≤ 200 nt) was obtained from the leaf (3.4 μg/μL). Four hundred clones were randomly selected and sequenced from the leaf and root sRNA libraries of *Phytophthora* infected black pepper plants. A total of 105 sequences, constituting ~26.5% of the total sequenced clones, were within the size range of 17–27 nt. The final 40 non-redundant sequences were categorized to different types of non-protein coding RNAs (ncRNAs) (Table S2). By further analysis from genomic tRNA database and tRNAdb, two sRNAs of 23 and 19 nucleotide length were identified as the 5′tRFs of Ala-tRNA^CGC^ and Arg-tRNA^TCG^, respectively (Figures 2A,B), while one sRNA candidate was identified as 3′tRF cleaved from the 3′end of Gly-tRNA^TCC^ with a typical 3′CCA end (Table 1) (Figure 2C).

**Figure 1:**
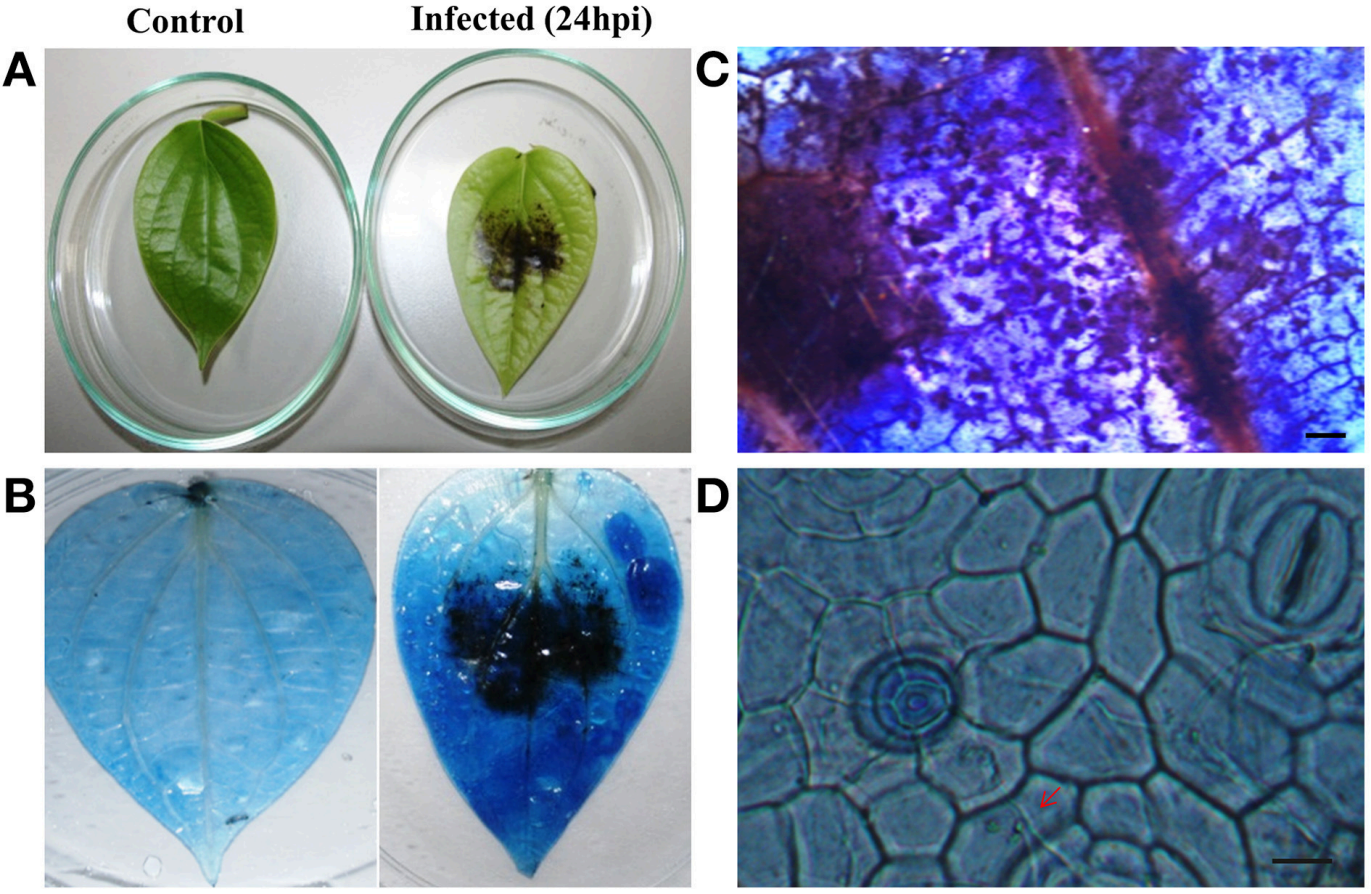
**Disease symptoms of *P. capsici* infection in black pepper leaves**. **(A)** Water soaked lesions of cell death observed in the infected leaf. Pathogen-induced cell death was visualized by trypan blue staining in the **(B)** whole leaf and **(C)** leaf sections (5X). Pictures were taken 24 h post-inoculation. **(D)** Fungal hyphae emerging through stomata pores and penetrating the cells (40X). Scale bars in **(C)** represent 1 mm and **(D)** represents 100 μM. Red arrow points the fungal hyphae penetrating the cells.

**Figure 2:**
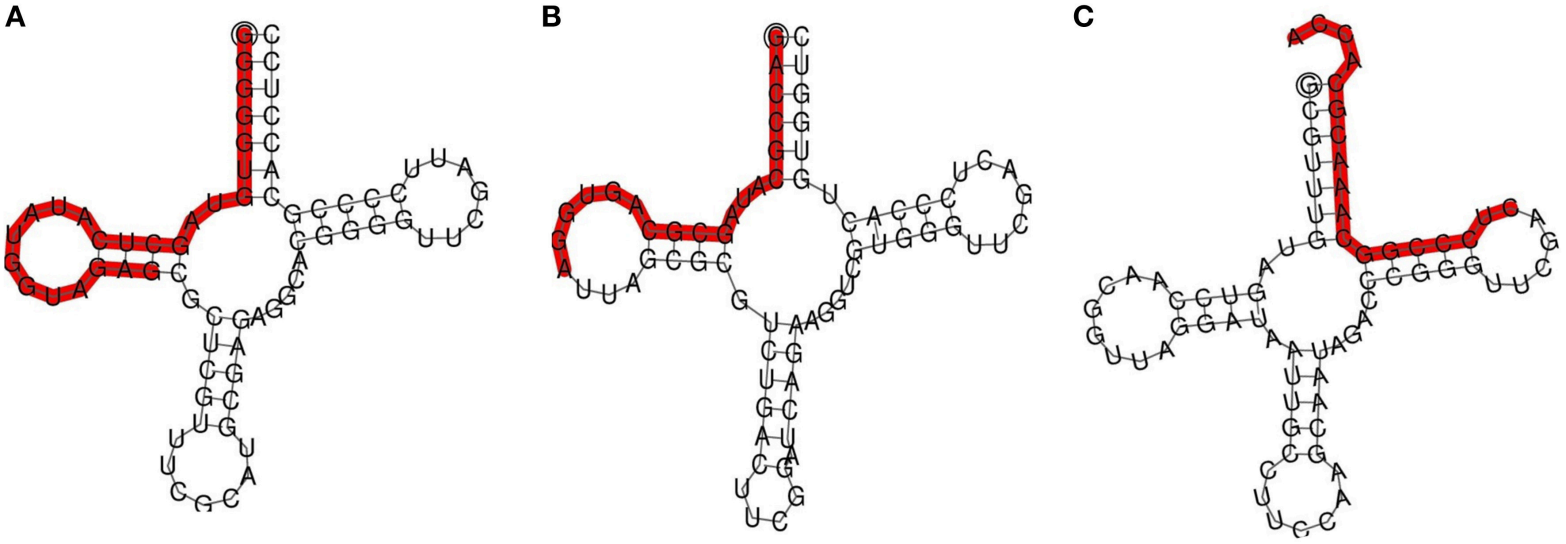
**TRNA derived small RNAs cloned from black pepper: (A) 5′Ala^CGC^ tRF and (B) 5′Arg^TCG^ tRF, and (C) 3′Gly^TCC^ tRF**. TRFs were highlighted on the secondary structures of the mature tRNA.

**Table 1:** **Transfer RNA derived small RNAs cloned from *P. capsici* infected black pepper**.

**Seq Id**	**Sequences**	**Sequence length**	**Annotation**
Pn_TRF1	GGGGGUGUAGCUCAUAUGGUAGA	23	5′TRF (Ala-tRNA^CGC^)
Pn_TRF2	GACCGCAUAGCGCAGUGGA	19	5′TRF (Arg-tRNA^TCG^)
Pn_TRF3	CUCCCGGCAAACGCACCA	18	3′TRF (Gly-tRNA^TCC^)

### Real-time qRT-PCR expression studies of tRFs

The three tRFs, 5′Ala-tRNA^CGC^, 5′Arg-tRNA^TCG^, and 5′Gly-tRNA^TCC^ were confirmed by stem-loop RT PCR. The PCR product of ~60 bp, occurrence of single peak in the qRT-PCR dissociation curves (Figure S2) and sequences of the cloned PCR amplicons further validated the real time primers for tRFs. The relative gene expression from the stem loop qRT-PCR as calculated by the Pfaffl method (Pfaffl, 2001) showed higher expression of all the three tRFs in the leaf of *P. capsici* infected plant (Pn_IL) compared to the uninfected leaf of mock inoculated, control plants (Pn_CL) (Figure 3). In infected root (Pn_IR) also, the expression of 5′Ala^CGC^tRF was up-regulated, while 5′Arg^TCG^tRF and 5′Gly^TCC^tRF were down-regulated compared to the control uninfected root (Pn_CR).

**Figure 3:**
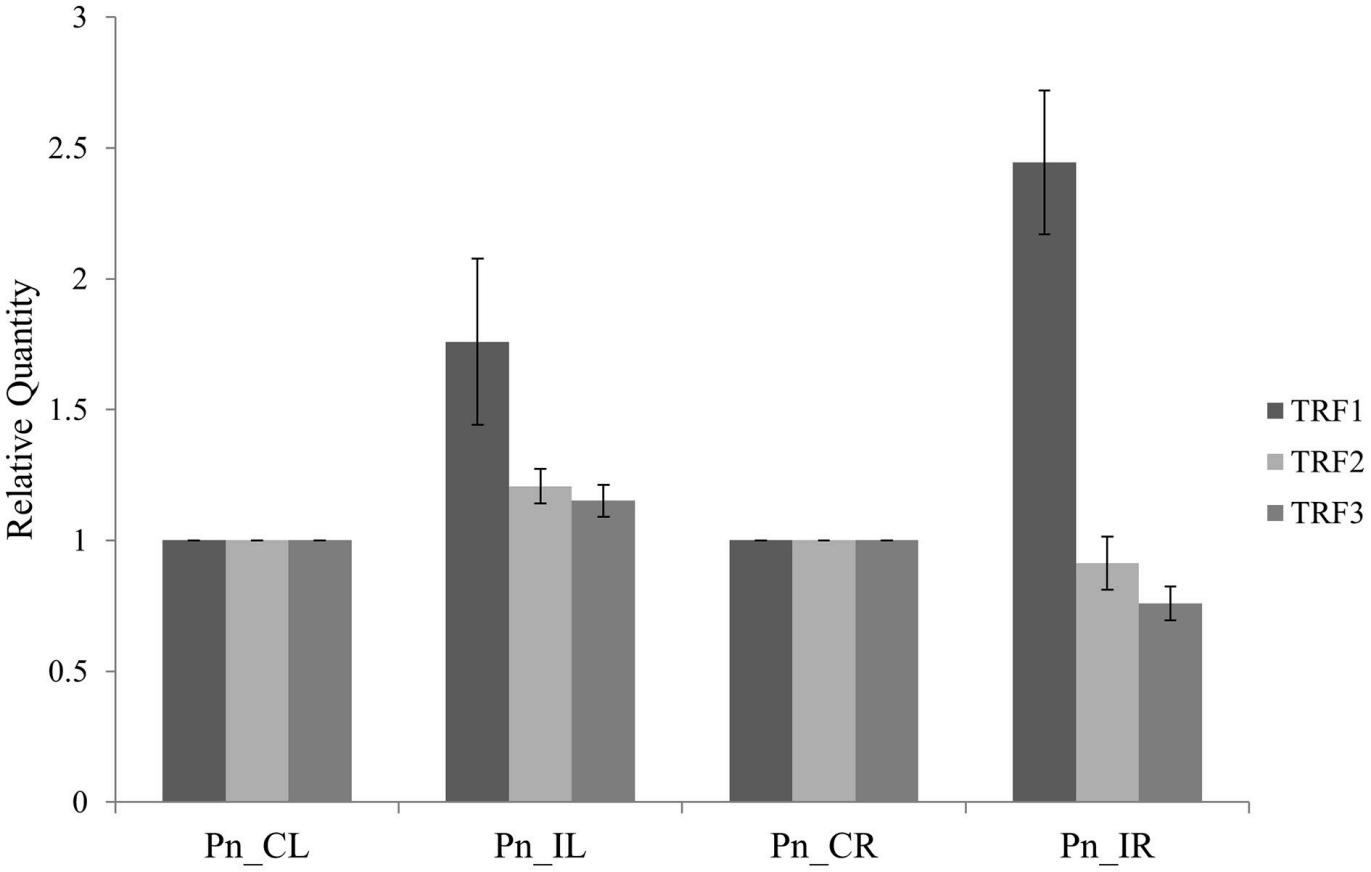
**The expression analysis of tRNA derived small RNAs using Stem-Loop Quantitative Real-Time RT-PCR: TRF1 (5′Ala^CGC^ tRF) and TRF2 (5′Arg^TCG^ tRF) and TRF3 (3′Gly^TCC^ tRF)**. Pn_IL, Pathogen infected leaf; Pn_IR, Pathogen infected root; Pn_CL, Control Leaf; Pn_CR, Control Root. All samples were normalized with 5.8S rRNA as the endogenous control and expression was compared with that of leaf and root of control uninfected plants. Three technical replicates were analyzed and mean SD was represented as the error bars.

### Analysis of tRF repertoire from deep sequenced sRNA libraries of black pepper

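Small RNAs of the control leaf library (Pn CL), made from uninfected leaves of the black pepper variety Panniyur-1, were examined as read counts of distinct sequences (tags). The authors deposited 539968 tags of 18 to 33 nt with 5055361 reads, each tag with the places where it matched a reference sequence. The references were 67024 assembled leaf unigenes and 207 public sequences, and the aligner is not given in the sources used here. Overlapping tags on a unigene never gave different bases, so the tags could be joined into stretches of unigene sequence. The deposited reads made up 27.1% of the 18629003 clean reads that the paper gives for Pn CL, and normalized read counts (RPM) were computed over the latter number. Tags read only 1 time made up 67.0% of the distinct tags. A tag was counted once even when it matched several places, as 98632 tags did. tRFs that match no reference are missing from these data, and a missing tag was not taken as a count of 0. Of the 10 families of 5′tRFs in Table S3, the data held Asp GTC, with all 4 of its length variants, and none of the variants of Ala AGC, Ala CGC, Val AAC, Val CAC, Gly TCC, His GTG, Met CAT, Phe GAA and Ser GCT. Pn CL is 1 library without replicates, and Pn IL and Pn IR were not analysed here. No test between libraries was made, and the 95% intervals (Wilson for shares, exact Poisson for counts) cover counting error only.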

We analyzed a deep sequenced sRNA dataset of black pepper to systematically analyse tRFs. A total of 18.63, 12.62, and 12.95 million reads were generated from PnCL, PnIL, and PnIR respectively (Table 2). 

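In Pn CL, the tags that the paper lists as tRNA mapped (Supplementary Data 1) and that are among the deposited tags had 4942 reads, or 0.0265% of the clean reads of the library (95% interval 0.0258 to 0.0273%). Asp GTC was the largest source, and without it the share was 0.0122%. Of the tRNA starts listed before the data were examined, 8 of 16 plastid starts had tags, with 1217 reads. With only the first 16 nt compared, Asp GTC also matched a plastid start, and the reads came to 3885. The 4 nuclear starts and the mitochondrial start had no tag, although the paper's list has tags for all of them. Most of the starts searched were of the plastid type, so these counts do not show which type prevails among the tRFs of the library. Below, 4884 reads began at the first base of 15 tRNAs located on the unigenes. The 3885 reads that match a plastid start over 16 nt are among them. The results on tRNA starts, lengths and ends therefore describe mostly tRNAs with a plastid type start. The 5′tRFs of a Gly tRNA of the GCC type had 23.8 RPM and those of Pro TGG, the proline tRNA, had 18.9 RPM. Val GAC followed with 17.7 RPM, Arg ACG with 13.6 RPM and a Leu tRNA of the cytosolic type with 12.3 RPM. Leu TAA and the initiator fMet CAT had 10.4 and 9.82 RPM. Pro TGG, Val GAC, Arg ACG and fMet CAT were among the plastid starts listed before, and their reads are part of the 1217. The Gly tRNA of the GCC type, Leu TAA and the Leu tRNA of the cytosolic type were named from their sequences after the data had been examined. The share covers only the part of the tRFs with a match among the references.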

Mapping to the sequences of Rfam database revealed that 5% of the total small RNA reads of Pn IL and Pn IR were tRFs, whereas it constituted 1% from Pn CL (Figure 4A). 

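Of the distinct tRF sequences of Pn CL, 553 with at least 10 reads each could be read from the text of Supplementary Data 1, with 245018 reads as the paper lists them. Among the deposited tags, 72 of these sequences (13.0%) were found, and all 72 had the same read count as in the list. The 10 listed sequences with most reads outside Table S3, mostly variants that begin like the 5′tRFs of Ala tRNAs, were not among the deposited tags. No listed sequence ended in CCA, the bases added to the 3′ end of mature tRNAs. The text copy of the list gave 513 of the 553 sequences at their full printed length, so sequences were matched by their tag number.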

The number of unique tRF sequences identified from PnCL, PnIL, and PnIR libraries were 7001, 11479, and 23746, respectively (Supplementary Datas 1–3). 

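The 21 nt class held the most tRF reads among the listed tags found on the unigenes, with 1565 of 4942 reads in Pn CL (31.7%, 95% interval 30.4 to 33.0%). The 20 nt class followed with 18.7% (17.6 to 19.8%) and the 22 nt class with 17.4% (16.4 to 18.5%), and these intervals overlap. The 19 nt class had 7.18% of the reads, the 23 nt class 5.16% and the 24 nt class 5.08%. A smaller rise at 27 nt, with 4.53% of the reads, came from Asp GTC (92 reads), an internal fragment of Tyr GTA (89 reads) and Arg ACG (43 reads). The rank of the 21 nt class rests on Asp GTC. Without it 650 of 2278 reads were 20 nt long (28.5%, 26.7 to 30.4%) and 313 were 21 nt long (13.7%, 12.4 to 15.2%). Counted by distinct tags rather than by reads, the 21 nt class held 9 of the 72 tags (12.5%) and the 20 nt class 13. In the whole set of deposited sRNA reads of 18 to 30 nt, 21 nt was also the largest class, with 45.6%, followed by 24 nt with 31.6%.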

The length distribution showed a similar trend in all the three sRNA libraries, with 21 nt being the most prominent length group, and it constituted respectively 26.06, 21.43, and 17.46 percentage of the total tRF reads in the PnCL, PnIL, and PnIR libraries (Figure 4B). 

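G was the first nucleotide of 3840 of the 4942 tRF reads found on the unigenes in Pn CL (77.7%, 95% interval 76.5 to 78.8%). A followed with 16.5% (15.5 to 17.6%), C with 4.23% (3.70 to 4.83%) and U with 1.54% (1.23 to 1.92%). Asp GTC gave 69.4% of the G reads, and without it G began 51.6% of the reads (49.6 to 53.7%). With Asp GTC included, G was the most frequent first nucleotide in all 13 length classes from 18 to 30 nt. The 29 and 30 nt classes held 1 listed tag each, with 23 and 17 reads. Its share was 95.3% at 21 nt, 85.7% at 22 nt and 56.8% at 20 nt, and lowest at 24 nt with 48.6%. The first nucleotide followed the tRNA of origin, as 10 of the 15 tRNAs with a 5′ end in the data begin with G. The A reads came mainly from Pro TGG and Val GAC, the C reads from fMet CAT and the U reads from Gln TTG. For comparison, G began 10.7% of all deposited sRNA reads of these lengths, of which 47.9% began with U.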

5′G was identified as the prominent terminal nucleotide for black pepper tRFs in all of the length classes, with an average of 84.7% of total tRFs possessing G as 5′terminal nucleotide (Figure 5). The 5′tRFs occupied the predominant group compared to internal and 3′tRFs in the sRNA libraries (Figure S3). 

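On 16 tRNAs located on the unigenes, reads of Pn CL started mostly, by number of reads, at the first base of the tRNA. The tRNAs were chosen after the data had been examined, 15 through tags at their 5′ end and Tyr GTA through an internal tag, which favors starts at position 1. Over them, 4885 of the 5613 reads that started within the first 72 positions started at position 1 (87.0%, 95% interval 86.1 to 87.9%). Asp GTC gave 2668 of these reads, and without it the share was 75.9% (74.3 to 77.4%). Counted once per distinct tag, 110 of 407 tags started there (27.0%). The start was sharpest for Gly GCC type (99.3%), Val GAC (99.1%), Asp GTC (99.1%), Pro TGG (97.5%) and fMet CAT (97.3%). It was less sharp for Leu TAA (85.1%), the Leu tRNA of the cytosolic type (77.7%) and Arg ACG (75.3%), where a further 66 reads started at positions 11 to 15 in the D arm. In 6 tRNAs position 1 held the smaller part of the reads, and Tyr GTA was the clearest case. There, 155 of 181 reads started at position 28, in the anticodon stem, and 1 read at position 1. The most abundant of these internal tRFs was the 27 nt ACGGACTGTAAATTCGTTGACGATATG, which ended at position 54 of the tRNA. On the opposite strand of the 16 tRNAs, 28 reads lay wholly within these 72 positions. This is a narrower rule than for the tRNA strand, where only the start had to lie there. By the sequence rule set before the data were examined, 76.0% (74.8 to 77.2%) of the 4942 listed tRF reads were 5′tRFs, and without Asp GTC 48.0% (46.0 to 50.1%). The remaining 24.0% held internal tRFs and also 5′ ends of tRNAs that the rule does not list, and 942 of its 1184 reads (79.6%, 77.2 to 81.8%) began at position 1 of a located tRNA. The share of 3′tRFs was not measured here, since none of the listed tags ended in CCA. The paper proposes a functional role of 5′tRFs in the defense response, from their abundance, their differential expression and precise cleavage at the anticodon loop. Its case also rests on predicted targets, mapped cleavage of NPR1 and ubiquitin ligase mRNAs, lower NPR1 expression and RT-PCR of the cloned tRFs. None of these was examined here.

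**Figure D1:**
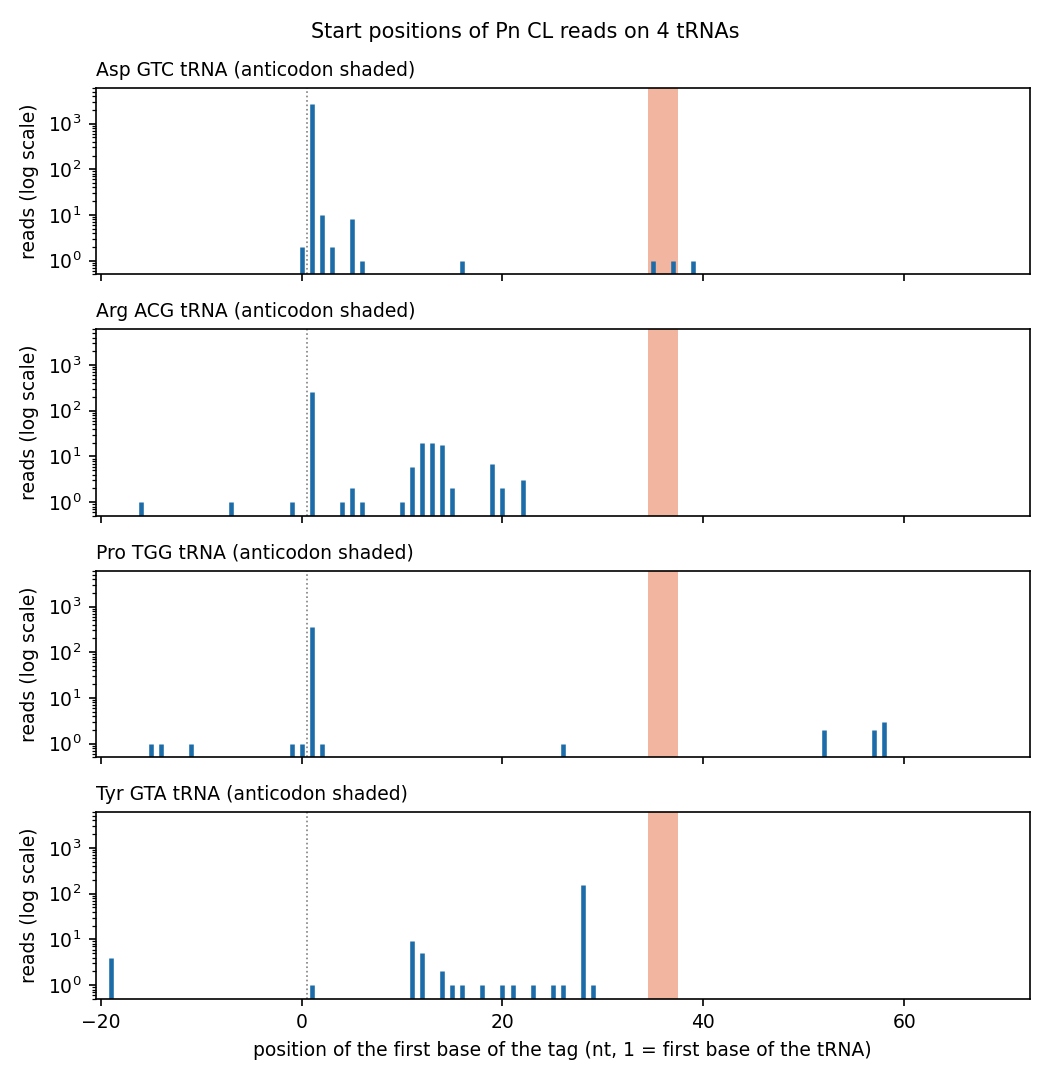
Number of Pn CL reads (log scale) by the position of their first base on the tRNAs Asp GTC, Arg ACG, Pro TGG and Tyr GTA. Position 1 is the first base of the tRNA (dotted line) and the anticodon is shaded. The tallest line is at position 1 for Asp GTC, Arg ACG and Pro TGG, and at position 28 for Tyr GTA.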

A summary of the 5′tRFs derived from diverse tRNA precursors represented from each sRNA library was shown in Table S3 and Figure 6. Among the tRFs, 5′tRFs of Ala-tRNA^AGC^ showed a higher abundance in all of the datasets and the normalized read count (Reads per Million) was greatest for its 20 nt 5′tRFs. 5′Ala-tRNA^CGC^ was observed to be the second most abundant tRF and the normalized read was observed to be higher for its 24 nt variants. 

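The 5′tRFs of Asp GTC, the aspartate tRNA with the anticodon GTC, had 2422 reads in Pn CL over their 4 length variants, or 130.0 RPM (95% interval 125 to 135). Their tags matched the minus strand of 2 leaf unigenes, and on unigene 83689 the first base of the tRNA lies at position 500. The 21 nt variant GGGATTGTAGTTCAATCGGTC was the most abundant, with 1252 reads and 67.2 RPM (63.5 to 71.0). The 22 nt variant had 618 reads and 33.2 RPM (30.6 to 35.9). The 19 nt and 20 nt variants, with 280 and 272 reads, had 15.0 RPM (13.3 to 16.9) and 14.6 RPM (12.9 to 16.4), a difference within the counting error. As a percentage of the clean reads, the 21 nt variant made up 0.00672%, and the paper's reported values for it are 0.0203% in Pn IL and 0.0150% in Pn IR (Table S3). For the 22 nt variant the value was 0.00332%, beside the paper's 0.0069% in Pn IL and 0.0050% in Pn IR. For the shorter variants the paper gives the higher value in Pn IR, with 0.0037% against 0.0017% in Pn IL at 19 nt and 0.0072% against 0.0030% at 20 nt. The 5′tRFs of Val AAC, Val CAC and Gly TCC were not analysed here.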

Along with this, the 5′tRFs of Val^AAC^, Val^CAC^, Asp^GTC^, and Gly^TCC^ were also found. The 5′tRFs of Ala-tRNA^CGC^ displayed higher expression in Pn IL and Pn IR, compared with the normalized read counts of Pn CL. 

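Among the 4884 reads of Pn CL that began at position 1 of 15 tRNAs, 90.4% (95% interval 89.5 to 91.2%) were 19 to 25 nt long. This range is not particular to tRFs, as 45.6% of all deposited sRNA reads of 18 to 30 nt were 21 nt long and 31.6% were 24 nt long. Without Asp GTC the 19 to 25 nt share of the position 1 reads was 86.4% (84.9 to 87.7%). The most frequent length differed between tRNAs. It was 20 nt for Val GAC, with 67.2% of its reads (61.9 to 72.0%), and 21 nt for Gly GCC type, with 36.3%. In Asp GTC 46.9% of the reads (45.0 to 48.8%) were 21 nt long, and a minor group at 27 nt held 3.45%. In Arg ACG the reads were spread over longer lengths, with 21.3% at 24 nt (16.7 to 26.8%), 17.0% each at 25 and 27 nt (12.9 to 22.1%) and 15.4% at 23 nt (11.5 to 20.4%), all within the counting error of each other. For Leu TAA also the 25 nt reads (23.2%, 17.8 to 29.6%) and the 21 nt reads (20.1%, 15.1 to 26.3%) did not differ beyond the counting error. For Pro TGG the 20, 22 and 23 nt reads, with 23.6, 23.0 and 21.6%, did not differ beyond the counting error either. For the Leu tRNA of the cytosolic type, 48.3% of the reads were 18 nt long (41.9 to 54.7%), the shortest length in the data, and 39.6% were 20 nt long (33.5 to 46.0%), so that these intervals overlap.

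**Figure D2:**
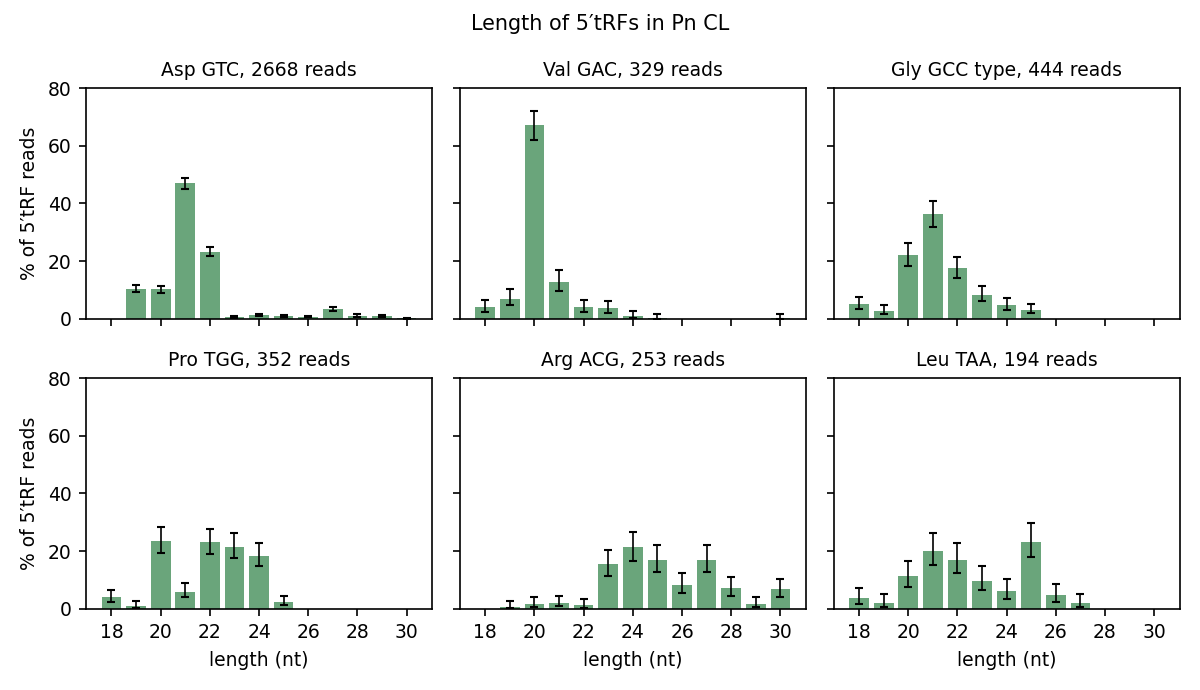
Length of the 5′tRF reads of 6 tRNAs in Pn CL, as the percentage of all reads of that tRNA that began at its first base. Bars are shares of reads and error bars are 95% Wilson intervals, which cover counting error only. Val GAC peaks at 20 nt and Asp GTC at 21 nt, and the Arg ACG reads are spread from 23 to 30 nt.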

The length distribution of 5′tRFs showed a similar trend in all of the three sRNA libraries with a higher abundance of 19–25 nt variants (Figure 7). Most of the 5′tRFsexhibited high expression in the PnIL compared with other two libraries. While 5′Met^CAT^tRFs, 19 nt 5′tRFs of Gly^TCC^ and Phe^GAA^ and 20 nt Val^AAC^ 5′tRF had shown higher read counts in the Pn IR compared with Pn CL and Pn IL. 

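The position of the 3′ end of the 5′tRFs relative to the anticodon could be read for Asp GTC, whose first 60 bases were covered by overlapping Pn CL tags, as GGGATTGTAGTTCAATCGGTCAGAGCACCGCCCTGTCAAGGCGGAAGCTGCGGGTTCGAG. Its anticodon GTC occupies positions 35 to 37. The largest group of its 5′tRF reads ended at position 21 and left 13 nt before the anticodon. Ends that left 12 nt had 23.2% of the reads (95% interval 21.6 to 24.8%), and 16 reads left 11 nt. Ends that left 14 and 15 nt had 10.2 and 10.5% of the reads. The last base of the Asp GTC tags was C in 49.6% of the reads and A or U in 38.1% (36.3 to 40.0%). Over the other tRNAs with a 5′ end the last base was A in 45.3%, A or U in 60.4% (58.4 to 62.4%) and C in 8.35%, and with Asp GTC included A or U had 48.2%. The anticodon was also covered in Arg ACG, Pro TGG, fMet CAT, Gln TTG, Ser TGA, Asn GTT, Trp CCA, Phe GAA of the plastid type and His GTG of the organelle type. Over these 10 tRNAs together, 26.9% of the reads (25.5 to 28.4%) ended 11 or 12 nt before the anticodon, and without Asp GTC 35.5% (32.5 to 38.5%). The share was 44.6% (39.5 to 49.8%) in Pro TGG, 38.5% (27.6 to 50.6%) in His GTG, 37.2% (30.5 to 44.4%) in fMet CAT and 16.6% (12.5 to 21.7%) in Arg ACG. In Pro TGG and fMet CAT no position stood out beyond the counting error. Pro TGG had 83 reads that left 14 nt, 81 that left 12 nt and 76 that left 11 nt, and fMet CAT had 40 that left 14 nt and 39 that left 11 nt. In Gln TTG 52.7% of the reads left 12 nt (39.8 to 65.3%) and 41.8% left 13 nt (29.7 to 55.0%), and these intervals overlap. Gln TTG rests on 55 reads. With 21 reads or fewer each, the share that left 11 or 12 nt was 82.4% (59.0 to 93.8%) in Asn GTT, 44.4% (24.6 to 66.3%) in Trp CCA, 14.3% (4.98 to 34.6%) in Phe GAA and 0 of 11 reads in Ser TGA. These tRNAs were chosen after the data had been examined, and the 5 tRNAs of Figure 8 were not analysed here.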

The major cleavage of the 5′tRFs was identified at 11 or 12 nucleotides upstream of the corresponding anticodon, especially at T or A nucleotides in the D loop/stem of the particular tRNA (Figure 8). The abundance of 5′tRFs, their precise cleavage from the anticodon loop and differential expression indicated the functional role of 5′tRFs during defense response in black pepper.

**Table 2:** **Distribution of tRNA-derived small RNAs in the black pepper sRNA libraries**.

**Small RNA library**	**Total clean reads**	**Total tsRNA/tRF**	**Unique tsRNA/tRF**
Pn CL	18,629,003	256,369	7001
Pn IL	12,621,368	616,263	11,479
Pn IR	12,948,539	662,399	23,746

**Figure 4:**
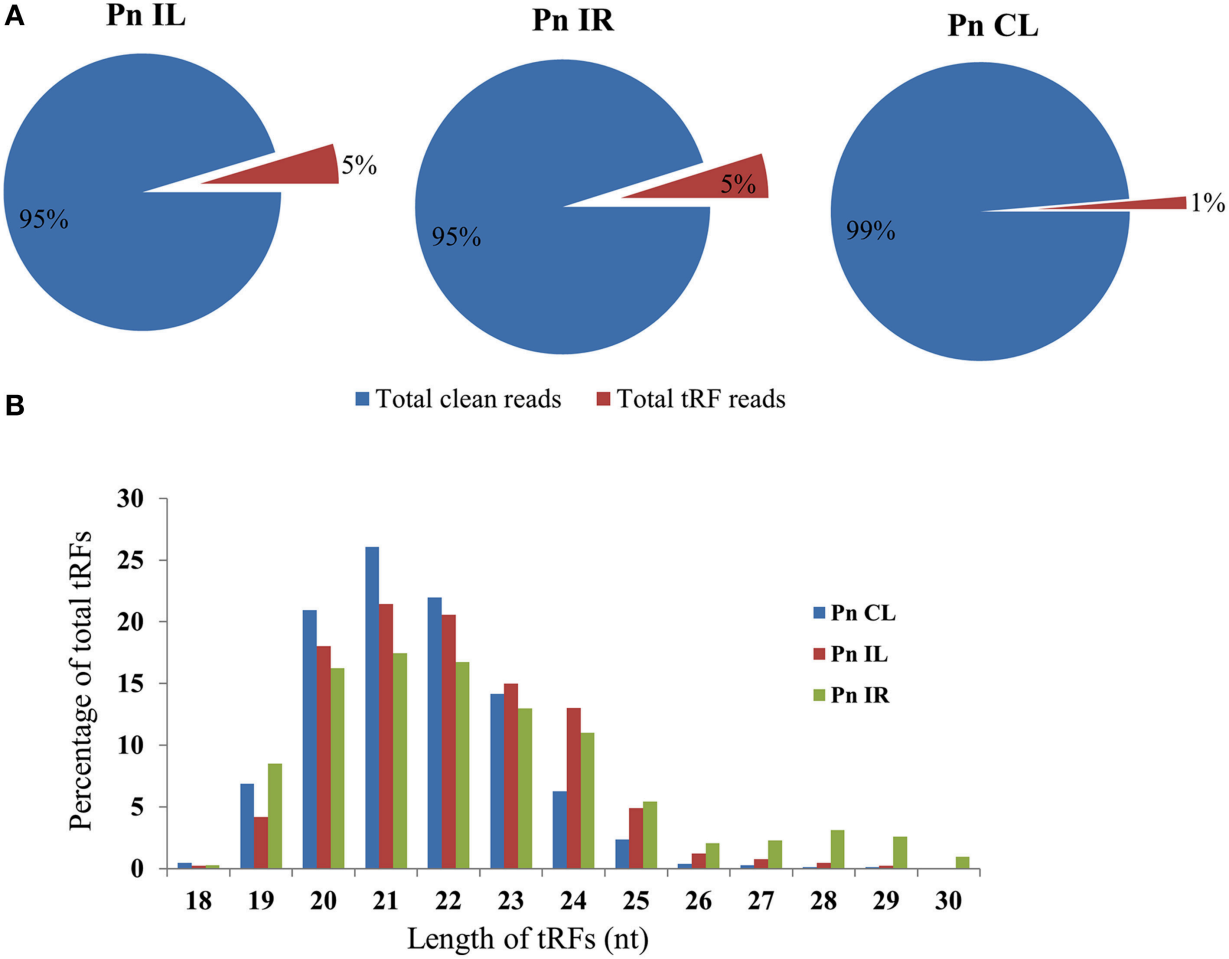
**(A)** Proportion of tRFs in the deep sequenced sRNA datasets of Pn CL, Pn IL, and Pn IR of black pepper. The tRF reads were represented as the percentage of total reads from each library. **(B)** Size distribution of small RNA reads mapped to tRNAs in Pn CL, Pn IL, and Pn IR sRNA libraries. The frequency of each tRF length variants were represented as percentage of total tRF reads in the sRNA libraries of Pn CL, Pn IL, and Pn IR.

**Figure 5:**
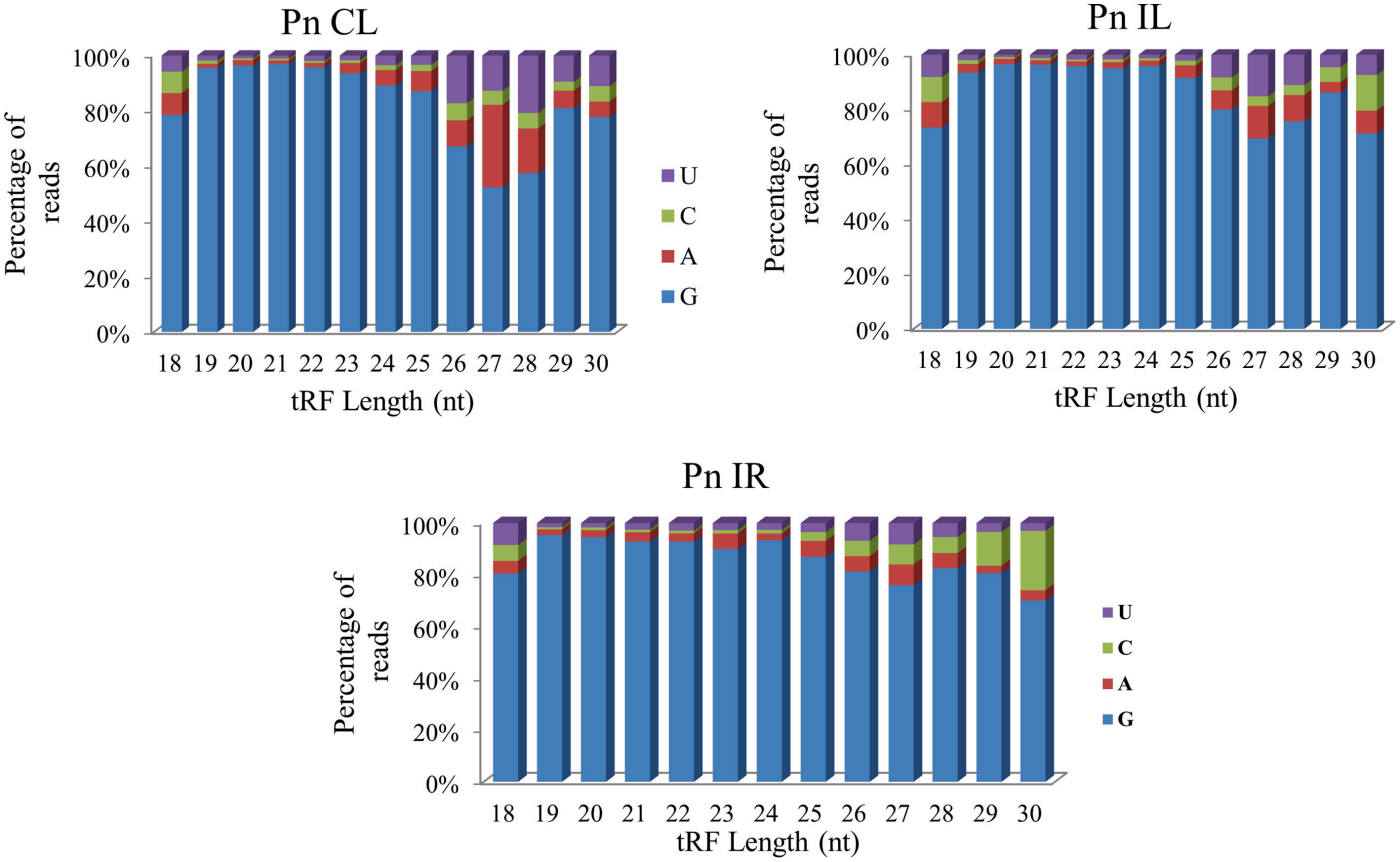
**The 5′terminal nucleotide base identity of tRNA derived small RNAs from Pn CL, Pn IL, and Pn IR sRNA libraries**. G was detected as the prominent 5′nucleotide in all the length groups. The frequency of each terminal nucleotide was plotted as the percentage of the total tRF reads of each length group.

**Figure 6:**
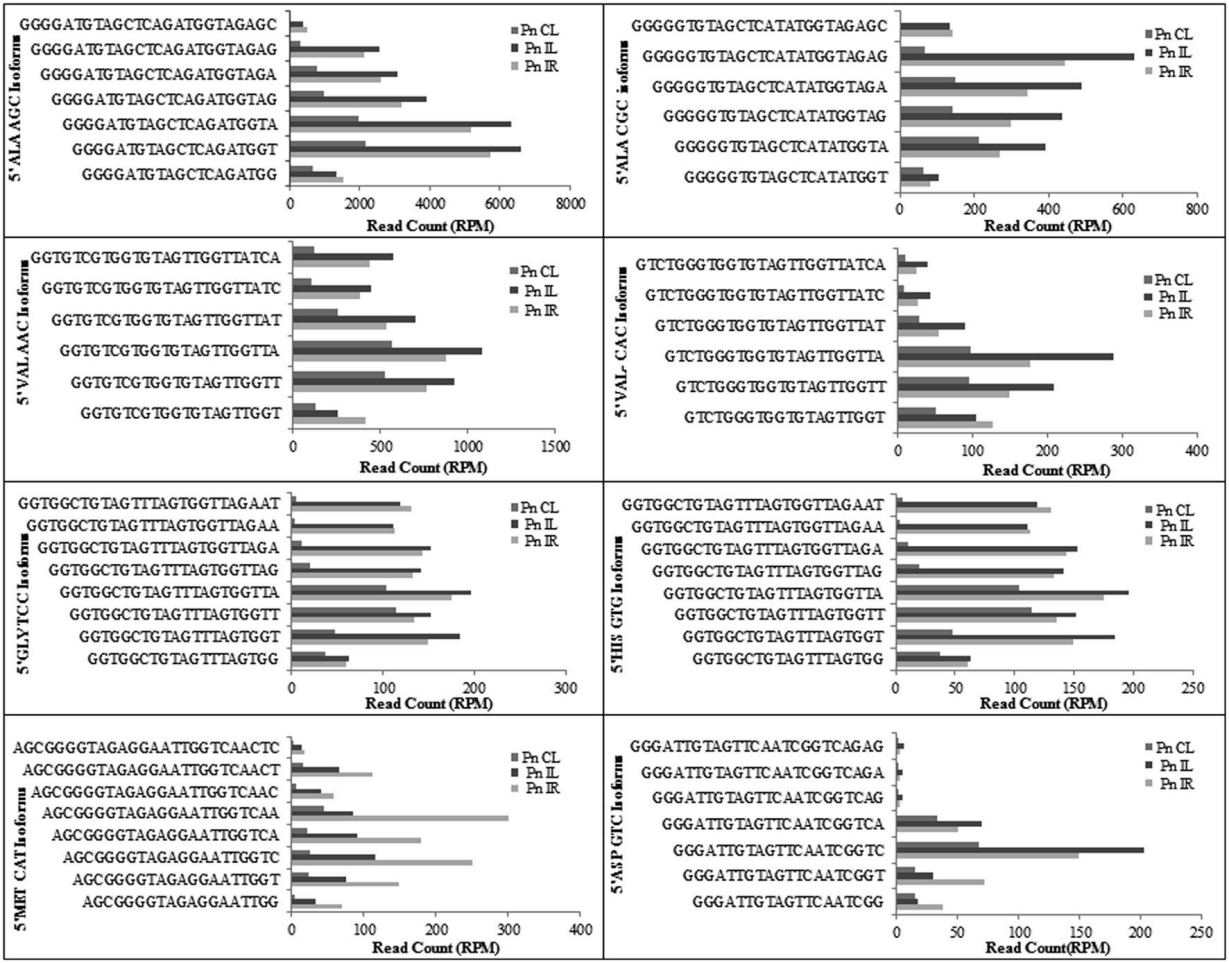
**The frequency of most prominent 5′tRF length variants of different tRNAs from black pepper sRNA libraries**. The normalized read counts (RPM) were represented.

**Figure 7:**
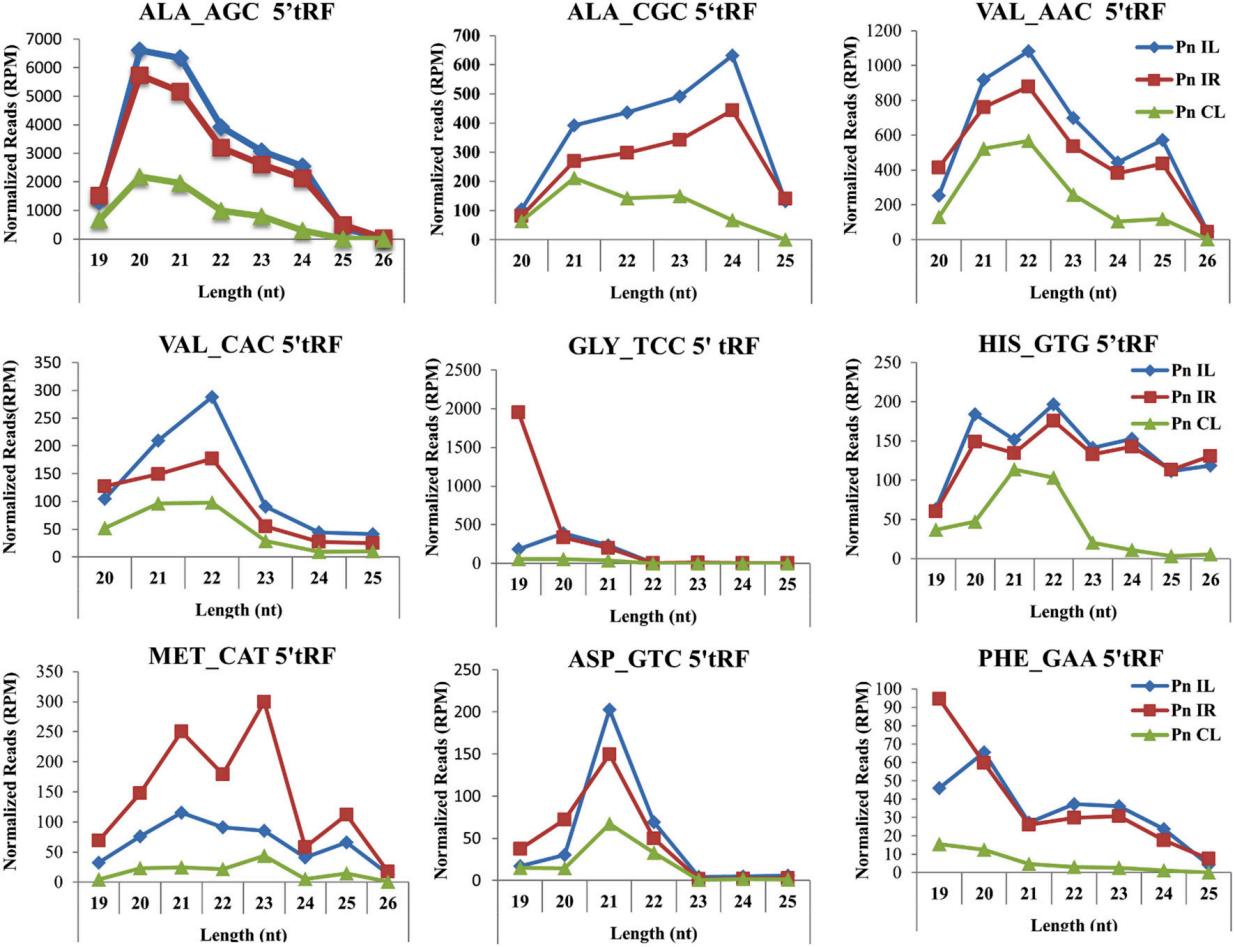
**Frequency of length variants of 5′tRFs of diverse tRNAs identified from Pn CL, Pn IL, and Pn IR sRNA libraries**. The normalized read count of each 5′tRF length variants in Reads per Million (RPM) was represented. The spread of data was represented as standard deviation of the RPM values for each length group in the three libraries.

**Figure 8:**
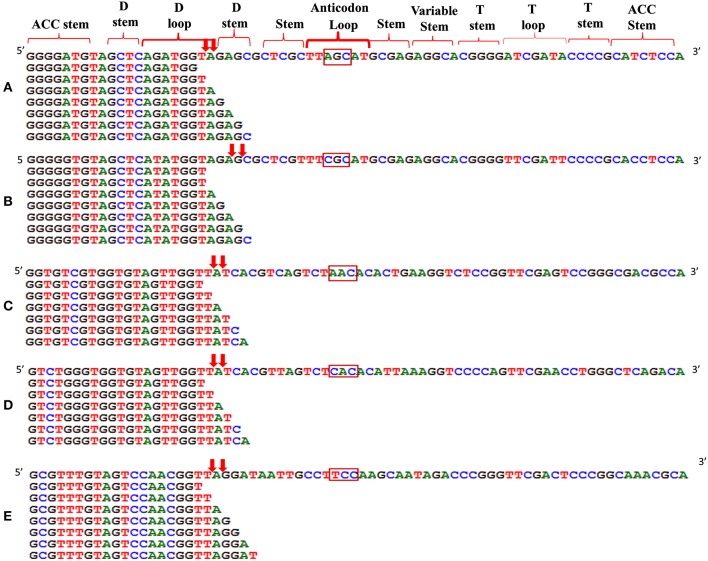
**Alignment of 5′tRF isoforms to the mature tRNAs of (A) Ala-tRNA^AGC^, (B) Ala-tRNA^CGC^, (C) Val-tRNA^AAC^, (D) Val-tRNA^CAC^, and (E) Gly-tRNA^TCC^**. The cleavage sites were designated as downward arrows. The anticodon of each tRNAs was represented in the rectangle. The cleavage occurs at the D stem/loop region in the tRNAs.

### Prediction of target genes and mapping of tRF mediated cleavage

The mechanism and characteristics of target recognition of plant tRFs were proposed to be similar to microRNAs (Loss-Morais et al., 2013). The targets of 5′tRFs were predicted from the stress responsive mRNA transcriptome that consisted of 73,112 assembled sequences (manuscript under preparation). Most of the predicted targets possessed 2 to 12 nt seed matches, as proposed for the miRNAs, and the mechanism of inhibition in most of the target alignments was predicted to be cleavage (Table S4). The predicted targets of these functional sRNAs included a broad range of genes representing growth conditions, developmental stages and stress responses (Table 3). The two mRNA homologs of Non-expresser of pathogenesis related proteins (NPR1) such as CL11930.contig2 and CL5879.contig1 were identified as the putative target of 5′Ala^CGC^tRF. NPR1 was reported as a key regulator of salicylic acid-dependent gene expression during systemic acquired resistance (SAR) (Dong, 2004; Maier et al., 2011). The DNA replication complex GINS protein PSF2 and the vesicle transport protein SFT2B were predicted as targets for 5′Ala^AGC^tRF, while pectinesterase-2 precursor, pentatricopeptide repeat protein, and a probable polygalacturonase were predicted for 5′tRF Val^AAC^. The mRNAs coding for calmodulin binding protein, ubiquitin ligase protein and ABC transporter G family proteins were identified as targets for 5′ Met^CAT^tRF. The transcriptome assembled sequence of the target NPR1 variants such as CL11930.contig2 and CL5879.contig1 consisted of 2431 and 695 nucleotides respectively, and both the transcripts shared very high nucleotide similarity (Figure S4). The 5′tRF Ala^CGC^ and 5′tRF Met^CAT^ mediated cleavage on the respective target mRNAs of NPR1 (CL11930.Contig2) and E3 ubiquitin ligase protein (CL5879) was validated by modified 5′RLM RACE experiments (Figure 9). The cleavage sites were mapped on the 5′Ala^CGC^tRF aligned regions in the coding region of the ankyrin repeat domain, which is the conserved protein-protein interaction motif in NPR1.

**Table 3:** **The predicted targets of different 5′tRFs from black pepper**.

**TRF Acc**.	**Target gene**	**Target ID**	**Inhibition**
Ala CGC	NPR1-like protein	CL11930.Contig2	Cleavage
		Unigene19317	
	Unnamed protein product	CL6217.Contig1	Cleavage
Ala AGC	DNA replication complex GINS protein PSF2	CL843.Contig4	Cleavage
	Hypothetical protein VITISV_037210	CL1619.Contig2	Translation
	Vesicle transport protein SFT2B	Unigene248	Cleavage
Val AAC	Predicted protein	CL6118.Contig1	Cleavage
	Pectinesterase-2 precursor, putative	CL11276.Contig2	Cleavage
	Pentatricopeptide repeat protein	Unigene14666	Cleavage
	Probable polygalacturonase non-catalytic subunit JP630-like	Unigene11670	Cleavage
		Unigene29565	
		CL3980.Contig2	
		Unigene12808	
		Unigene19404	
Val CAC	Pherophorin-dz1 protein	CL6779.Contig3	Cleavage
	Hypothetical protein ARALYDRAFT_493093	Unigene1307	Cleavage
	UDP-glucosyltransferase	Unigene6425	Cleavage
	ATP binding protein, putative	CL8978.Contig3	Cleavage
	PREDICTED: uncharacterized protein LOC100267290	CL7095.Contig1	Cleavage
Asp GTC	PREDICTED: uncharacterized protein LOC100782887	CL7172.Contig2	Cleavage
HisGTG	UPF0614 protein C14orf102 homolog	CL9959.Contig1	Cleavage
	ATP synthase CF1 alpha subunit	CL5021.Contig2	Cleavage
Met_CAT	Conserved hypothetical protein	Unigene4870	Cleavage
	Hypothetical protein VOLCADRAFT_92962	Unigene17473	Cleavage
	Calmodulin binding protein, putative	CL11955.Contig1	Translation
	Uncharacterized protein LOC100776993	CL11955.Contig2	Translation
	PREDICTED: ABC transporter G family member 15-like	Unigene10972	Cleavage
	Ubiquitin ligase protein	CL5879.Contig1	Cleavage
		CL5879.Contig2	
	Carboxylic ester hydrolase, putative	CL5622.Contig1	Translation
Gly_TCC	PREDICTED: protein TRANSPARENT TESTA 12-like	CL10606.Contig1	Cleavage
		CL10606.Contig2	
	Protein binding protein	Unigene8302	Cleavage
Phe_GAA	Binding protein	CL12716.Contig2	Cleavage
	DEAD-box ATP-dependent RNA helicase	CL1422.Contig2	Translation
	Predicted protein	Unigene21029	Cleavage
	Soluble starch synthase 3	Unigene328	Cleavage
Ser_GCT	Photosystem II protein K	Unigene9945	Cleavage
	Copper/zinc superoxide dismutase	CL6300.Contig5	Cleavage
		CL6300.Contig6	
		CL6300.Contig7	
		CL6300.Contig8	
	Probable anion transporter 3,	Unigene12023	Cleavage
	Glycerol-3-phosphate dehydrogenase-like, transcript variant 1	CL8788.Contig2	Cleavage
	Transmembrane protein TPARL, putative	Unigene8037	Translation
	Serine/threonine-protein kinase sepA-like	CL11327.Contig1	Cleavage
		CL11327.Contig4	
	NEDD8-like protein RUB1	Unigene2954	Translation

**Figure 9:**
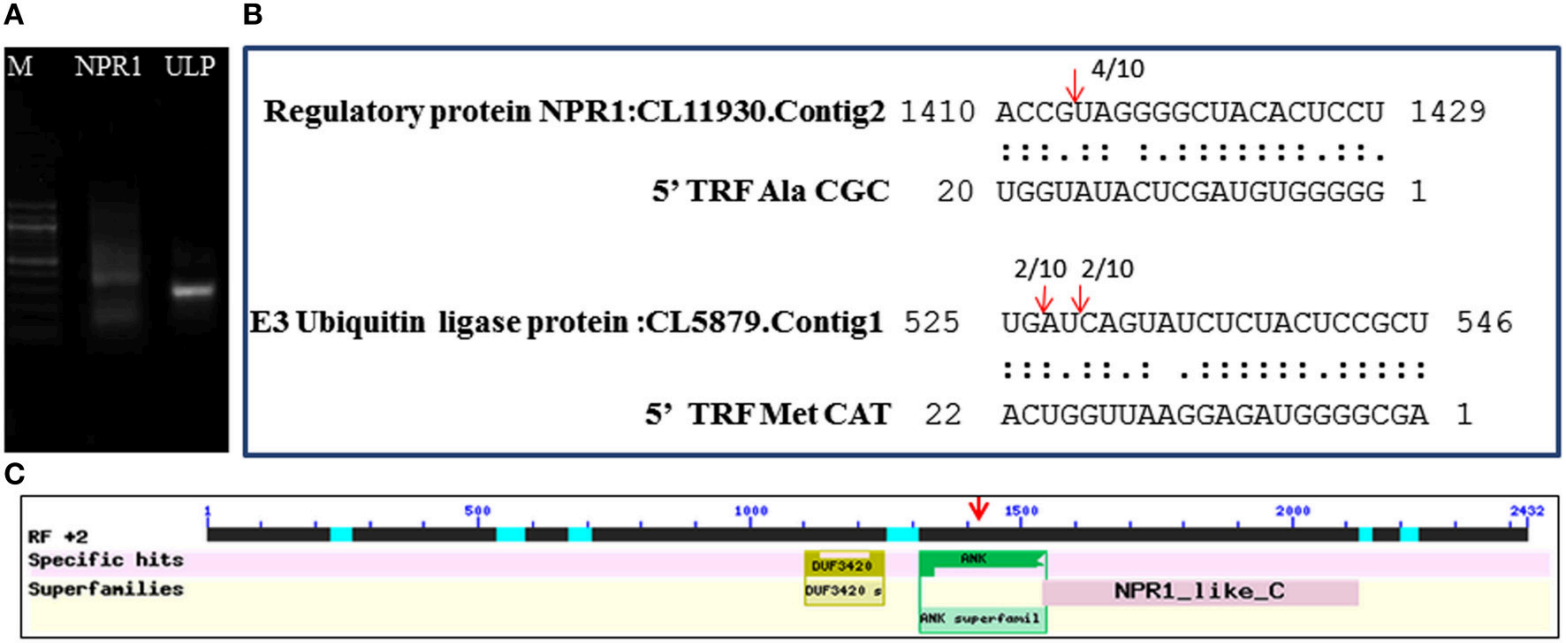
**Mapping of the cleavage sites on the targets identified from the black pepper transcriptome by 5′RLM-RACE experiments**. **(A)** 5′ RLM RACE Amplified product of cleaved mRNAs of NPR1 and E3 Ubiquitin ligase protein (UPL) in 1.5% agarose gel. M indicated 100 bp DNA ladder (New England BioLabs). The expected size of UPL1 and NPR1 amplicons, such as 320 and 300 bp respectively were detected from the gel. **(B)** Cleavage sites were mapped on the tRF aligned regions in the target mRNAs of NPR1 and E3 Ubiquitin ligase. **(C)** The cleavage site was mapped at the region coding for ankyrin repeat domain of the NPR1 mRNAs.

### Expression profiling of target mRNAs of NPR1

To study the differential expression of the NPR1 mRNAs in *Phytophthora* infected black pepper plants, quantitative real time RT-PCR was performed. The expression of the NPR1 mRNAs was found to be reduced both in the pathogen stressed leaf and root tissues compared to the control leaf and root. In the *Phytophthora* infected root tissues, the expression of the NPR1 mRNAs was down regulated (Figure 10). It is possible that the down-regulation of defense genes such as NPR1 attributed to the susceptibility of black pepper to the infection of *P. capsici*. As NPR1 mRNAs were predicted to be targeted by sRNAs such as 5′Ala^CGC^tRF, they might act as the regulators of these genes, and the higher expression of 5′Ala^CGC^tRFs in turn responsible for the cleavage of these target mRNAs and hence, the reduced expression of NPR1 during pathogen infection in black pepper.

**Figure 10:**
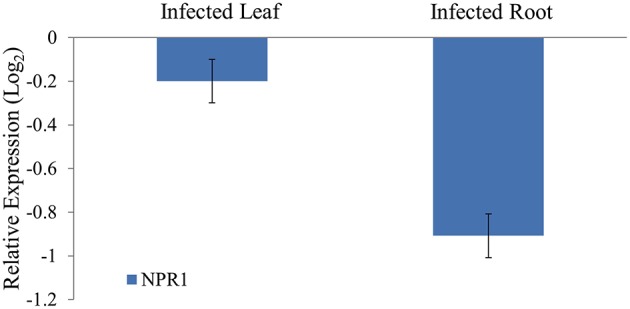
**Quantitative real time analysis of the NPR1 mRNAs from black pepper during *P. capsici* infection**. The expression was normalized with 5.8S rRNA as the endogenous control and calibrated with the expression of leaf and root of control uninfected plants. For each tissue, triplicates were analyzed and standard deviation was represented as the error bar. NPR1 mRNAs were down-regulated in the pathogen infected root compared to the control root.

### Sequence diversity of 5′Ala^CGC^tRFs and their targets from other plants

The 5′tRFs of the Alanine tRNAs were analyzed from the high-throughput sRNAome of diverse plant species. The conservation analysis of the most prominent variants of the 5′Ala-tRFsfrom each sRNA library (Supplementary Data 4) revealed their conservation pattern among the land plants (Figure 11) and the sequence alignment of different 5′Ala-tRFs were represented as a sequence logo. Most of the plant species possessed the highly conserved tRFs generated from the 5′end of each of the Alanine tRNAs. Although there was variation observed among the different 5′Ala-tRF sequences, 5′Ala^CGC^tRF1 with the sequence GGGGGUGUAGCUCAUAUGGU, 5′Ala^AGC^tRF1 with the sequence “GGGGAUGUAGCUCAGAUGGU” and 5′Ala^TGC^tRF1 with the sequence “GGGGAUGUAGCUCAAAUGGU” was present in all of the angiosperm plants. Several defense responsive genes, such as the NBS LRR disease resistance protein, the CBS domain containing protein and the LRR receptor like serine threonine kinase were predicted as targets of 5′Ala^CGC^tRF1. The NPR1 homologs were not identified as potential targets from any of the other plant species studied (Table S5). This result indicates that the 5′Ala^CGC^tRF1 plays an important role in the stress response of plants and NPR1 may be a specific target of 5′Ala^CGC^tRF1 from black pepper that belong to magnoliids, the lower angiosperm plants.

**Figure 11:**
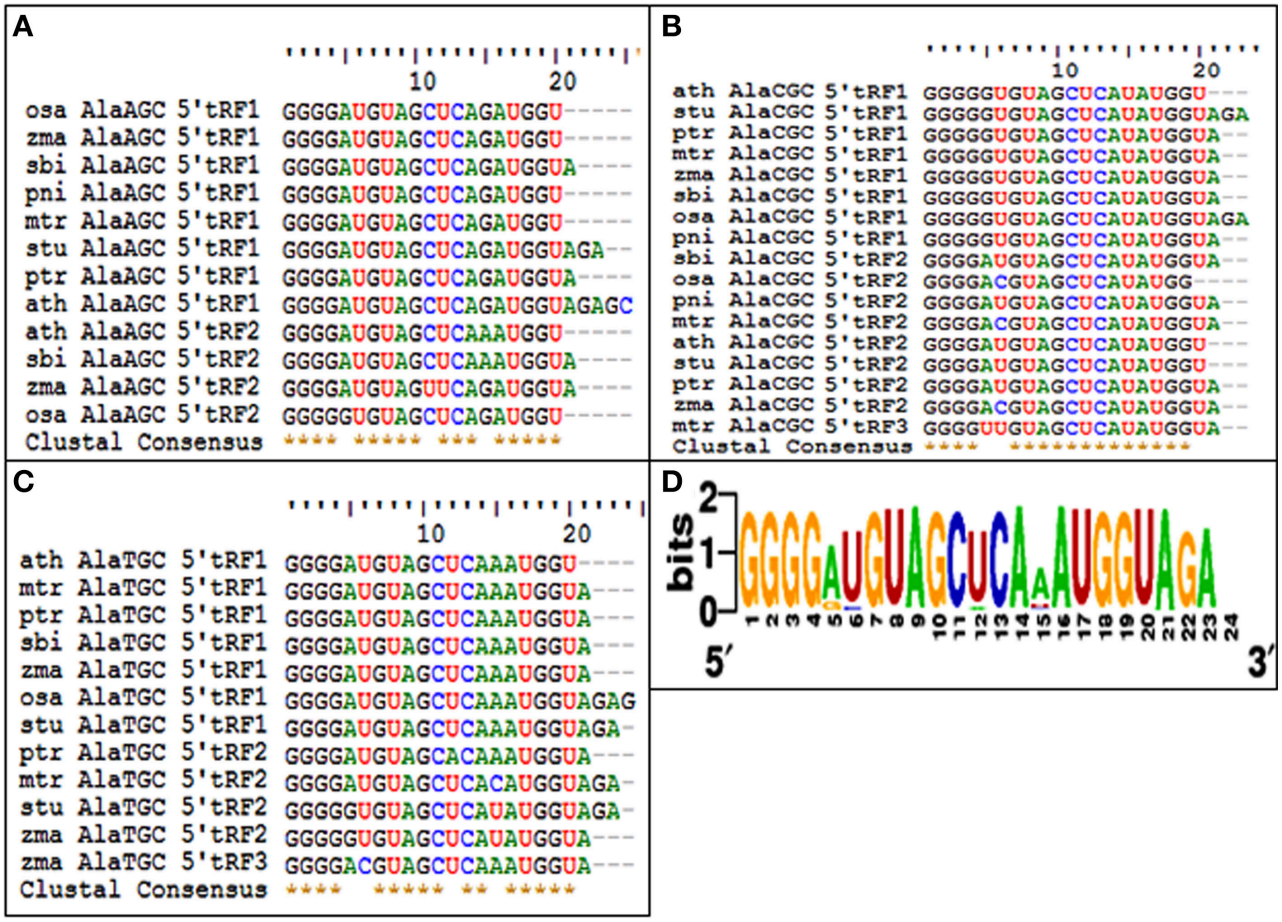
**The conservation of 5′tRFs from Alanine tRNAs among the angiosperm plants**. Sequence alignments of **(A)** 5′Ala^AGC^ tRFs, **(B)** 5′Ala^CGC^ tRFs, and **(C)** 5′Ala^TCG^ tRFs. **(D)** Multiple alignments of all the 5′AlatRFs were represented as sequence logo. ath, *A. thaliana*; mtr, *M. truncatula*; zma, *Z. mays*; ptr, *P. trichocarpa*; osa, *O. sativa*; sbi, *S. bicolor*; stu, *S. tuberosum*; and pni, *P. nigrum*.

## Discussion

The foot rot or quick wilt is a major disease of black pepper and, similar to *Phytophthora* diseases of many other crops, it causes extensive loss in the pepper plantations. The identification of sRNAs generated during *P. capsici* infection has great potential for elucidating the mechanisms of stress response, as well as adopting effective disease resistance strategies in black pepper. The preliminary cloning and sequencing of the sRNA enriched library, from *Phytophthora* infected black pepper plants, revealed three tRNA-derived small RNAs such as 5′Arg^TCG^tRNA, 5′Ala^AGC^tRNA, and 3′Gly^TCC^tRNA. The sRNAs from non-coding structural RNAs, such as tRNAs and rRNAs have long been regarded as degradation products. However, recently it was reported that abundantly expressed sRNAs from tRNA (Haussecker et al., 2010; Garcia-Silva et al., 2012; Jagadeeswaran et al., 2012), rRNA (Zywicki et al., 2012) or snoRNAs (Brameier et al., 2011) play a significant physiological role in the stress response of eukaryotes, ranging from yeast to higher organisms. The occurrence of 5′ and 3′ tRNA fragments in yeast cells, plants, and mammalian cell lines during oxidative stress suggested the conserved feature of oxidative stress-induced tRNA cleavage in eukaryotes (Li et al., 2008; Thompson et al., 2008; Cole et al., 2009; Lee et al., 2009). *P. capsici* interaction leads to oxidative stress and a significant increase in enzyme activities and phenolic compounds in the host plants (Koç et al., 2011). The tRFs from the 5′ ends of Gly-tRNA and Asp-tRNA were reported during phosphate deficiency from *Arabidopsis* (Hsieh et al., 2009). Consistent with previous reports, the 18 nt 3′tRF from the Gly^TCC^ also had a typical 3′CCA end (Sobala and Hutvagner, 2011) that was added during the maturation of tRNA by tRNA nucleotidyl transferase, before its export from the nucleus to the cytoplasm (Xiong and Steitz, 2006). Among the three tRFs studied, the 5′Ala^CGC^tRF showed higher expression in the leaf and root of *P. capsici* infected plants. The 5′tRFs associated with argonaute proteins (AGO2) were reported strongly induced during *Pseudomonas syringae* infection and abiotic stress treatments in *Arabidopsis* (Loss-Morais et al., 2013). The 19 nt 5′tRF from Gly-tRNA^TCC^ was reported to highly accumulate in *Arabidopsis* root tissues under phosphate starved stress conditions, whereas the differential expression of 5′Ala^AGC^ and Pro^CGG^ tRFs was demonstrated in the rice callus and leaves (Chen et al., 2011).

The deep sequenced sRNA libraries such as PnIL and PnIR was further analyzed to identify tRF abundance, distribution and their functional role during pathogen infections. In both the PnIL and PnIR sRNA libraries, the tRF reads constitute a higher proportion compared to the control leaf library. As stated previously (Cole et al., 2009; Lee et al., 2009; Loss-Morais et al., 2013), the up-regulation of tRFs during stress conditions was suggested to be a common mechanism that exists between plants and animals. The biogenesis and function of tRFs are still unclear, however their positional specificity, abundance, and spatio-temporal expression variation indicates their selective processing from tRNAs. Although tRFs could be formed from different sources of tRNAs, such as organelles (chloroplast) or the nucleus, they were coordinatively regulated and their processing shares the same mechanism in plants (Hackenberg et al., 2015). The processing and 5′maturation of tRNA involved RNAse P, a ubiquitous endonuclease present in all the eukaryotes (Jarrous and Gopalan, 2010; Gobert et al., 2013). The protein only Ribonuclease P enzymes called PROP were found to support RNAse P activity in both the organelles and the nucleus in plants (Gutmann et al., 2012). Moreover, the tRFs association to argonaute (AGO) proteins (Kumar et al., 2014) and translation inhibition roles of certain tRFs (Zhang et al., 2009) indicated their potential role in the RNAi pathway.

We observed the unequal distribution of different tRNA sequences in the sRNA dataset with a higher predominance of 5′tRFs. As reported in *Arabidopsis* (Loss-Morais et al., 2013), a 5′G was the prominent terminal nucleotide for tRFs in different length classes from all the three sRNA libraries. 5′Ala^AGC^tRFs and 5′Ala^CGC^tRFs were identified as the most prevalent tRFs in all three datasets. Individual 5′tRFs from each tRNA showed higher abundance in a narrow size distribution from 19 to 24 nt. Previously, in *Arabidopsis* (Loss-Morais et al., 2013), the size distribution pattern of AGO-associated tRFs revealed a predominance of 18–22 nt sequences in which 19 nt 5′tRFs were reported as the prominent group. In most of the deep sequencing experiments, these non-coding structural RNA-derived sRNAs are filtered away during the initial steps of analysis. However, the abundance of a certain set of tRNAs, their cleavage from the anticodon loop and their differential expression during pathogen infection established their functional role in the context of defense response in black pepper. The preferences in the nucleotide cleavage from the 5′end of mature tRNAs further supported the fact that tRFs were not randomly degraded, but produced via a specific pathway.

The critical target genes predicted for the 5′Ala^CGC^tRFs included NPR1, DNA replication complex GINS protein PSF2, vesicle transport protein SFT2B, Pectinesterase-2 precursor, Protein kinase APK1B, pentatricopeptide repeat protein, probable polygalacturonase, calmodulin binding protein ubiquitin ligase protein, and ABC transporter G family proteins. These genes were reported to be expressed during *Phytophthora* interactions in *A. thaliana* and *S. tuberosum* (Sandhu et al., 2009; Bos et al., 2010). During the pathogen infection, the expression of NPR1 mRNAs was down-regulated in the black pepper plants. NPR1 was also reported to act as key regulatory component in the crossroads of multiple defense pathways (Dong, 2004). NPR1 protein could act as a receptor of the plant defense hormone salicylic acid (Maier et al., 2011; Wu et al., 2012), and regulate profound transcriptional changes to broad spectrum plant immune responses, such as SAR. The induction of SAR further led to the expression of pathogenesis related (PR) protein and protect the plant against bacterial, fungal, and viral infections (Dong, 2004). PR proteins, generally coded by the host plant were induced specifically during pathological situations, and instrumental in impeding further pathogen ingress and multiplication (Van Loon and Van Strien, 1999; van Loon et al., 2006). To prevent the untimely activation of SAR in the absence of pathogen challenge, NPR1 was continuously cleared from the nucleus by the proteasome (Spoel et al., 2009). In *Theobroma cacao* plants knocked down with a synthetic miRNA targeting TcNPR3 mRNA, a repressor of NPR1 was reported to be more resistant to the infection of *P. capsici* (Shi et al., 2013). NPR1 protein was reported to interact with a TGA class of basic domain leucine zipper transcription factors that regulates salicylic acid responsive elements in the promoters of Pathogenesis Related (PR) protein genes (Després et al., 2003). Resistance against the infection of *P. sojae* in soybean (Sugano et al., 2013), *P. capsici* in *Arabidopsis* (Wang Y. et al., 2013), and *T. cacao* (Shi et al., 2013) was reported to be mediated by the salicylic acid signaling in which NPR1 was the key component. Therefore, the reduced expression of NPR1 in the leaf and root tissues of the infected plants might lead to the susceptibility of the black pepper to *Phytophthora* infection. Modified 5′RLM RACE analysis revealed cleavage on the predicted target site of NPR1 mRNA and the cleavage was mapped at the ankyrin repeat domain, which is one of the conserved protein-protein interaction motifs in the NPR1 proteins (Maier et al., 2011).

The target cleavage was also identified in the mRNAs of ubiquitin ligase by 5′Met^CAT^tRF, which was highly expressed in PnIR. All steps of plant immune responses were reported to be modulated by the ubiquitin ligase family of enzymes (Duplan and Rivas, 2014). It was also suggested that these enzymes induced during both PTI and ETI, could regulate the expression of defense related signaling in plants (Craig et al., 2009). The ubiquitin/proteasome system were reported as extensively involved in the downstream signaling processes of pathogen perception and targeting the proteins for degradation (Craig et al., 2009). The detection of cleavage products of tRFs supported that post transcriptional silencing could be one of the regulatory mechanism of these functional sRNAs.

## Conclusions

Our results demonstrated the existence of small RNAs derived from tRNAs and their potential gene regulatory role during the *P. capsici* infection of black pepper. Small RNAs derived from the 5′ end of mature tRNAs (5′tRFs) were highly expressed under pathogen stress in black pepper. 5′Ala^CGC^tRFs and 5′Met^CAT^tRFs were found to target defense-responsive mRNAs, such as NPR1 and ubiquitin ligase. These mRNAs are critical in signaling responses leading to the activation of pathogenesis related (PR) proteins, which are the key players in plant pathogen interactions. Although 5′AlatRF from other plant species showed very high sequence conservation to *P. nigrum*, the NPR1 homologs were not identified as 5′Ala-tRF targets from other plant species, and instead, defense genes, such as NBS-LRR kinases, were predicted to be potential target genes. The tRF binding sites in the black pepper NPR1 gene, the mRNA cleavage pattern and the subsequent down regulation suggested a functional role of 5′AlatRFs in stress signaling pathways in black pepper, the unique magnoliid plant. More research is needed to understand tRF biogenesis, the molecular mechanisms underlying their gene silencing functions and their coordinated activity with a diverse set of regulatory sRNAs to fine-tune gene expression. The evaluation of these candidate sRNAs in plant pathogen interaction will lead to advanced disease resistant strategies with wider application in the improvement of stress tolerance in plants.

## Author contributions

Design of the Work: ES and SA; the acquisition, analysis, or interpretation of data for the work: SA. Drafting the work and revising it critically for important intellectual content: SA and ES. Final approval of the version to be published: ES and SA.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

sRNA: small RNA
tRNA: transfer RNA
tRF: tRNA derived small RNA fragments
NPR1: Non-expresser of pathogenesis related protein
PAMP: pathogen associated molecular patterns.

# Supplementary material for: Transfer RNA Derived Small RNAs Targeting Defense Responsive Genes Are Induced during Phytophthora capsici Infection in Black Pepper (Piper nigrum L.)
**Source:** Front Plant Sci. 2016 Jun 1;7:767. doi: 10.3389/fpls.2016.00767
**Supplement:** Supplementary file 1

Transfer RNA derived small RNAs targeting defence responsive genes are induced during *Phytophthora capsici* infection in black pepper (*Piper nigrum* L.)

Table S1: List of primers used for the stem-loop qRT-PCR. The number inside the brackets represents PCR amplification efficiency of the primers .

Primer ID	Sequence (5'-3')
Pni TRF1 SLP	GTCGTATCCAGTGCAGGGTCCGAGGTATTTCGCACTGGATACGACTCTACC
Pni TRF2 SLP	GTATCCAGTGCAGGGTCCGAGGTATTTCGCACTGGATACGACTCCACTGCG
Pni TRF3 SLP	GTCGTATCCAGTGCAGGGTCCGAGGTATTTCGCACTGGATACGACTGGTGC
Pni TRF1 FP	TGTTTCGCTGTGACCGCATAG (1.7476)
Pni TRF2 FP	TCTGGGGGTGTAGCTCATAT (1.4051)
Pni TRF3 FP	CCTTCGCTCTCCCGGCAAAC (1.5978)
URP	GTGCAGGGTCCGAGGT

Table S2: Small RNAs identified from *Phytophthora capsici* infected black pepper plants by preliminary cloning and sequencing

Seq ID	Sequences (5'-3')	Sequence Length	Annotation
Pn_TRF1	GGGGGUGUAGCUCAUAUGGUAGA	23	5'TRF(Ala-tRNA ^{CGC})
Pn_TRF2	GACCGCAUAGCGCAGUGGA	19	5'TRF(Arg-tRNA ^{TCG})
Pn_TRF3	CUCCCGGCAAACGCACCA	18	3'TRF (Gly-tRNA ^{TCC})
Pn_rRF1	UACGACUCUCGGCAACGGAUA	21	Pn_rRF1
Pn_rRF2	GGGUAAAAGCUCGUUUGAUUCU	22	Pn_rRF2
Pn_rRF3	GACCCUGUUGAGCUUGAC	18	Pn_rRF3
Pn_rRF4	GGGAAAAGGAUUGGCUCUGAGGGC	24	Pn_rRF4
Pn_rRF5	CAAUCUAAAUCCCUUAACGAG	21	Pn_rRF5
Pn_rRF6	GGAGUAAUGAUUAACAGG	18	Pn_rRF6
Pn_rRF7	GGACGGACUGGGAACGGUUC	20	Pn_rRF7
Pn_rRF8	GAGGGGAACAACAGCUGGA	19	Pn_rRF8
Pn_rRF9	GGGUGCGAUCAUACCAGCA	19	Pn_rRF9
Pn_rRF10	GCCCGGACCCUGUUGCUGCA	20	Pn_rRF10
Pn_rRF11	GACUGAGGACUUCAGCACG	19	Pn_rRF12
Pn_rRF12	CCCUUUGUCGCACAGAUUCGA	21	Pn_rRF13
Pn_15	UAUGGAAGCGGAGCUACCUC	20	Unannotated
Pn_16	UGAGGUAGUAGGUUGUAU	18	Unannotated
Pn_17	ACGCGUAUCUUAUGUA	17	Unannotated
Pn_18	CCAUAACGGCCGGGCACUCAGGUGG	25	Unannotated
Pn_19	AUGGCCACUCUGCGUGACCACUGGU	25	Unannotated
Pn_20	UCCGCCCCGAGGCUUUAACUCGGGUCA	26	Unannotated
Pn_21	GUUGGGGAAGGUCACUAGGGGGUCA	25	Unannotated
Pn_22	AGGAUGUGGUGAGUCGACCGCGGC	24	Unannotated
Pn_23	CUAUGGACCUUUGCCAGC	18	Unannotated
Pn_24	CUCGUGACCUUAGCUGA	17	Unannotated
Pn_25	AAUGGCCACUCUGCGUUGCCAU	22	Unannotated

Pn_26	UCCCUAGAGGGUAAUGGCCA	20	Unannotated
Pn_27	GUAACAGUGCCGGCAAGCUUCGGCGG	26	Unannotated
Pn_28	AUGGCCACUCUGCGUGCCAA	20	Unannotated
Pn_29	GGCCAAUGAAUUCACUCAGGUGG	23	Unannotated
Pn_30	AUGGCCACUCUGCGUUGUCCAU	22	Unannotated
Pn_31	AUGGCCACUCUGCGUUACCUG	21	Unannotated
Pn_32	GAGCAGGACUAAGCUUCCCCC	21	Unannotated
Pn_33	CUUCAGAGUCCUUAUGGCCACUCUGGU	27	Unannotated
Pn_34	GAAGCACCUUCGACGAGUCGAGU	23	Unannotated
Pn_35	CAUUUUAGGAAAAUCACAAU	20	Unannotated
Pn_36	AAGAUGUGGUGAGUCGACGCGC	22	Unannotated
Pn_37	GACUGAGGACUUCAGCACG	19	Unannotated
Pn_38	GAAGCACCUUCGACGAG	17	Unannotated
Pn_39	AUGGCCACUCUGCGUUGAUCCAUGU	25	Unannotated
Pn_40	GUUCCAAUGAAUUCACUCAGGUGG	24	Unannotated

Table S3. Summary of 5' tRF reads from sRNA libraries of *P. nigrum* (Relative cloning frequency is calculated as percentage of the total sequencing reads).

Sequence	Length	Origin	Relative Cloning Frequency (%)		
			Pn IL	Pn IR	Pn CL
GGGGATGTAGCTCAGATGG	19	AlaAGC-5'	0.1329	0.1514	0.0675
GGGGATGTAGCTCAGATGGT	20	AlaAGC-5'	0.6604	0.5733	0.2180
GGGGATGTAGCTCAGATGGTA	21	AlaAGC-5'	0.6342	0.5157	0.1961
GGGGATGTAGCTCAGATGGTAG	22	AlaAGC-5'	0.3923	0.3189	0.0988
GGGGATGTAGCTCAGATGGTAGA	23	AlaAGC-5'	0.3078	0.2612	0.0789
GGGGATGTAGCTCAGATGGTAGAG	24	AlaAGC-5'	0.2548	0.2122	0.0294
GGGGATGTAGCTCAGATGGTAGAGC	25	AlaAGC-5'	0.0365	0.0488	0.0009
GGGGGTGTAGCTCATATGGT	20	AlaCGC-5'	0.0104	0.0082	0.0064
GGGGGTGTAGCTCATATGGTA	21	AlaCGC-5'	0.0392	0.0269	0.0212
GGGGGTGTAGCTCATATGGTAG	22	AlaCGC-5'	0.0437	0.0298	0.0142
GGGGGTGTAGCTCATATGGTAGA	23	AlaCGC-5'	0.0491	0.0342	0.0150
GGGGGTGTAGCTCATATGGTAGAG	24	AlaCGC-5'	0.0631	0.0444	0.0067
GGGGGTGTAGCTCATATGGTAGAGC	25	AlaCGC-5'	0.0132	0.0141	0.0001
GGTGTCGTGGTGTAGTTGGT	20	Val AAC-5'	0.0254	0.0415	0.0130
GGTGTCGTGGTGTAGTTGGTT	21	Val AAC-5'	0.0920	0.0762	0.0524
GGTGTCGTGGTGTAGTTGGTTA	22	Val AAC-5'	0.1084	0.0878	0.0567
GGTGTCGTGGTGTAGTTGGTTAT	23	Val AAC-5'	0.0699	0.0536	0.0257
GGTGTCGTGGTGTAGTTGGTTATC	24	Val AAC-5'	0.0444	0.0381	0.0104
GGTGTCGTGGTGTAGTTGGTTATCA	25	Val AAC-5'	0.0573	0.0435	0.0120
GTCTGGGTGGTGTAGTTGGT	20	Val CAC-5'	0.0105	0.0127	0.0052

GTCTGGGTGGTGTAGTTGGTT	21	Val CAC-5'	0.0209	0.0149	0.0097
GTCTGGGTGGTGTAGTTGGTTA	22	Val CAC-5'	0.0288	0.0177	0.0098
GTCTGGGTGGTGTAGTTGGTTAT	23	Val CAC-5'	0.0091	0.0055	0.0029
GTCTGGGTGGTGTAGTTGGTTATC	24	Val CAC-5'	0.0044	0.0027	0.0010
GTCTGGGTGGTGTAGTTGGTTATCA	25	Val CAC-5'	0.0041	0.0025	0.0010
GCGTTTGTAGTCCAACGGT	19	Gly TCC5'	0.0185	0.1950	0.0054
GCGTTTGTAGTCCAACGGTT	20	Gly TCC5'	0.0390	0.0332	0.0053
GCGTTTGTAGTCCAACGGTTA	21	Gly TCC5'	0.0231	0.0202	0.0036
GCGTTTGTAGTCCAACGGTTAG	22	Gly TCC5'	0.0005	0.0006	0.0001
GGTGGCTGTAGTTTAGTGG	19	His GTG5'	0.0063	0.0060	0.0037
GGTGGCTGTAGTTTAGTGGT	20	His GTG5'	0.0184	0.0149	0.0048
GGTGGCTGTAGTTTAGTGGTT	21	His GTG5'	0.0152	0.0135	0.0114
GGTGGCTGTAGTTTAGTGGTTA	22	His GTG5'	0.0197	0.0176	0.0104
GGTGGCTGTAGTTTAGTGGTTAG	23	His GTG5'	0.0141	0.0133	0.0020
GGTGGCTGTAGTTTAGTGGTTAGA	24	His GTG5'	0.0153	0.0143	0.0011
GGTGGCTGTAGTTTAGTGGTTAGAA	25	His GTG5'	0.0111	0.0113	0.0004
GGTGGCTGTAGTTTAGTGGTTAGAAT	26	His GTG5'	0.0119	0.0131	0.0006
AGCGGGGTAGAGGAATTGG	19	Met CAT 5'	0.0032	0.0069	0.0005
AGCGGGGTAGAGGAATTGGT	20	Met CAT 5'	0.0076	0.0148	0.0023
AGCGGGGTAGAGGAATTGGTC	21	Met CAT 5'	0.0115	0.0251	0.0025
AGCGGGGTAGAGGAATTGGTCA	22	Met CAT 5'	0.0091	0.0179	0.0021
AGCGGGGTAGAGGAATTGGTCAA	23	Met CAT 5'	0.0086	0.0300	0.0044
AGCGGGGTAGAGGAATTGGTCAAC	24	Met CAT 5'	0.0041	0.0058	0.0005
AGCGGGGTAGAGGAATTGGTCAACT	25	Met CAT 5'	0.0066	0.0112	0.0015
AGCGGGGTAGAGGAATTGGTCAACTC	26	Met CAT 5'	0.0014	0.0018	0.0001
GGGATTGTAGTTCAATCGG	19	Asp GTC5'	0.0017	0.0037	0.0015
GGGATTGTAGTTCAATCGGT	20	Asp GTC5'	0.0030	0.0072	0.0015
GGGATTGTAGTTCAATCGGTC	21	Asp GTC5'	0.0203	0.0150	0.0067
GGGATTGTAGTTCAATCGGTCA	22	Asp GTC5'	0.0069	0.0050	0.0033
GCGGGGATAGCTCAGTTGG	19	Phe GAA5'	0.0046	0.0095	0.0016
GCGGGGATAGCTCAGTTGGG	20	Phe GAA5'	0.0065	0.0060	0.0012
GCGGGGATAGCTCAGTTGGGA	21	Phe GAA5'	0.0027	0.0026	0.0005
GCGGGGATAGCTCAGTTGGGAG	22	Phe GAA5'	0.0037	0.0030	0.0003
GCGGGGATAGCTCAGTTGGGAGA	23	Phe GAA5'	0.0036	0.0031	0.0003
GCGGGGATAGCTCAGTTGGGAGAG	24	Phe GAA5'	0.0024	0.0018	0.0001
GGAGAGATGGCTGAGTGGAC	20	Ser GCT5'	0.0015	0.0008	0.0001
GGAGAGATGGCTGAGTGGACT	21	Ser GCT5'	0.0043	0.0025	0.0006
GGAGAGATGGCTGAGTGGACTA	22	Ser GCT5'	0.0048	0.0031	0.0007
GGAGAGATGGCTGAGTGGACTAA	23	Ser GCT5'	0.0035	0.0019	0.0005

GGAGAGATGGCTGAGTGGACTAAA	24	Ser GCT5'	0.0026	0.0013	0.0002
GGAGAGATGGCTGAGTGGACTAAAG	25	Ser GCT5'	0.0017	0.0010	0.0001

Val AAC	Unigene29565	3.0	21.13	TRF<br>Target	20<br>564	UGGUUGAUG-UGGUGCUGUGG<br>ACCAACUACGACCACGGCAUC	1<br>584	PREDICTED: probable polygalacturonase non-catalytic subunit JP630	Cleavage
Val AAC	CL3980.Contig2	3.0	21.146	TRF<br>Target	20<br>541	UGGUUGAUG-UGGUGCUGUGG<br>ACCAACUACGACCACGGCAUC	1<br>561	PREDICTED: probable polygalacturonase non-catalytic subunit JP630	Cleavage
Val AAC	Unigene12808	3.0	21.146	TRF<br>Target	20<br>597	UGGUUGAUG-UGGUGCUGUGG<br>ACCAACUACGACCACGGCAUC	1<br>617	PREDICTED: probable polygalacturonase non-catalytic subunit JP630	Cleavage
Val AAC	Unigene19404	3.0	21.146	TRF<br>Target	20<br>706	UGGUUGAUG-UGGUGCUGUGG<br>ACCAACUACGACCACGGCAUC	1<br>726	PREDICTED: probable polygalacturonase non-catalytic subunit JP630	Cleavage
Val CAC	CL6779.Contig3	2.5	6.89	TRF<br>Target	20<br>421	UGGUUGAUGUGGUGGGUCUG<br>ACCAGCUCCACCACCUAGGC	1<br>440	Pherophorin-dz1 protein	Cleavage
Val CAC	Unigene1307	2.5	19.919	TRF<br>Target	20<br>177	UGGUUGAUGUGGUGGGUCUG<br>ACCAGCUCCACCGCCCGGAC	1<br>196	hypothetical protein ARALYDRAFT_493093	Cleavage
Val CAC	Unigene6425	3.0	12.117	TRF<br>Target	20<br>163	UGGUUGAUGUGGUGGGUCUG<br>ACCACCUACAUCACCAAGAC	1<br>182	UDP-glucosyltransferase	Cleavage
Val CAC	CL8978.Contig3	3.0	15.335	TRF<br>Target	20<br>99	UGGUUGAUGUGGUGGGUCUG<br>GCCAACUACGUCACCCAAAC	1<br>118	ATP binding protein, putative	Cleavage
Val CAC	CL7095.Contig1	3.0	16.978	TRF<br>Target	20<br>852	UGGUUGAUGUGGUGGGUCUG<br>AUUAUUUAUACCACCCAGAC	1<br>871	PREDICTED: uncharacterized protein LOC100267290	Cleavage
Asp GTC	CL7172.Contig2	3.0	16.678	TRF<br>Target	20<br>1972	UGGCUAACUUGAUGUUAGGG<br>CCCUAUUGAAUUGCAAUCCC	1<br>1991	PREDICTED: uncharacterized protein LOC100782887	Cleavage
His GTG	CL9959.Contig1	2.5	10.27	TRF<br>Target	20<br>234	UGGUGAUUUGAUGUCGGUGG<br>UCCACUAAAUAUAGCCGCC	1<br>253	UPF0614 protein C14orf102 homolog	Cleavage
His GTG	CL5021.Contig2	3.0	5.023	TRF<br>Target	20<br>7385	UGGUGAUUUGAUGUCGGUGG<br>ACCACUAAACUAUACCCGCU	1<br>7404	ATP synthase CF1 alpha subunit	Cleavage

Phe GAA	Unigene21029	3.0	18.777	TRF 20<br>Target 238	GGGUUGACUCGAUAGGGGCG 1<br>: : : : : : : : : : : : : :<br>CUCAACGGAGCUAUUCUUGC 257	Predicted protein	Cleavage
Phe GAA	Unigene328	3.0	22.123	TRF 20<br>Target 3932	GGGUUGACUCGAUAGGGGCG 1<br>: : : : : : : : : : : : : :<br>CUUAACAGAGCUAUCUCUGC 3951	PREDICTED: soluble starch synthase 3	Cleavage
Ser GCT	Unigene9945	0.0	16.329	TRF 20<br>Target 1101	CAGGUGAGUCGGUAGAGAGG 1<br>: : : : : : : : : : : : : :<br>GUCCACUCAGCCAUCUCUCC 1120	Photosystem II protein K	Cleavage
Ser GCT	CL6300.Contig5	2.5	5.669	TRF 20<br>Target 28	CAGGUGAGUCGGUAGAGAGG 1<br>: : : : ~~~~~~ : : : : : : : :<br>AUUCACUCAGUCAUCUUUCC 47	Copper/zinc superoxide dismutase	Cleavage
Ser GCT	CL6300.Contig6	2.5	5.669	TRF 20<br>Target 28	CAGGUGAGUCGGUAGAGAGG 1<br>: : : : ~~~~~~ : : : : : : : :<br>AUUCACUCAGUCAUCUUUCC 47	Copper/zinc superoxide dismutase	Cleavage
Ser GCT	CL6300.Contig7	2.5	5.669	TRF 20<br>Target 28	CAGGUGAGUCGGUAGAGAGG 1<br>: : : : ~~~~~~ : : : : ~~~~~~ : : : :<br>AUUCACUCAGUCAUCUUUCC 47	Copper/zinc superoxide dismutase	Cleavage
Ser GCT	CL6300.Contig8	2.5	5.669	TRF 20<br>Target 28	CAGGUGAGUCGGUAGAGAGG 1<br>: : : : ~~~~~~ : : : : ~~~~~~ : : : :<br>AUUCACUCAGUCAUCUUUCC 47	Copper/zinc superoxide dismutase	Cleavage
Ser GCT	Unigene12023	2.5	18.154	TRF 20<br>Target 138	CAGGUGAGUCGGUAGAGAGG 1<br>: : : : ~~~~~~ : : : : ~~~~~~ : : : :<br>GUUCGUUCAGUCAUCUUUCC 157	Probable anion transporter 3	Cleavage
Ser GCT	CL8788.Contig2	3.0	7.367	TRF 20<br>Target 176	CAGGUGAGUCGGUAGAGAGG 1<br>: : : : ~~~~~~ : : : : ~~~~~~ : : : :<br>GCCCAUCCAGCCAUUUCUCC 195	Glycerol-3-phosphate dehydrogenase-like, transcript variant 1	Cleavage
Ser GCT	Unigene8037	3.0	10.189	TRF 20<br>Target 74	CAGGUGAGUCGGUAGAGAGG 1<br>: : : : ~~~~~~ : : : : ~~~~~~ : : : :<br>UUCCUCUCAUCCAUCUCUCC 93	Transmembrane protein TPARG, putative	Translation
Ser GCT	CL11327.Contig1	3.0	12.671	TRF 20<br>Target 3316	CAGGUGAGUCGGUAGAGAGG 1<br>: : : : ~~~~~~ : : : : ~~~~~~ : : : :<br>GUUUACUCAGCCGUCUUUUU 3335	Serine/threonine-protein kinase sepA-like	Cleavage
Ser GCT	CL11327.Contig4	3.0	12.671	TRF 20<br>Target 3712	CAGGUGAGUCGGUAGAGAGG 1<br>: : : : ~~~~~~ : : : : ~~~~~~ : : : :<br>GUUUACUCAGCCGUCUUUUU 3731	Serine/threonine-protein kinase sepA-like	Cleavage
Ser GCT	Unigene2954	3.0	23.67	TRF 20<br>Target 30	CAGGUGAGUCGGUAGAGAGG 1<br>: : : : ~~~~~~ : : : : ~~~~~~ : : : :<br>CUCCACUCACCCCUCUCUCC 49	NEDD8-like protein RUB1	Translation

Table S5: Targets of 5'Ala tRFs predicted from different plant species

Plant species	Target database	Target Acc.	Expectation (E)	Target Accessibility (UPE)	Alignment				Target Description	Inhibition
Arabidopsis thaliana	DFCI Gene Index (AGI), version 15	TC392728	2.5	17.902	tRF	20	UGGUAUACUCGAUGUGGGGG	1	Classical arabinogalactan protein 26 precursor	Cleavage
		Target	132	ACCAUAUCAGCUGCACCUC	151					
		TC381137	2.5	17.822	tRF	20	UGGUAUACUCGAUGUGGGGG	1	Cluster: Classical arabinogalactan protein 26 precursor	Cleavage
		Target	132	ACCAUAUCAGCUGCACCUC	151					
		EG439050	3.0	20.906	tRF	20	UGGUAUACUCGAUGUGGGGG	1	UniRef100_Q6D BG4 Cluster: At1g54575	Cleavage
		Target	118	GCCAUGUGGGCUUCACCUC	137					
		TC386636	3.0	21.103	tRF	20	UGGUAUACUCGAUGUGGGGG	1	-	Cleavage
Target	180	GCCAUGUGGGCUUCACCUC	199							
TC383076	3.0	21.103	tRF	20	UGGUAUACUCGAUGUGGGGG	1	At3g08955 [Arabidopsis thaliana]	Cleavage		
Target	845	GCCAUGUGGGCUUCACCUC	864							
NP237738	3.0	19.359	tRF	20	UGGUAUACUCGAUGUGGGGG	1	GB AB007648.1 gene_id:MKD15.6~unknown protein	Cleavage		
Target	569	AUCAA AUGGUUACACCCUC	588							
TC367453	3.0	19.359	tRF	20	UGGUAUACUCGAUGUGGGGG	1	similar to UniRef100_A7Q7 L7	Cleavage		
Target	592	AUCAA AUGGUUACACCCUC	611							
Oryza sativa	TIGR genome cDNA OSA1 Release 5(OSAIR5), version 5	LOC_Os12g30290.1	2.5	17.804	tRF	20	UGGUAUACUCGAUGUGGGGG	1	cDNA retrotransposon protein	Cleavage
		Target	51	ACCAUUUGUGCUACACCUC	70					
		LOC_Os03g26791.1	3.0	13.703	tRF	20	UGGUAUACUCGAUGUGGGGG	1	cDNA expressed protein	Cleavage
Target	333	ACCAUAUGUGCUAUAUCUUC	352							
LOC_Os07g31100.1	3.5	11.505	tRF	20	UGGUAUACUCGAUGUGGGGG	1	transposon protein, CACTA, En/Spm sub-class	Cleavage		
Target	174	ACCAUGUGAGCUGCAUAUCC	193							

<i>Populus trichocarpa</i>	<i>Populus trichocarpa</i> (poplar), unigene, DFCI Gene Index (PPLGI), version 5	TC160436	3.0	11.483	tRF 20 UGGUAUACUCGAUGUGGGGG 1<br>Target 115 ACCAUUACAGUUACAUCCCG 134	Probable LRR receptor-like serine/threonine-protein kinase	Cleavage
		CK100253	3.0	17.462	tRF 20 UGGUAUACUCGAUGUGGGGG 1<br>Target 20 GCCAUGUCAGCUACAUCCCU 39	UniRef100_A7P HK3 Cluster: Chromosome chr17 scaffold_16	Cleavage
		TC169670	3.0	15.54	tRF 20 UGGUAUACUCGAUGUGGGGG 1<br>Target 1333 ACCAGUUGAGCUACACCUCU1352	Type II chlorophyll a/b binding protein from photosystem I precursor	Cleavage
		TC159341	3.5	17.223	tRF 20 UGGUAUACUCGAUGUGGGGG 1<br>Target 639 AUCAUUAUAGUUUACACCCCC 658	Serine/threonine protein phosphatase	Translation
		TC139299	3.5	12.979	tRF 20 UGGUAUACUCGAUGUGGGGG 1<br>Target 217 ACCAUGGGGACUGCACCCCC 236	DNA binding with one finger 5 protein	Translation
<i>Solanum tuberosum</i>	<i>Solanum tuberosum</i> (potato), unigene, DFCI Gene Index (STGI), version 13	TC194599	3.0	10.586	tRF 20 UGGUAUACUCGAUGUGGGGG 1<br>Target 2268 ACUUGAUGAGCUACGCCCCC2287	Potato late blight resistance protein R3a	Cleavage
		TC224342	3.5	14.429	tRF 20 UGGUAUACUCGAUGUGGGGG 1<br>Target 354 AUUAUAUGAGCUCUACCUUC 373	NBS-LRR resistance protein-like protein)	Cleavage
		TC206564	3.5	15.498	tRF 20 UGGUAUACUCGAUGUGGGGG 1<br>Target 6 AUUAUAUGAGCUCUACCUUC 25	NBS-LRR resistance protein-like protein	Cleavage
		TC219922	3.5	20.779	tRF 20 UGGUAUACUCGAUGUGGGGG 1<br>Target 467 AUUAUAUGAGCUCUACCUUC 486	NBS-LRR resistance protein-like protein	Cleavage
		TC199214	3.5	12.396	tRF 20 UGGUAUACUCGAUGUGGGGG 1<br>Target 1003 ACUAAUUGAAUUACAUCCCC1022	Chloroplast RNA binding protein precursor	Translation

# Supplementary material for: Transfer RNA Derived Small RNAs Targeting Defense Responsive Genes Are Induced during Phytophthora capsici Infection in Black Pepper (Piper nigrum L.)
**Source:** Front Plant Sci. 2016 Jun 1;7:767. doi: 10.3389/fpls.2016.00767
**Supplement:** Supplementary file 2

**Transfer RNA derived small RNAs targeting defence responsive genes are induced during
Phytophthora capsici infection in black pepper (*Piper nigrum* L.)**

Supplementary Data1

TRNA mapped small RNAs from control leaf library (Pn CL) of black pepper (Upto 10 read counts)

Seq. ID	Length	Read Count	Sequence
t0000011	20	40605	GGGGATGTAGCTCAGATGGT
t0000013	21	36540	GGGGATGTAGCTCAGATGGTA
t0000025	22	18412	GGGGATGTAGCTCAGATGGTAG
t0000033	23	14695	GGGGATGTAGCTCAGATGGTAGA
t0000038	19	12570	GGGGATGTAGCTCAGATGG
t0000042	22	10555	GGTGTCGTGGTGTAGTTGGTTA
t0000047	21	9758	GGTGTCGTGGTGTAGTTGGTT
t0000065	22	6846	GGGGATGTAGCTCAAACGGTAG
t0000083	24	5472	GGGGATGTAGCTCAGATGGTAGAG
t0000092	23	4787	GGTGTCGTGGTGTAGTTGGTTAT
t0000102	23	4137	GGGGATGTAGCTCAAACGGTAGA
t0000108	21	3947	GGGGGTGTAGCTCATATGGTA
t0000182	23	2791	GGGGGTGTAGCTCATATGGTAGA
t0000191	21	2724	GGTGGCTGTAGTTTAGTGGTA
t0000195	22	2654	GGGGGTGTAGCTCATATGGTAG
t0000221	20	2427	GGTGTCGTGGTGTAGTTGGT
t0000228	21	2384	GGGGATGTAGCTCAAATGGTA
t0000246	25	2238	GGTGTCGTGGTGTAGTTGGTTATCA
t0000270	21	2122	GGTGGCTGTAGTTTAGTGGTT
t0000283	22	2077	GGTGTCGTCTGTAGTTGGTTA
t0000294	22	2026	GGGGTTGTAGCTCAAATGGTAG
t0000300	22	2008	GGGGATGTAGCTCAAATGGTAG
t0000313	24	1936	GGTGTCGTGGTGTAGTTGGTTATC
t0000316	22	1929	GGTGGCTGTAGTTTAGTGGTTA
t0000345	22	1831	GTCTGGGTGGTGTAGTTGGTTA
t0000354	21	1801	GTCTGGGTGGTGTAGTTGGTT
t0000370	23	1762	GGGGATGTAGCTCAAATGGTAGA
t0000454	23	1518	GGGGTTGTAGCTCAAATGGTAGA
t0000590	24	1257	GGGGGTGTAGCTCATATGGTAGAG
t0000592	21	1252	GGGATTGTAGTTCAATCGGTC
t0000637	20	1201	GGGGGTGTAGCTCATATGGT
t0000775	24	1055	GGGGATGTAGCTCAAACGGTAGAG
t0000809	19	1015	GCGTTTGTAGTCCAACGGT
t0000850	20	979	GCGTTTGTAGTCCAACGGTT
t0000853	20	977	GTCTGGGTGGTGTAGTTGGT
t0000929	22	926	GGTGTCGTTGTGTAGTTGGTTA
t0000979	20	885	GGTGGCTGTAGTTTAGTGGT
t0001102	23	816	AGCGGGGTAGAGGAATTGGTCAA
t0001165	20	780	GGGGATGTAGCTCAAATGGT
t0001181	23	766	GGTGTCGTCTGTAGTTGGTTAT
t0001195	24	757	GGGGATGTAGCTCAAATGGTAGAG
t0001250	25	733	GGTGTCGTCTGTAGTTGGTTATCA
t0001278	24	718	GGGGTTGTAGCTCAAATGGTAGAG
t0001340	19	690	GGTGGCTGTAGTTTAGTGG
t0001361	21	678	GCGTTTGTAGTCCAACGGTTA
t0001379	24	674	GGTGTCGTCTGTAGTTGGTTATC
t0001508	19	629	GGTGTCGTGGTGTAGTTGG
t0001544	22	618	GGGATTGTAGTTCAATCGGTCA
t0001829	21	543	GTCTGGGTGGTGTAGTTGGTC
t0001880	23	534	GTCTGGGTGGTGTAGTTGGTTAT
t0002039	25	501	GGTGGCTGTAGTTTAGTGGTAAGAA
t0002188	22	475	GTCTGGGTGGTGTAGTTGGTCA
t0002279	21	460	AGCGGGGTAGAGGAATTGGTC
t0002509	20	427	AGCGGGGTAGAGGAATTGGT
t0002553	20	422	GCGTTTGTAGTCCAACGGTA
t0002629	22	412	TCCATTGTCGTCTAGTCCGGTT
t0002737	22	400	AGCGGGGTAGAGGAATTGGTCA
t0002910	23	379	GGTGGCTGTAGTTTAGTGGTTAG

t0003086	23	361 GGTGTCGTTGTGTAGTTGGTTAT
t0003166	22	352 GTCTGGGTGGTGTAGTCGGTTA
t0004033	18	291 GCGGGGATAGCTCAGTTG
t0004073	19	289 GCGGGGATAGCTCAGTTGG
t0004076	21	288 TCCATTGTCGTCTAGTCCGGT
t0004221	19	280 GGGATTGTAGTTCAATCGG
t0004278	25	277 AGCGGGGTAGAGGAATTGGTCAACT
t0004366	20	272 GGGATTGTAGTTCAATCGGT
t0005019	22	244 GTGGTCGTGCCGGAGTGTTAT
t0005035	25	243 GGTGTCGTTGTGTAGTTGGTTATCA
t0005317	20	232 GCGGGGATAGCTCAGTTGGG
t0005385	21	230 GGGGATGTAGCTCAGATGGGA
t0005640	20	221 AGGGATATAACTCAGCGGTA
t0005994	21	209 GCGTTTGTAGTCCAACGGTAA
t0006091	24	207 GGTGTCGTTGTGTAGTTGGTTATC
t0006132	24	206 GGTGGCTGTAGTTTAGTGGTTAGA
t0006304	22	200 GTCTGGGTTGTGTAGTTGGTTA
t0006505	23	195 TCCATTGTCGTCTAGTCCGGTTA
t0006618	25	193 GTCTGGGTGGTGTAGTTGGTTATCA
t0006643	20	192 GTCGATATGTCCGAGTGTT
t0006918	19	184 GTCTGGGTGGTGTAGTTGG
t0006987	24	182 GTCTGGGTGGTGTAGTTGGTTATC
t0007389	25	174 GGGGATGTAGCTCAGATGGTAGAGC
t0007710	21	168 GGGGATGTAGCTCAGATGGTT
t0008075	21	161 GCGGATATGGTCGAATGGTAA
t0008436	22	154 TCCGTTGTAGTCTAGTTGGTTA
t0009259	22	142 GTGGACGTGCCGGAGTGTTAT
t0009469	20	139 GCTGGAATAGCTCAGTTGGT
t0010034	20	132 GTCGTTGTAGTATAGTGGTA
t0010462	22	127 GGAGAGATGGCTGAGTGGACTA
t0010628	20	126 GGGGATGTAGCTCAGATGGG
t0010652	22	125 GGTGTCGTAGTGTAGTTGGTTA
t0011404	19	118 GGGGGTGTAGCTCATATGG
t0012069	21	111 GGAGAGATGGCTGAGTGGACT
t0012135	18	111 GTTGAGATGGCCGAGTTG
t0012136	24	111 GGGGATGTAGCTCAGATGGTAGAA
t0012894	24	105 GGGGATGTAGCTCAAACGGTAGAA
t0012987	18	104 GCGTTTGTAGTCCAACGG
t0013082	20	103 GCACCAAGTGGTCTAGTGGTA
t0013087	26	103 GGTGGCTGTAGTTTAGTGGTTAGAAT
t0013200	24	102 AGCGGGGTAGAGGAATTGGTCAAC
t0013388	20	101 GCGTTTGTAGTCCAACGGTC
t0013497	23	101 GGAGAGATGGCTGAGTGGACTAA
t0013637	29	100 GGGGCTGTAGCTCAGCTGGGAGAGCACCT
t0013653	20	99 AGTCCCGTAGCTCAGTTGGT
t0013821	20	98 GCGGATATGGTCGAATGGTA
t0014213	20	96 GGGATTGTAGTTCAATCGGA
t0014474	20	94 TCCATTGTCGTCTAGTCCGG
t0014492	23	94 GTCTGGGTGGTGTAGTCGGTTAT
t0014704	20	93 TGGGATGTAGCTCAGATGGT
t0014845	19	92 GTCAGGATGGCCGAGTGGT
t0014863	19	92 GCGCCTGTAGCTCAGTGGA
t0014908	27	92 GGGATTGTAGTTCAATCGGTCAGAGCA
t0014932	20	91 GTTGAGATGGCCGAGTTGGT
t0015159	24	90 GGGGATGTAGCTCAGATGGTAGAT
t0015194	19	90 AGCGGGGTAGAGGAATTGG
t0015221	21	90 CGCGGGGTGGAGCAGTTCGGT
t0015392	21	89 GCGGGGATAGCTCAGTTGGGA
t0015472	27	89 ACGGACTGTAAATTCGTTGACGATATG
t0015589	23	88 GGGGATGTAGCTCAGATGGGAGA
t0015680	21	87 GTCGATATGTCCGAGTGTTA
t0016300	20	84 GGGATGTAGCTCAGATGGTA
t0016509	20	83 AGGGATGTAGCGCAGCTTGG

t0016735	21	82 GTCGTTGTAGTATAGTGGTAA
t0016891	22	81 AGGGATGTAGCGCAGCTTGGTA
t0017074	26	81 GGTGTCGTGGTGTAGTTGGTTATCAC
t0017660	22	78 GCGGATATGGTCAATGGTAAA
t0017737	24	78 AAGGTTGTGGGTTCAAATCATGCC
t0017854	22	77 GGGGATGTAGCTCAGATGGTAA
t0017951	21	77 TGGGATGTAGCTCAGATGGTA
t0018152	25	76 GTCTGGGTGGTGTAGTTGGTCATCA
t0018200	23	76 AGGGATGTAGCGCAGCTTGGTAG
t0018635	22	74 GGGGATGTAGCTCAGATGGTAT
t0018822	20	73 GCGGGTGTAGTTTGTAGTGGTA
t0018979	25	73 GGGGATGTAGCTCAAACGGTAGAGC
t0019970	25	69 GGGGATGTAGCTCAGATGGTAAAAA
t0020592	22	67 GGGGATGTAGCTCAGATGGGAG
t0020641	21	67 GCGTTTGTAGTCCAACGGTCA
t0020763	22	66 GTTGTCGTGGTGTAGTTGGTTA
t0020889	25	66 GGTGGCTGTAGTTTAGTGGTTAGAA
t0021043	22	65 GTCTGGGTTCGTGTAGTTGGTTA
t0021100	24	65 AGGGATGTAGCGCAGCTTGGTAGC
t0021246	24	65 GGGGATGTAGCTCAGATGGTAAAA
t0021700	24	63 TCCATTGTCGTCTAGTCCGGTTAG
t0021799	19	63 GGGATGTAGCTCAGATGGT
t0021821	20	63 GTTGGTTAGGATACTCGGCT
t0021980	24	63 GGGGGTGTAGCTCATATGGTAGAA
t0022107	22	62 GGTGTCGTGGTGTAGTTGGTTT
t0022427	23	61 GGTGGCTGTAGTTTAGTGGTTAA
t0022432	21	61 GTGGATGTAGCTCAGATGGTA
t0022790	24	60 GTCGTTGTAGTATAGTGGTAAGTA
t0023067	19	60 GGGGATGTAGCTCAAATGG
t0023542	20	58 GGGGATGTAGCTCAGATGGA
t0023839	23	58 GTCTGGGTTGTGTAGTTGGTTAT
t0024498	22	56 GCGGGGATAGCTCAGTTGGGAG
t0024799	20	56 GTGGATGTAGCTCAGATGGT
t0025224	21	55 GGGGATGTAGCTCAGATGGAA
t0025416	24	54 GGGCCTGTAGCTCAGAGGATTAGA
t0025521	23	54 GGGGATGTAGCTCAGATGGTAGT
t0025559	19	54 GCACCAGTGGTCTAGTGGT
t0025871	22	53 TGTGTCGTGGTGTAGTTGGTTA
t0026137	23	53 GGTGTCGTAGTGTAGTTGGTTAT
t0026355	23	52 GTGGTCGTGCCGAGTGGTTATC
t0027396	23	50 GCGGGGATAGCTCAGTTGGGAGA
t0027700	26	50 TGGTAGAGCATTGACTGCAGATCAA
t0028137	19	49 TCCATTGTCGTCTAGTCCG
t0028403	20	48 GTCAAGATGGCCGAGTTGGT
t0028548	21	48 GGCGGATGTGGCCAAGTGGAA
t0028804	23	48 GTCGTTGTAGTATAGTGGTAAGT
t0028843	21	48 GCGGAAGTAGTTCAGTGGTAG
t0029326	18	47 GGGGATGTAGCTCAGATG
t0029585	24	46 GGGGATGTAGCTCAAACGGTAGAT
t0029802	20	46 TGGTAGAGCATTGACTGCA
t0029907	22	46 GGGGATGTAGCTCAGATGGTTT
t0030649	22	45 GTCGTTGTAGTATAGTGGTAAG
t0030791	25	45 GGGGATATGGCGAAATTGGTAGACG
t0031249	20	44 GGGGATGTAGCTCAGCTGGT
t0031611	22	43 TCCGTTGTAGTCTAGGTGGTTA
t0031631	27	43 GGGCCTGTAGCTCAGAGGATTAGAGCA
t0031796	25	43 GGGCCTGTAGCTCAGAGGATTAGAG
t0031837	23	43 GGGGATGTAGCTCAGATGGTATA
t0031854	19	43 TTGGTTAGGATACTCGGCT
t0032259	24	42 GGTGTCGTAGTGTAGTTGGTTATC
t0032401	24	42 GGAGAGATGGCTGAGTGGACTAAA
t0032507	21	42 GTTGTCGTGGTGTAGTTGGTT
t0032526	22	42 GTCTGGGTAGTGTAGTTGGTTA

t0032876	21	42 AGGGATATAACTCAGCGGTAG
t0033140	22	41 CCGACCTTAGCTCAGTTGGCAG
t0033147	21	41 GACCGCATAGCGCAGTGGATT
t0033375	21	41 GTGGTAGAGCATTTGACTGCA
t0034132	20	40 GTCGTTGTAGTATAGTGGTG
t0034321	21	40 CTAGCGGTTAGGACATTGGAC
t0034354	22	40 AGTGGTAGAGCATTTGACTGCA
t0034415	20	40 CGCGGGGTAGAGCAGTTTGG
t0034671	19	39 GTCGTTGTAGTATAGTGGT
t0034690	22	39 CGCGGGGTGGAGCAGTTCGGTA
t0034711	21	39 GGGGATATGGCGAAATTGGTA
t0035176	23	39 CCGACCTTAGCTCAGTTGGCAGA
t0035194	23	39 CGCGGGGTAGAGCAGTTTGGTAG
t0035346	21	39 TGTGTCGTGGTGTAGTTGGTT
t0035385	22	39 TGGGATGTAGCTCAGATGGTAG
t0035452	20	39 GGGGATGTAGCTCAGGTGGT
t0035490	23	39 GGGCCTGTAGCTCAGAGGATTAG
t0036189	21	38 GGGATGTAGCTCAGATGGTAG
t0036549	24	37 GTGGACGTGCCGGAGTGGTTATCG
t0036871	23	37 GCGGATATGGTCAATGGTAAAA
t0036935	20	37 GCGGAAGTAGTTCAGTGGTA
t0037115	21	37 GTCGTTGTAGTATAGTGGTGA
t0037198	25	37 GGGGATGTAGCTCAGATGGTAGATT
t0037365	25	37 GGTGTCGTAGTGTAGTTGGTTATCA
t0037765	21	36 GGGGATGTAGCTCATATGGTA
t0037883	25	36 GTCTGGGTGGTGTAGTCGGTTATCA
t0038109	18	36 GGTGTCGTGGTGTAGTTG
t0038267	23	36 GCACCAGTGGTCTAGTGGTAGAA
t0038484	21	35 GTGTCGTGGTGTAGTTGGTTA
t0038770	24	35 GGGATTGTAGTTCAATCGGTCAGA
t0039394	23	35 GGGGATGTAGCTCAGATGGTAAA
t0040202	20	34 GTGTCGTGGTGTAGTTGGTT
t0040244	24	34 TGGTAGAGCATTTGACTGCAGATC
t0040581	22	34 GGTGTCGTGGGGTAGTTGGTTA
t0041042	22	33 GTCGATATGTCCGAGTGGTTAA
t0041553	22	33 GGGGATATGGCGAAATTGGTAG
t0041586	23	33 GGGGATGTAGCTCAAACGGTAGT
t0042005	21	32 GGTGATGTAGCTCAGATGGTA
t0042117	21	32 CCGACCTTAGCTCAGTTGGCA
t0042133	23	32 GTCGTTGTAGTATAGTGGTGAGT
t0042261	20	32 GACCGCATAGCGCAGTGGAT
t0042283	24	32 CGCGGGGTAGAGCAGTTTGGTAGC
t0042548	21	32 GGGGATGTAGCTCAGATGGCA
t0043314	25	31 GTCGTTGTAGTATAGTGGTAAGTAT
t0043465	21	31 CCGACCTTAGCTCAGTTGGTA
t0044564	25	31 TGGTAGAGCATTTGACTGCAGATCA
t0044922	24	30 GGGGATGTAGCTCAAATGGTAGAA
t0045790	28	30 GGGATTGTAGTTCAATCGGTCAGAGCAC
t0045832	22	30 GCACCAGTGGTCTAGTGGTAGA
t0046434	20	29 GGTTCTATGGTGTAGTGGTT
t0046526	20	29 TGGGGCGTGGCCAAGCGGTA
t0046793	22	29 GTGGATGTAGCTCAGATGGTAG
t0046987	22	29 GTCGTTGTAGTATAGTGGTGAG
t0047162	27	29 GGTAGAGCTGAGGACTGTAGATCCTTA
t0047163	22	29 CGCGGGGTAGAGCAGTTTGGTA
t0048237	20	28 GCGCCTGTAGCTCAGTGGAT
t0048869	21	28 GGGGATGTAGCTCAGGTGGTA
t0049280	21	28 GGCGGATGTAGCCAAGTGGAT
t0049358	24	28 GTCTGGGTGGTGTAGTCGGTTATC
t0049473	19	27 TGGGATGTAGCTCAGATGG
t0049595	24	27 TCAGTGGTAGAGCATTTGACTGCA
t0049600	23	27 GTGGACGTGCCGGAGTGGTTATC
t0049656	19	27 TGGTTAGGATACTCGGCTC

t0049729	20	27 GGTGATGTAGCTCAGATGGT
t0049759	21	27 GCGGGTGTAGTTTAGTGGTAA
t0050303	25	27 GGGATTGTAGTTCAATCGGTCAGAG
t0050380	24	27 TCAGCCGGTAGAGCGCATGGCTTT
t0050956	20	27 CGCGGGGTGGAGCAGTTCGG
t0051010	22	27 GGGGATGTAGCTCATATGGTAG
t0051096	22	27 ATTTGAAATCTGTTGGGCTTCG
t0052330	23	26 GTGGATGTAGCTCAGATGGTAGA
t0052476	23	26 TGGGATGTAGCTCAGATGGTAGA
t0052494	20	26 GGGGATGTAGCTCATATGGT
t0052616	25	26 CGCGGGGTAGAGCAGTTTGGTAGCT
t0052745	22	26 CCGACCTTAGCTCAGTTGGTAG
t0052812	23	26 CAGTGGTAGAGCATTTGACTGCA
t0052948	20	26 GTGGCTGTAGTTTAGTGTT
t0053188	25	25 TCCATTGTCGTCTAGTCCGGTTAGG
t0053568	21	25 GGGATTGTAGTTCAATCGGAA
t0053694	24	25 TCCGTTGTAGTCTAGTTGGTTAGG
t0053708	23	25 CTAGTTGGTTAGGATACTCGGCT
t0053827	21	25 GTGGCTGTAGTTTAGTGTTA
t0053887	21	25 GGGGATGTAGCTCAGATGGTC
t0053889	20	25 GGGGATGTAGTTCAGATGGT
t0053968	22	25 GGGATGTAGCTCAGATGGTAGA
t0054233	24	25 GGGGATGTAGCTCAGATGGTAGTT
t0054345	19	25 CTAGCGGTTAGGACATTGG
t0054608	26	25 GCGTTTGTAGTCCAACGGTTAGGATA
t0054817	20	25 GGGGCTGTAGCTCAGATGGG
t0055012	19	25 GCGGATATGGTCGAATGGA
t0055569	26	24 GGGGATGTAGCTCAGATGGTAGATTT
t0055868	19	24 GCGGGTGTAGTTTAGTGTT
t0055945	25	24 GTCTGGGTTGTGTAGTTGGTTATCA
t0056917	23	24 TGTGTCGTGGTGTAGTTGGTTAT
t0056940	25	24 GGGGGTGTAGCTCATATGGTAGAGC
t0057052	25	24 GTCGTTGTAGTATAGTGGTGAGTAT
t0057076	19	24 GCGGAAGTAGTTCAGTGGT
t0057172	23	24 AGATTTGAAATCTGTTGGGCTTC
t0057596	22	23 GCGTTTGTAGTCCAACGGTTAG
t0057696	23	23 GTTGTCGTGGTGTAGTTGGTTAT
t0057754	19	23 TGGGGCGTGGCCAAGCGGT
t0057819	23	23 TCCGTTGTAGTCTAGTTGGTTAG
t0058170	29	23 GGGATTGTAGTTCAATCGGTCAGAGCACC
t0058249	19	23 AGGGATATAACTCAGCGGT
t0058326	18	23 GCGGATATGGTCGAATGG
t0058405	21	23 GGGGATGTAGCTCAGCTGGTA
t0058457	18	23 GTCGTTGTAGTATAGTGG
t0059083	23	23 AGTGGTAGAGCATTTGACTGCAG
t0059748	29	23 GGGGCTGTAGCTCAGATGGGAGAGCGCCG
t0060080	19	22 GACAGTTTGGCCGAGTGGT
t0060492	24	22 GGGGATGTAGCTCAAACGGTAGTT
t0061131	20	22 GGGGATATGGCGAAATTGGT
t0061394	22	22 GTGTCGTGGTGTAGTTGGTTAT
t0061636	24	22 GTCGTTGTAGTATAGTGGTGAGTA
t0061845	26	22 GTGGTAGAGCATTTGACTGCAGATCA
t0062123	20	22 GGTCCCGTAGCTCAGTTGGT
t0062321	21	22 AGTCCCGTAGCTCAGTTGGTT
t0062339	21	22 GGGGATGTAGCTCAGAGGTAG
t0062898	19	21 GTGGCTGTAGTTTAGTGTT
t0062965	20	21 GGGGGTGTAGCTCAGATGGT
t0063040	21	21 GGGGGTGTAGCTCATATGGGA
t0063141	23	21 GGGGATGTAGCTCAGATGGCAGA
t0063503	22	21 GGGGATGTAGCTCAGAGGTAGA
t0064094	27	21 GTGGTAGAGCATTTGACTGCAGATCAA
t0064399	24	21 GCGGATATGGTCGAATGGTAAAT
t0065238	24	21 GCGGGGATAGCTCAGTTGGGAGAG

t0065294	26	21 GGGCCTGTAGCTCAGAGGATTAGAGC
t0065301	21	21 AGGGATGTAGCGCAGCTTGGT
t0065351	18	21 GGTGGTGTAGTTGGTTAT
t0065511	26	21 GGTGTCGTCGTGTAGTTGGTTATCAC
t0065714	23	20 GGGGATGTAGCTCAGATGGAAGA
t0065722	22	20 GGGGGGGTAGCTCATATGGTAG
t0066298	20	20 GGCGGATGTGGCCAAGTGGA
t0066837	18	20 GGGATGTAGCTCAGATGG
t0066877	24	20 GCGTTTGTAGTCCAACGGTTAGGA
t0066899	21	20 GCCCGTCTAGCTCAGTTGGTA
t0068041	26	20 GGTTCTATGGTCTAGCGGTTAGGACA
t0068173	19	20 GGGGATGTAGCTCAGAGGT
t0068349	27	20 AGGACATTGGACTCTGAATCCAGTAAC
t0068592	22	20 GTCTGGGGGGGTGTAGTTGGTTA
t0068868	21	19 GGGGATGTAGCTCAAATGGGA
t0069202	25	19 ACGGACTGTAAATTCGTTGACGATA
t0069534	19	19 GGTTCTATGGTGTAGTGGT
t0069603	23	19 CCGACCTTAGCTCAGTTGGTAGA
t0070032	26	19 GGGATTGTAGTTCAATCGGTCAGAGC
t0070245	21	19 GGTGTCGTGGTGTAGTTGGGT
t0070462	23	19 GGGGGGGTAGCTCATATGGTAGA
t0070510	20	19 GGGGATGTAGCTCAGATGTT
t0070600	22	19 AGTTGGTTAGGATACTCGGCTC
t0070797	22	19 TAGTTGGTTAGGATACTCGGCT
t0071062	18	19 TGGTTAGGATACTCGGCT
t0071100	23	19 GGGGATGTAGCTCAGATGGTAGC
t0071226	23	19 GGGGATATGGCGAAATTGGTAGA
t0071332	23	19 AGCGGGGGAGAGGAATTGGTCAA
t0071347	24	19 AGATTTGAAATCTGTTGGGCTTCG
t0071500	28	19 TGGTAGAGCTGAGGACTGTAGATCCTTA
t0071688	19	19 CCGACCTTAGCTCAGTTGG
t0072082	20	19 GCGGATGTAGCTCAGATGGT
t0072249	24	19 GTCTGGGTTGTGTAGTTGGTTATC
t0073450	21	18 GGGGATATAGCTCAGTTGGTA
t0073784	22	18 TGGTAGAGCATTTGACTGCAGA
t0074090	26	18 AGCGGGGTAGAGGAATTGGTCAACTC
t0074114	21	18 AGCGGGGTAGAGGAATTGGTT
t0074286	21	18 TGGGGTGTAGCTCATATGGTA
t0074604	25	18 GGGGATGTAGCTCAGATGGTAGAAA
t0074686	22	18 GGGGATGGAGCTCAGATGGTAG
t0074867	24	18 GGGGTTGTAGCTCAAATGGTAGAA
t0074936	20	18 GTGGCTGTAGTTTAGTGGTA
t0075223	28	18 GGGCCTGTAGCTCAGAGGATTAGAGCAC
t0075328	20	18 AGCAGAAGGCCGTAGGTTTCG
t0075677	22	18 GGTGATGTAGCTCAGATGGTAG
t0075996	24	18 TCTAGTTGGTTAGGATACTCGGCT
t0076235	27	18 AGCGGGGTAGAGGAATTGGTCAACTCA
t0076612	20	18 GGGGACTTAGCTTAGTTGGT
t0076818	18	17 CGAAAGGGCGTGGGTTCA
t0076941	19	17 GGGGATGTAGCTCATGGTA
t0077667	20	17 GGAGAGATGGCTGAGTGGAC
t0077696	24	17 AGGAAGCAGTGCTAGAGCATCTCG
t0077865	24	17 GCACCAGTGGTCTAGTGGTAGAAT
t0078138	23	17 GGCGGATGTGGCCAAGTGGATCA
t0078273	20	17 GGCGGATGTAGCCAAGTGGA
t0078288	21	17 GTGGCTGTAGTTTAGTGGTAA
t0078437	19	17 GTTGAGATGGCCGAGTTGG
t0078685	26	17 ACGGACTGTAAATTCGTTGACGATAT
t0078729	25	17 GAGCGGAGGACTGTAGATCCTTAGG
t0079454	23	17 ATATTTGAACCCACAACCTTGAG
t0080041	24	17 AGATTGAGGTTCTGGTCCGAAAGG
t0080233	30	17 GGGCCTGTAGCTCAGAGGATTAGAGCACGT
t0081593	18	16 GTCTGGTGTAGTTGGTTA

t0081672	23	16 GGGATTGTAGTTCAATCGGTCAG
t0081849	25	16 TCCGTTGTAGTCTAGTTGGTTAGGA
t0082331	22	16 TAAGCAGAAGGCCGTAGGTTTCG
t0082369	20	16 GGGGCTGTAGCTCAGATGGT
t0082396	25	16 GGCGGATGTAGCCAAGTGGATCAAG
t0082607	21	16 GGGATTGTAGTTCAATCGGTA
t0082621	26	16 TGGTAGAATAGTACCCTGCCACGGTA
t0083057	23	16 ATTTGAAATCTGTTGGGCTTCGC
t0083350	20	16 TCAGCCGGTAGAGCGCATGG
t0083606	25	16 AGTGGTAGAGCATTGACTGCAGAT
t0083618	20	16 GGTGGCTGTAGTTTAGTGGA
t0084053	21	16 GGTTAGGATACTCGGCTCTCA
t0084159	22	16 GCGGAAGTAGTTCAGTGGTAGA
t0084191	20	16 GGGGATGTATCTCAGATGGT
t0085217	19	16 CGAAAGGGCGTGGGTTCAT
t0085527	22	16 GGGGATGTAGCTCAAATGGGAG
t0086002	22	16 GGGGATGTAGCTCAGATGGTCG
t0086815	23	15 GCGTTTGTAGTCCAACGGTTAGG
t0086878	22	15 GTGGTAGAGCATTGACTGCAG
t0086900	20	15 GGGGATGAAGCTCAGATGGT
t0086911	25	15 GGGGTTGTAGCTCAAATGGTAGAGC
t0087042	24	15 CTGGACTTGAACCAGAGACCTCGC
t0087197	22	15 GGGGATGTAGCTCAAATGGTAA
t0087263	20	15 GCGGATATGGTCGAATGGAA
t0087302	24	15 GTGGTAGAGCATTGACTGCAGAT
t0087429	18	15 GGATGTAGCTCAGATGGT
t0087526	23	15 GGGGATGGAGCTCAGATGGTAGA
t0087585	23	15 GTCGATATGTCCGAGTGGTTAAG
t0088248	25	15 GTTGTCGTGGTGTAGTTGGTTATCA
t0088344	24	15 GGCGGATGTAGCCAAGTGGATCAA
t0088383	20	15 GGACTAGACGACAATGGAAA
t0089166	22	15 GTCAGGATGGCCGAGTGGTCTA
t0089202	20	15 GTTAGGATACTCGGCTCTCA
t0090224	23	15 GATTTGAAATCTGTTGGGCTTCG
t0091157	24	15 GGTAGAGCATTGACTGCAGATCA
t0091414	22	15 GGGGACTTAGCTTAGTTGGTAG
t0093116	23	14 GGTGTCGTGGGGTAGTTGGTTAT
t0093152	21	14 GGGGGTGTAGCTCAAATGGTA
t0093364	21	14 GGTTCTATGGTGTAGTGGTTA
t0093427	20	14 TCAAGGCAGTGGATTGTGAA
t0093624	21	14 AGGGATGTAGCTCAGATGGTA
t0093730	24	14 AACCGGACTAGACGACAATGGAAA
t0093775	25	14 GCGGATATGGTCGAATGGTAAATTT
t0093982	21	14 TGGTAGAGCATTGACTGCAG
t0094521	25	14 GGGGATGTAGCTCAGATGGTAGATC
t0095038	22	14 ACATTGGACTCTGAATCCAGTA
t0095588	30	14 GGGGCTGTAGCTCAGCTGGGAGAGCACCTG
t0096015	21	14 GCGGATGTAGCTCAGATGGTA
t0096098	24	14 TGTGTCGTGGTGTAGTTGGTTATC
t0096185	20	14 GGGGATGTAGCTCAGATGGC
t0096539	18	14 AGGGATGTAGCGCAGCTT
t0096843	23	14 GGGGATGTAGCTCATATGGTAGA
t0097018	23	14 TGGTAGAGCTGAGGACTGTAGAT
t0097867	20	14 AGGATACTCGGCTCTCACCC
t0098637	22	14 GGGGATGTAGCTCAGATGGCAG
t0098784	24	14 GTGGATGTAGCTCAGATGGTAGAG
t0098883	27	14 AGTGGTAGAGCATTGACTGCAGATCA
t0099218	20	13 CGGGATGTAGCTCAGATGGT
t0099378	20	13 GCACCAGTTGTCTAGTGGTA
t0099495	18	13 AGGGATATAACTCAGCGG
t0099863	23	13 GGTGGCTGTAATTTAGTGGTTAG
t0100102	25	13 GGAGAGATGGCTGAGTGGACTAAAG
t0100141	22	13 GGGGATGTAGCTCAGATGGAAG

t0100967	23	13 TTGGTAGAGCTGAGGACTGTAGA
t0100973	19	13 GTCTGGTGTAGTTGGTTAT
t0102038	23	13 GGCGGATGTAGCCAAGTGGATCA
t0102761	22	13 GACCGCATAGCGCAGTGGATTA
t0103197	24	13 AGATGGCTGAGTGGACTAAAGCGG
t0103404	28	13 GGGGCTGTAGCTCAGCTGGGAGAGCACC
t0103489	21	13 GGGATTGTAGTTCAATCGGTT
t0103897	21	13 GTTGGTTAGGATACTCGGCTC
t0104470	23	13 GTCTGGGTCGTGTAGTTGGTTAT
t0104477	22	13 AGGGATATAACTCAGCGGTAGA
t0105179	20	13 GGCGATGTAGCTCAGATGGT
t0105445	21	13 GTTGGCTGTAGTTTAGTGGTT
t0105868	24	13 CAGTGGTAGAGCATTTGACTGCAG
t0106253	25	13 GGGGATGTAGCTCAAATGGTAGAGC
t0106303	21	13 GTTAGGATACTCGGCTCTCAC
t0107369	24	12 GTCGATATGTCCGAGTGGTTAAGG
t0108591	28	12 GGGTCTGTAGCTCAGTCGGTTAGAGCAC
t0108895	20	12 CGAAAGGGCGTGGGTTTCAGA
t0109228	19	12 GCGGATATGGTCAATGGT
t0109909	25	12 TGGTAGAGCATTGACTGCACATCA
t0110370	22	12 GGGGATGTAGCTCAGATGGTGA
t0111346	22	12 CAGTTGGTAGAGCTGAGGACTG
t0112101	22	12 GATTTGAAATCTGTTGGGCTTC
t0112668	24	12 GGGGATATGGCGAAATTGGTAGAC
t0112708	22	12 GGGTATGTAGCTCAGATGGTAG
t0113319	26	12 TCAGTGGTAGAGCATTGACTGCAGA
t0113333	24	12 TGGGATGTAGCTCAGATGGTAGAG
t0113734	21	12 GCGGGTGTAGCTCAGTCGGTT
t0114662	24	12 GTGGTCGTGCCGAGTGGTTATCG
t0114754	18	12 GTGGCTGTAGTTTAGTGG
t0115003	21	12 GCGGATGTGGCCAAGTGGATC
t0115372	23	12 TGGTAGAGCATTGACTGCAGAT
t0115458	23	12 AGGGATATAACTCAGCGGTAGAG
t0115547	19	12 GTGATGTAGCTCAGATGGT
t0116201	29	12 GGGGCTGTAGCTCAGATGGGAGAGCGCTG
t0116653	24	11 AGTGGTAGAGCATTGACTGCAGA
t0117222	28	11 TAGGACATTGGACTCTGAATCCAGTAAC
t0117666	20	11 GTCAGGATGGCCGAGTGGTC
t0117711	19	11 GGGGATGTAGCTCAGCTGG
t0118024	26	11 GGAGAGATGGCTGAGTGGACTAAAGC
t0118293	22	11 AGCGGGGGAGAGGAATTGGTCA
t0118521	20	11 CCGACCTTAGCTCAGTTGGT
t0118770	21	11 GCGCTCTTAGTTCAGTTCGGA
t0119422	20	11 CAGAGGATTAGAGCACGTGG
t0119785	22	11 GGGGGTGTAGCTCAAATGGTAG
t0120164	22	11 GGGGATGTAGATCAGATGGTAG
t0120441	22	11 GGCGGATGTAGCCAAGTGGATC
t0120922	24	11 GGGGATGTAGCTCAGATGGGAGAG
t0121187	19	11 GGATGTAGCTCAGATGGTA
t0121533	25	11 GGGGGTGTAGCTCATATGGTAGAAA
t0121606	23	11 GGGGATGTAGCTCAGATGGTAGG
t0122254	20	11 GGGGATATAGCTCAGTTGGT
t0122302	20	11 GCGGGTGTAGCTCAGTCGGT
t0123040	26	11 GGCGGATGTAGCCAAGTGGATCAAGG
t0123870	21	11 TCGAATCCTGCTGTGACGCC
t0124228	23	11 TAGTTGGTTAGGATACTCGGCTC
t0124511	23	11 AGTTGGTTAGGATACTCGGCTCT
t0124636	23	11 ACTTCTAATCAGGCGATTGTGGG
t0124698	21	11 GGGGATGTAGCTCAGATGGTG
t0125247	22	11 GGGGTGTAGCTCATATGGTAGA
t0125308	21	11 GGGGACTTAGCTTAGTTGGTA
t0125437	22	11 TTTGAAATCTGTTGGGCTTCGC
t0125685	21	11 GCGCCTGTAGCTCAGTGGAGA

t0126299	28	11	ACGGACTGTAAATTCGTTGACGATATGT
t0126302	23	11	TCCGTTGTAGTCTAGGTGGTTAG
t0126462	20	11	CCGACCTTAGCTCAGTTGGC
t0126621	20	11	GTTGTCGTGGTGTAGTTGGT
t0126647	22	11	GGCGTCGTGGTGTAGTTGGTTA
t0127161	23	11	CGCGGGGTGGAGCAGTTCGGTAG
t0127305	21	11	TCGTGAGAGGGCGTGGGTTCA
t0127440	20	11	GTGATGTAGCTCAGATGGTA
t0127629	22	11	TTCGAATCCTGCTGTCGACGCC
t0128815	24	10	GGGGATGTAGCTCAAATGGTAAAA
t0128928	23	10	GTCTGGGTAGTGTAGTTGGTTAT
t0129070	20	10	GGGATTGTAGTTCAATCGGG
t0129405	21	10	GGGGGTGTAGCTCAGATGGTA
t0129483	26	10	GGGACTGTAGTTCAATTGGTTAGAGC
t0129491	21	10	TTGGTAGACGCTACGGACTTA
t0129642	22	10	CGTGTCGTGGTGTAGTTGGTTA
t0129766	21	10	TGGGATGTAGCTCAAATGGTA
t0129916	21	10	TCAGAGGATTAGAGCACGTGG
t0130321	24	10	GTGTCGTGGTGTAGTTGGTTATCA
t0130419	19	10	GGGGATGTAGCTCAGATGT
t0131373	19	10	GTCGATATGTCCGAGTGGT
t0131668	20	10	GGGGATGTAGCTCAGAGGGT
t0132493	19	10	ACACTGAAGGTCTCCGGTT
t0132740	20	10	GGGTCCATAGCTCAGTGGTA
t0133473	18	10	GGGGGTGTAGCTCATATG
t0133480	22	10	GGCGGATGTGGCCAAGTGGATC
t0133579	22	10	GGGGATGTAGCTCAGATGTTAG
t0133710	23	10	GGGGATGTAGCTCAGAGGTAGAG
t0135440	21	10	GGGGATGTAGTTCAGATGGTA
t0136003	26	10	TGGTAGAGCATTGACTGCACATCAA
t0136069	21	10	CGGGATGTAGCTCAGATGGTA
t0136202	23	10	TGGGGTGTAGCTCATATGGTAGA
t0136273	20	10	TGTGTCGTGGTGTAGTTGGT
t0136330	21	10	GGAGAGATGGCCGAGTGGTTG
t0136519	20	10	TCTAGCGGTTAGGACATTGG
t0136522	26	10	GGGGATGTAGCTCAGATGGTAGAGCT
t0136678	19	10	GGTGGTGTAGTTGGTTATC
t0137114	19	10	GGGGATGTAGTTCAGATGG
t0137221	22	10	GGTTCTATGGTCTAGCGGTTAG
t0137321	25	10	GGTAGAGCATTGACTGCAGATCAA
t0137356	23	10	CGGGATGTAGCTCAGATGGTAGA
t0137601	21	10	AGCTGGTTAGGATACTCGGCT
t0137813	23	10	GTGTCGTGGTGTAGTTGGTTATC
t0137963	21	10	GGGGATGAAGCTCAGATGGTA
t0138086	22	10	GGGGATGTAGCTCAGCTGGTAG
t0138382	22	10	TCAGTTGGTAGAGCTGAGGACT
t0138506	22	10	GCGGGTGTAGTTTGTAGTGGTAAA
t0138837	22	10	GGGGGTGTAGCTCATATGGTAA
t0139096	20	10	GCGGATGTGGCCAAGTGGAT
t0139599	23	10	GGGTATGTAGCTCAGATGGTAGA
t0140019	22	10	GCGCCTGTAGCTCAGTGGATAG
t0140295	24	10	GGGGATGTAGCTCATATGGTAGAG
t0140911	27	10	TGGTAGAGCATTGACTGCAGATCAAG
t0141304	23	10	GGGGATGTAGATCAGATGGTAGA

# Supplementary material for: Transfer RNA Derived Small RNAs Targeting Defense Responsive Genes Are Induced during Phytophthora capsici Infection in Black Pepper (Piper nigrum L.)
**Source:** Front Plant Sci. 2016 Jun 1;7:767. doi: 10.3389/fpls.2016.00767
**Supplement:** Supplementary file 3

Transfer RNA derived small RNAs targeting defence responsive genes are induced during *Phytophthora capsici* infection in black pepper (*Piper nigrum* L.)

Supplementary Data 2

TRNA mapped small RNAs from *Phytophthora capsici* infected leaf library (Pn IL) of black pepper

Seq. ID	Length	Read Count	Sequence
t0000004	20	83347	GGGGATGTAGCTCAGATGGT
t0000005	21	80049	GGGGATGTAGCTCAGATGGTA
t0000008	22	49518	GGGGATGTAGCTCAGATGGTAG
t0000010	23	38843	GGGGATGTAGCTCAGATGGTAGA
t0000013	24	32159	GGGGATGTAGCTCAGATGGTAGAG
t0000030	22	17851	GGGGATGTAGCTCAAACGGTAG
t0000031	19	16768	GGGGATGTAGCTCAGATGG
t0000037	22	13680	GGTGTCGTGGTGTAGTTGGTTA
t0000040	23	12841	GGGGATGTAGCTCAAACGGTAGA
t0000043	21	11613	GGTGTCGTGGTGTAGTTGGTT
t0000046	24	10512	GGGGATGTAGCTCAAACGGTAGAG
t0000055	23	8821	GGTGTCGTGGTGTAGTTGGTTAT
t0000062	24	7966	GGGGGTGTAGCTCATATGGTAGAG
t0000073	25	7226	GGTGTCGTGGTGTAGTTGGTTATCA
t0000082	23	6197	GGGGGTGTAGCTCATATGGTAGA
t0000087	24	5607	GGTGTCGTGGTGTAGTTGGTTATC
t0000090	22	5512	GGGGGTGTAGCTCATATGGTAG
t0000091	21	5465	GGGGATGTAGCTCAGATGGTC
t0000098	22	5116	GGGGTTGTAGCTCAAATGGTAG
t0000101	24	4969	GGGGTTGTAGCTCAAATGGTAGAG
t0000103	21	4946	GGGGGTGTAGCTCATATGGTA
t0000106	20	4921	GCGTTTGTAGTCCAACGGTT
t0000111	23	4703	GGGGTTGTAGCTCAAATGGTAGA
t0000113	24	4643	GGGGATGTAGCTCAAATGGTAGAG
t0000114	25	4610	GGGGATGTAGCTCAGATGGTAGAGC
t0000115	22	4406	GGGGATGTAGCTCAGATGGTCG
t0000117	23	4354	GGGGATGTAGCTCAAATGGTAGA
t0000140	22	3679	GGGGATGTAGCTCAAATGGTAG
t0000141	22	3635	GTCTGGGTGGTGTAGTTGGTTA
t0000145	21	3505	GGGGATGTAGCTCAAATGGTA
t0000161	20	3203	GGTGTCGTGGTGTAGTTGGT
t0000171	21	2913	GCGTTTGTAGTCCAACGGTTA
t0000185	21	2643	GTCTGGGTGGTGTAGTTGGTT
t0000188	21	2562	GGGATTGTAGTTCAATCGGTC
t0000190	25	2533	GGTGTCGTCTGTAGTTGGTTATCA
t0000192	22	2484	GGTGGCTGTAGTTTAGTGGTTA
t0000197	21	2416	GGTGGCTGTAGTTTAGTGGTA
t0000203	19	2340	GCGTTTGTAGTCCAACGGT
t0000204	20	2325	GGTGGCTGTAGTTTAGTGGT
t0000206	25	2286	GGGGATGTAGCTCAAACGGTAGAGC
t0000224	22	2108	GGTGTCGTCTGTAGTTGGTTA
t0000243	24	1931	GGTGGCTGTAGTTTAGTGGTTAGA
t0000245	21	1915	GGTGGCTGTAGTTTAGTGGTT
t0000248	20	1864	GCGTTTGTAGTCCAACGGTA
t0000251	24	1842	GGTGTCGTCTGTAGTTGGTTATC

t0000255	23	1783 GGTGGCTGTAGTTTAGTGGTTAG
t0000276	25	1670 GGGGGTGTAGCTCATATGGTAGAGC
t0000328	26	1500 GGTGGCTGTAGTTTAGTGGTTAGAAT
t0000345	21	1456 AGCGGGGTAGAGGAATTGGTC
t0000366	25	1406 GGTGGCTGTAGTTTAGTGGTTAGAA
t0000394	20	1326 GTCTGGGTGGTGTAGTTGGT
t0000404	20	1310 GGGGGTGTAGCTCATATGGT
t0000422	23	1266 GGTGTCGTCGTGTAGTTGGTTAT
t0000463	22	1175 GTCTGGGTGGTGTAGTCGGTTA
t0000478	22	1153 AGCGGGGTAGAGGAATTGGTCA
t0000481	23	1150 GTCTGGGTGGTGTAGTTGGTTAT
t0000486	22	1139 GGTGTCGTTGTGTAGTTGGTTA
t0000501	20	1119 GGGGATGTAGCTCAAATGGT
t0000527	21	1081 GGAGATGTAGCTCAGATGGTA
t0000528	23	1080 AGCGGGGTAGAGGAATTGGTCAA
t0000590	20	990 GGAGATGTAGCTCAGATGGT
t0000618	20	960 AGCGGGGTAGAGGAATTGGT
t0000692	22	883 TCCATTGTCGTCTAGTCCGGTT
t0000699	22	876 GGGATTGTAGTTCAATCGGTCA
t0000736	21	845 TCCATTGTCGTCTAGTCCGGT
t0000757	25	833 AGCGGGGTAGAGGAATTGGTCAACT
t0000767	20	826 GCGGGGATAGCTCAGTTGGG
t0000784	25	815 GGTGTCGTTGTGTAGTTGGTTATCA
t0000805	19	797 GGTGGCTGTAGTTTAGTGG
t0000852	19	768 GGTGTCGTGGTGTAGTTGG
t0000857	22	766 GTCTGGGTGGTGTAGTTGGTCA
t0000931	21	720 GCGTTTGTAGTCCAACGGTAA
t0000938	23	716 GGTGTCGTTGTGTAGTTGGTTAT
t0001021	22	676 GGAGATGTAGCTCAGATGGTAG
t0001143	21	620 GTCTGGGTGGTGTAGTTGGTC
t0001184	26	606 GGTGTCGTGGTGTAGTTGGTTATCAC
t0001187	22	605 GGAGAGATGGCTGAGTGGACTA
t0001216	24	593 GGTGTCGTTGTGTAGTTGGTTATC
t0001252	22	585 GTGGACGTGCCGGAGTGGTTAT
t0001261	19	582 GCGGGGATAGCTCAGTTGG
t0001296	25	570 GGGGATGTAGCTCAAATGGTAGAGC
t0001329	24	558 GTCTGGGTGGTGTAGTTGGTTATC
t0001374	21	541 GGAGAGATGGCTGAGTGGACT
t0001390	27	536 GGGCCTGTAGCTCAGAGGATTAGAGCA
t0001393	25	535 GGTGGCTGTAGTTTAGTGGTAAGAA
t0001440	25	523 GGGGTTGTAGCTCAAATGGTAGAGC
t0001459	24	518 AGCGGGGTAGAGGAATTGGTCAAC
t0001465	25	517 GTCTGGGTGGTGTAGTTGGTTATCA
t0001528	23	501 GGAGATGTAGCTCAGATGGTAGA
t0001564	22	491 GGGGGTGTAGCTCATATGGTCG
t0001578	23	487 TCCATTGTCGTCTAGTCCGGTTA
t0001636	22	473 GCGGGGATAGCTCAGTTGGGAG
t0001686	22	463 GTGGTCGTGCCGGAGTGGTTAT
t0001709	23	457 GCGGGGATAGCTCAGTTGGGAGA
t0001761	20	443 AGGGATATAACTCAGCGGTA

t0001776	23	441 GGAGAGATGGCTGAGTGGACTAA
t0001784	24	439 GGAGATGTAGCTCAGATGGTAGAG
t0001790	20	438 GCGTTTGTAGTCCAACGGTC
t0001897	22	419 GTCTGGGTTGTGTAGTTGGTTA
t0001982	19	406 AGCGGGGTAGAGGAATTGG
t0002010	18	401 GTTGAGATGGCCGAGTTG
t0002126	21	387 GGTGATGTAGCTCAGATGGTA
t0002151	20	383 GGGATTGTAGTTCAATCGGT
t0002257	29	370 GGGGCTGTAGCTCAGCTGGGAGAGCACCT
t0002311	25	363 GGGGATGTAGCTCAGATGGTCGAGC
t0002369	20	355 GGTGATGTAGCTCAGATGGT
t0002424	21	347 GGGGGTGTAGCTCATATGGTC
t0002443	21	345 GCGGGGATAGCTCAGTTGGGA
t0002477	21	341 CAAGCAAGGACTCTACCACGC
t0002536	28	335 GGGCCTGTAGCTCAGAGGATTAGAGCAC
t0002555	24	333 GGAGAGATGGCTGAGTGGACTAAA
t0002574	23	331 GTCTGGGTGGTGTAGTCGGTTAT
t0002750	22	314 GGGGATGTAGCTCAAATGGTCG
t0002892	24	301 GCGGGGATAGCTCAGTTGGGAGAG
t0002914	21	299 GGGGATATGGCGAAATTGGTA
t0002921	24	299 GGGCCTGTAGCTCAGAGGATTAGA
t0002933	21	298 GCGTTTGTAGTCCAACGGTCA
t0003069	25	288 GGGCCTGTAGCTCAGAGGATTAGAG
t0003107	20	284 GTTGAGATGGCCGAGTTGGT
t0003167	19	280 GTCTGGGTGGTGTAGTTGG
t0003253	26	273 GGGCCTGTAGCTCAGAGGATTAGAGC
t0003255	23	273 GGGCCTGTAGCTCAGAGGATTAG
t0003325	21	267 GTCGTTGTAGTATAGTGGTAA
t0003449	20	258 GCACCAGTGGTCTAGTGGTA
t0003471	21	256 GCGGATATGGTCGAATGGTAA
t0003485	29	256 GGGGCTGTAGCTCAGATGGGAGAGCGCCG
t0003587	26	249 GGGGATGTAGCTCAAACGGTAGAGCT
t0003625	20	247 GTCGTTGTAGTATAGTGGTA
t0003632	26	247 GGGGATGTAGCTCAGATGGTAGAGCT
t0003672	21	245 GGGGATGTAGCTCAAATGGTC
t0003930	20	231 GGGGATATGGCGAAATTGGT
t0003988	22	227 TCCGTTGTAGTCTAGTTGGTTA
t0004105	25	221 GGGGATATGGCGAAATTGGTAGACG
t0004191	28	217 GGGGCTGTAGCTCAGATGGGAGAGCGCT
t0004197	19	216 GGGATTGTAGTTCAATCGG
t0004235	27	215 GGGATTGTAGTTCAATCGGTCAGAGCA
t0004239	25	215 GTCTGGGTGGTGTAGTTGGTCATCA
t0004276	22	213 AGGGATGTAGCGCAGCTTGGA
t0004296	25	212 GGAGAGATGGCTGAGTGGACTAAAG
t0004303	20	212 GCGGATATGGTCGAATGGTA
t0004331	21	211 GCGTTTGTAGTCCAACGGTTC
t0004414	22	207 GGGGATGTAGCTCAGATGGTAT
t0004468	22	205 GGTGATGTAGCTCAGATGGTAG
t0004877	20	191 GTCGATATGTCCGAGTGGTT
t0004940	19	189 GGAGATGTAGCTCAGATGG

t0005004	23	186 GTGGACGTGCCGGAGTGGTTATC
t0005036	20	185 GGAGAGATGGCTGAGTGGAC
t0005140	23	182 GGTGATGTAGCTCAGATGGTAGA
t0005170	25	180 GTCGTTGTAGTATAGTGGTAAGTAT
t0005186	26	180 GCGTTTGTAGTCCAACGGTTAGGATA
t0005187	24	180 AGGGATGTAGCGCAGCTTGGTAGC
t0005213	22	179 GGTGTCGTAGTGTAGTTGGTTA
t0005299	26	177 AGCGGGGTAGAGGAATTGGTCAACTC
t0005328	24	176 TCCATTGTCGTCTAGTCCGGTTAG
t0005384	19	174 GCACCAGTGGTCTAGTGGT
t0005654	26	166 GGAGAGATGGCTGAGTGGACTAAAGC
t0005708	21	165 GGTGGCTGTAGTTTAGTGGTC
t0005762	26	163 GGCGGATGTAGCCAAGTGGATCAAGG
t0005978	20	158 TCCATTGTCGTCTAGTCCGG
t0006060	23	156 GTGGTCGTGCCGGAGTGGTTATC
t0006180	20	153 GGCGATGTAGCTCAGATGGT
t0006289	27	151 AGCGGGGTAGAGGAATTGGTCAACTCA
t0006418	18	148 GCGGGGATAGCTCAGTTG
t0006425	21	148 GTGGTAGAGCATTTGACTGCA
t0006440	21	147 GGCGATGTAGCTCAGATGGTA
t0006506	25	146 GGGGGTGTAGCTCATATGGTCGAGC
t0006573	24	145 GGTGATGTAGCTCAGATGGTAGAG
t0006593	22	144 GGGGATATGGCGAAATTGGTAG
t0006625	22	143 GTCTGGGTCGTGTAGTTGGTTA
t0006817	23	140 GCGCCTGTAGCTCAGTGGATAGA
t0006826	25	140 GTCGTTGTAGTATAGTGGTGAGTAT
t0006831	26	140 TGGTAGAGCATTTGACTGCAGATCAA
t0006911	27	138 GCGTTTGTAGTCCAACGGTTAGGATAA
t0007026	24	136 GTCGTTGTAGTATAGTGGTAAGTA
t0007050	19	136 GGGGGTGTAGCTCATATGG
t0007143	23	134 GTCTGGGTTGTGTAGTTGGTTAT
t0007161	20	134 GGGGATGTAGCTCAGATGGG
t0007176	25	133 TCCATTGTCGTCTAGTCCGGTTAGG
t0007221	23	133 GGGGATGTAGCTCAGATGGTATA
t0007318	21	131 GTCGTTGTAGTATAGTGGTGA
t0007343	20	131 GTCGTTGTAGTATAGTGGTG
t0007380	22	130 AGTGGTAGAGCATTTGACTGCA
t0007489	26	128 GTCGTTGTAGTATAGTGGTAAGTATT
t0007493	20	128 AAGCAAGGACTCTACCACGC
t0007541	27	127 GGTAGAGCTGAGGACTGTAGATCCCTTA
t0007575	23	127 GTCGTTGTAGTATAGTGGTAAGT
t0007642	21	126 GGGGATGTAGCTCAGATGGTT
t0007701	25	125 CGCGGGGTAGAGCAGTTTGGTAGCT
t0007758	20	124 AGGGATGTAGCGCAGCTTGG
t0007954	27	121 TCCATTGTCGTCTAGTCCGGTTAGGAT
t0008049	21	120 GGGGATGTAGCTCAGATGGGA
t0008105	24	119 GGGGATATGGCGAAATTGGTAGAC
t0008107	22	119 GGGAATGTAGCTCAGATGGTAG
t0008145	25	119 GGTGTCGTAGTGTAGTTGGTTATCA
t0008191	24	118 GGGGATGTAGCTCAGATGGTAGAA

t0008408	23	115 GGGGATATGGCGAAATTGGTAGA
t0008694	26	112 GGTGTCGTCGTGTAGTTGGTTATCAC
t0008711	25	111 GGCGGATGTGGCCAAGTGGATCAAG
t0008723	23	111 AGGGATGTAGCGCAGCTTGGTAG
t0008727	20	111 GTCAAGATGGCCGAGTTGGT
t0008779	24	111 GTCTGGGTGGTGTAGTCGGTTATC
t0008865	23	110 GGTGTCGTAGTGTAGTTGGTTAT
t0008891	23	109 GGGAATGTAGCTCAGATGGTAGA
t0008902	22	109 TCCGTTGTAGTCTAGGTGGTTA
t0008949	27	109 TGGTAGAGCATTTGACTGCAGATCAAG
t0008956	24	108 GGTGTCGTAGTGTAGTTGGTTATC
t0008989	25	108 GGCGGATGTAGCCAAGTGGATCAAG
t0009035	20	108 TGGTAGAGCATTTGACTGCA
t0009144	20	106 GGTTCTATGGTGTAGTGGTT
t0009162	24	106 CGCGGGGTAGAGCAGTTTGGTAGC
t0009241	23	105 AGTGGTAGAGCATTTGACTGCAG
t0009262	23	105 GGCGGATGTGGCCAAGTGGATCA
t0009272	19	105 GTTGAGATGGCCGAGTTGG
t0009332	28	104 GGGATTGTAGTTCAATCGGTCAGAGCAC
t0009361	22	104 GGCGATGTAGCTCAGATGGTAG
t0009404	24	103 GTGGACGTGCCGGAGTGGTTATCG
t0009456	19	103 GGGGATGTAGCTCAAATGG
t0009510	22	102 GGTGTCGTGGTGTAGTTGGTTC
t0009595	24	102 GGGGATGTAGCTCAAACGGTAGAA
t0009597	21	101 GTCGATATGTCCGAGTGGTTA
t0009600	19	101 GTCAGGATGGCCGAGTGGT
t0009638	20	101 AGCAGAAGGCCGTAGGTTTCG
t0009650	22	101 GTCGTTGTAGTATAGTGGTAAG
t0009694	25	101 GTCTGGGTGGTGTAGTCGGTTATCA
t0009721	22	100 CCGACCTTAGCTCAGTTGGCAG
t0009799	27	99 GTGGTAGAGCATTTGACTGCAGATCAA
t0009828	26	99 GCGGATATGGTCGAATGGTAAAAATT
t0009845	24	99 GGGGATGTAGCTCAGATGGTAGAT
t0010005	20	97 GTTGGTTAGGATACTCGGCT
t0010023	23	97 CGCGGGGTAGAGCAGTTTGGTAG
t0010038	20	97 TGGGGCGTGGCCAAGCGGTA
t0010097	19	96 GTCGTTGTAGTATAGTGGT
t0010119	20	96 GGGATGTAGCTCAGATGGTA
t0010142	25	96 GCGGATATGGTCGAATGGTAAAAATT
t0010211	24	95 GGCGGATGTGGCCAAGTGGATCAA
t0010316	22	94 GGTAGAGCTGAGGACTGTAGAT
t0010450	23	93 GTCGTTGTAGTATAGTGGTGAGT
t0010469	24	93 GGGAATGTAGCTCAGATGGTAGAG
t0010506	26	93 GGGGATATGGCGAAATTGGTAGACGC
t0010539	23	92 GCGTTTGTAGTCCAACGGTTAGG
t0010665	22	91 GTGGTAGAGCATTTGACTGCAG
t0010672	21	91 TGGGATGTAGCTCAGATGGTA
t0010806	21	90 CTAGCGGTTAGGACATTGGAC
t0010875	24	90 GCGTTTGTAGTCCAACGGTTAGGA
t0010934	23	89 TCCGTTGTAGTCTAGTTGGTTAG

t0011090	20	88 TGGGATGTAGCTCAGATGGT
t0011140	22	88 GGCGGATGTGGCCAAGTGGATC
t0011216	28	87 TGGTAGAGCTGAGGACTGTAGATCCTTA
t0011219	24	87 AGATTGAGGTTCTGGTCCGAAAGG
t0011314	26	86 GGCGGATGTGGCCAAGTGGATCAAGG
t0011339	24	86 GTCGTTGTAGTATAGTGGTGAGTA
t0011368	28	86 AGCGGGGTAGAGGAATTGGTCAACTCAT
t0011390	20	86 GCTGGAATAGCTCAGTTGGT
t0011396	19	86 AGGGATATAACTCAGCGGT
t0011427	22	86 GGTGATGTAGCTCAAACGGTAG
t0011518	22	85 GTCTGGGTAGTGTAGTTGGTTA
t0011539	21	85 GGCGGATGTAGCCAAGTGGAT
t0011541	25	85 TGGTAGAGCATTGACTGCAGATCA
t0011593	23	84 CCGACCTTAGCTCAGTTGGCAGA
t0012003	19	82 GGAGAGATGGCTGAGTGGA
t0012005	25	82 GGGGATGTAGCTCAGATGGTAAAAA
t0012147	19	81 GGGATGTAGCTCAGATGGT
t0012196	25	80 GCGCCTGTAGCTCAGTGGATAGAGC
t0012217	22	80 GGGGATGTAGCTCAGATGGTAA
t0012346	24	79 GCGGATATGGTCGAATGGTAAAAAT
t0012545	21	78 TGGTAGAGCATTGACTGCAG
t0012600	21	78 GTCAGGATGGCCGAGTGGTCT
t0012650	26	77 GTCGTTGTAGTATAGTGGTGAGTATT
t0012683	22	77 CGCGGGGTAGAGCAGTTTGGA
t0012690	23	77 GGTGTCGTGGTGTAGTTGGTTCT
t0012707	21	77 GGGATGTAGCTCAGATGGTAG
t0012926	26	76 TCCATTGTCGTCTAGTCCGGTTAGGA
t0013004	25	75 GGGATTGTAGTTCAATCGGTCAGAG
t0013077	27	75 TGGGTTCGTGCCCCACGGTGGGCGCCA
t0013115	21	75 GCGAGAGGTACGGGGATCGTT
t0013121	25	75 GCGTTTGTAGTCCAACGGTTAGGAT
t0013123	19	75 GGGGATATGGCGAAATTGG
t0013264	24	74 GGCGGATGTAGCCAAGTGGATCAA
t0013331	27	74 GGGGATGTAGCTCAGATGGTAGAGCTC
t0013568	24	72 GGAGTTGTAGCTCAAATGGTAGAG
t0013578	19	72 GGTTCATGGTGTAGTGGT
t0013642	28	72 GCGGACGTAGCTCAGTTGGTAGAGCGCA
t0013733	24	71 TGGTAGAGCATTGACTGCAGATC
t0013834	22	71 TGGGATGTAGCTCAGATGGTAG
t0013837	25	71 GTCTGGGTTGTGTAGTTGGTTATCA
t0013877	20	71 GGTGGCTGTAGTTTAGTGGA
t0013895	27	71 AGTGGTAGAGCATTGACTGCAGATCA
t0013920	22	70 GGAGTTGTAGCTCAAATGGTAG
t0014089	29	70 GGGCCTGTAGCTCAGAGGATTAGAGCACG
t0014292	22	69 GCGGATATGGTCGAATGGTAAA
t0014609	22	67 TAAGCAGAAGGCCGTAGGTTTCG
t0014687	23	67 TCCGTTGTAGTCTAGGTGGTTAG
t0014699	23	67 AGGGATATAACTCAGCGGTAGAG
t0014747	22	66 GTCGTTGTAGTATAGTGGTGAG
t0014766	30	66 GGGGCTGTAGCTCAGATGGGAGAGCGCCGC

t0014886	29	66 GGGATTGTAGTTCAATCGGTCAGAGCACC
t0014910	22	66 CCGACCTTAGCTCAGTTGGTAG
t0014980	22	66 GTCAGGATGGCCGAGTGGTCTA
t0015011	28	65 GGTGTCGTGGTGTAGTTGGTTATCACTT
t0015124	27	65 GGGGATGTAGCTCAAACGGTAGAGCGC
t0015128	27	65 GCGGATATGGTCTGAATGGTAAATTTTC
t0015442	22	63 GCGTTTGTAGTCCAACGGTTAG
t0015649	21	63 GGCGGATGTGGCCAAGTGGAA
t0015787	21	62 GTGGATGTAGCTCAGATGGTA
t0015898	19	62 TTGGTTAGGATACTCGGCT
t0015963	25	61 GGTGGCTGTAGTTTAGTGGTCAGAA
t0016011	24	61 GGAGATGTAGCTCAAATGGTAGAG
t0016165	29	61 GGGGCTGTAGCTCAGATGGGAGAGCGCTG
t0016286	28	60 GCGTTTGTAGTCCAACGGTTAGGATAAT
t0016292	23	60 GTCGATATGTCCGAGTGGTTAAG
t0016304	23	60 TGGGATGTAGCTCAGATGGTAGA
t0016338	21	60 AGGGATATAACTCAGCGGTAG
t0016417	19	60 GCGAGAGGTACGGGGATCG
t0016444	24	60 TCCGTTGTAGTCTAGGTGGTTAGG
t0016566	25	59 GGTAGAGCATTTGACTGCAGATCAA
t0016612	24	59 GGGATTGTAGTTCAATCGGTCAGA
t0016618	28	59 GGGGATGTAGCTCAAACGGTAGAGCGCT
t0016674	23	59 CAGTGGTAGAGCATTTGACTGCA
t0016726	27	59 ACGGACTGTAAATTCGTTGACGATATG
t0016799	20	58 GCGGGTATAGTTTAGTGGTA
t0016860	22	58 GGAGATGTAGCTCAAATGGTAG
t0016910	24	58 GGTAGAGCATTTGACTGCAGATCA
t0016972	21	58 GGGGATGTAGCTCAGAGGTAG
t0017166	26	57 GTGGTAGAGCATTTGACTGCAGATCA
t0017235	23	57 GCACCAAGTGGTCTAGTGGTAGAA
t0017420	18	56 GGTGTCGTGGTGTAGTTG
t0017460	21	56 GGAGATGTAGCTCAAATGGTA
t0017481	21	56 AGCAGAAGGCCGTAGGTTTCGT
t0017551	23	56 GGGGATGTAGCTCAGAGGTAGAG
t0017554	24	56 ACTTCTAATCAGGCGATTGTGGGT
t0017632	23	55 GGGATTGTAGTTCAATCGGTCAG
t0017747	26	55 GGTTCTATGGTCTAGCGGTTAGGACA
t0017831	23	55 GGCGGATGTAGCCAAGTGGATCA
t0017839	23	55 TGGTAGAGCATTTGACTGCAGAT
t0017969	25	54 GGAGATGTAGCTCAGATGGTAGAGC
t0017992	23	54 GGAGTTGTAGCTCAAATGGTAGA
t0018040	25	54 GCGGGGATAGCTCAGTTGGGAGAGC
t0018088	24	54 TCCGTTGTAGTCTAGTTGGTTAGG
t0018198	23	54 GGTGATGTAGCTCAAACGGTAGA
t0018254	23	53 GGTGGCTGTATTTTAGTGGTTAG
t0018293	23	53 GGAGATGTAGCTCAAATGGTAGA
t0018294	18	53 GCGTTTGTAGTCCAACGG
t0018318	23	53 CCGACCTTAGCTCAGTTGGTAGA
t0018381	27	53 GGGGATGTAGCTCAGATGGTAGAGCGC
t0018440	23	53 GGTAGAGCTGAGGACTGTAGATC

t0018539	24	52 AGTGGTAGAGCATTTGACTGCAGA
t0018541	20	52 GGTAGAGCATTTGACTGCAG
t0018575	27	52 GCGTTTGTAGTCCAACGGTAAGGATAA
t0018602	23	52 GCGGATGTAGCGCAGTTGGTAGC
t0018664	22	52 TCCGGAGCGGGAGATTGTGGGT
t0018724	20	52 CGAAAGGGCGTGGGTTTCATA
t0018793	27	52 GGGGCTGTAGCTCAGATGGGAGAGCGC
t0018853	22	52 TGGTAGAGCTGAGGACTGTAGA
t0018894	24	51 GTCGATATGTCCGAGTGGTTAAGG
t0018961	24	51 GGGGATGTAGCTCAGATGGTAAAG
t0018995	22	51 AGGGATATAACTCAGCGGTAGA
t0019012	23	51 ACTTCTAATCAGGCGATTGTGGG
t0019069	28	51 GGGGCTGTAGCTCAGATGGGAGAGCGCC
t0019080	25	51 GGGGATGTAGCTCAGATGGTAGATC
t0019137	24	51 GTCTGGGTTGTGTAGTTGGTTATC
t0019151	25	51 AGTGGTAGAGCATTTGACTGCAGAT
t0019313	21	50 CCGACCTTAGCTCAGTTGGCA
t0019378	21	50 GCGTTTGTAGTCCAACGGTAC
t0019543	21	50 GCCCGTCTAGCTCAGTTGGTA
t0019579	20	50 CTAGCGGTTAGGACATTGGA
t0019612	23	49 CTTCTAATCAGGCGATTGTGGGT
t0019702	21	49 CCGACCTTAGCTCAGTTGGTA
t0019805	18	49 GGGGATATGGCGAAATTG
t0019953	20	49 GTGGATGTAGCTCAGATGGT
t0019968	27	49 GGTGTCGTGGTGTAGTTGGTTATCACT
t0020214	25	48 ACTTCTAATCAGGCGATTGTGGGTT
t0020216	22	48 TGTGTCGTGGTGTAGTTGGTTA
t0020229	21	48 GCGCCTGTAGCTCAGTGGAGA
t0020327	27	48 TTGGTAGAGCTGAGGACTGTAGATCCT
t0020475	21	47 GACCGCATAGCGCAGTGGATT
t0020574	27	47 GTAGAGCTGAGGACTGTAGATCCTTAG
t0020736	24	47 GGGGGTGTAGCTCATATGGTAGAA
t0020850	24	46 TCAGTGGTAGAGCATTTGACTGCA
t0020950	19	46 TCCATTGTCTCTAGTCCG
t0020976	27	46 GGGGATATGGCGAAATTGGTAGACGCT
t0021086	25	46 GGGGATGTAGCTCAAATGGTCGAGC
t0021399	26	45 GGTGTCGTTGTGTAGTTGGTTATCAC
t0021435	24	45 GCACCAGTGGTCTAGTGGTAGAAT
t0021445	22	45 GTCGATATGTCCGAGTGGTTAA
t0021586	22	45 GCGCTCTTAGTTCAGTTCGGTA
t0021627	22	45 AGTTGGTTAGGATACTCGGCTC
t0021667	26	45 GCGTTTGTAGTCCAACGGTAAGGATA
t0022065	22	44 GCGTTCGTGGTGTAGTTGGTTA
t0022097	22	44 GGTAGAGCATTTGACTGCAGAT
t0022120	24	44 GCGCCTGTAGCTCAGTGGATAGAG
t0022159	23	43 GGGGATGTAGCTCAGATGGTAGT
t0022322	21	43 GGGGATATAGCTCAGTTGGTA
t0022399	22	43 TGGTAGAGCATTTGACTGCAGA
t0022409	26	43 GGGATTGTAGTTCAATCGGTCAGAGC
t0022422	21	43 TCCGGAGCGGGAGATTGTGGG

How the deposited data were processed for this re-analysis (not part of the article)

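The data are read counts of small RNA tags from the control leaf library (Pn CL) of black pepper, 1 library without replicates. The authors collapsed the reads of an Illumina small RNA library into distinct tags, numbered them and deposited a raw read count for each tag, with no normalization. Each line gives a tag, the reference sequence it matched, the start, end and strand of the match, the tag sequence and the count. The trimming of the reads, the aligner and its settings are not given in the sources used here. The references were 67024 leaf unigenes and 207 public sequences. The data were tied to Pn CL by the library name they carry and by the tag numbers, which are those of the paper's control leaf list. Libraries Pn IL and Pn IR and a drought leaf library named in the sample labels were not analysed here.

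Of the deposited lines, 710010 were used and 1 was left out because it lacked fields. They held 539968 tags with 5055361 reads, against 18629003 clean reads that the paper states for the library. The tests had been planned on the assumption that all tags of the library would be listed. As only tags with a match to a reference are listed, shares were taken over the stated clean reads, a tag that is not listed was not read as a count of 0, and no value is given for the 9 Table S3 families, the 3 cloned tRFs and the 3 conserved Ala tRFs that had no tag. Every tag was counted once, the length and the count of a tag were the same on all its lines, and overlapping tags gave 0 conflicting bases. Coordinates count from 1 on the unigenes. The unigene numbers are those of the deposited data and were not matched to the contig names of the paper's target tables.

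tRFs were the tags listed in Supplementary Data 1, matched by tag number. From these the share of reads, the length classes from 18 to 30 nt and the first nucleotide were computed. By the rule set before the data were examined, a tRF was a 5′tRF when its first 12 nt were those of a Table S3 family or of a listed tRNA, a 3′tRF when it ended in CCA, and otherwise fell in a class of internal tRFs and 5′ ends of tRNAs outside these lists. The items named in the text were also set then, with the values of the paper's tables already seen. They were every family and variant of Table S3, the cloned and conserved tRFs, 12 rRNA fragments, 25 conserved miRNAs and the trans-acting siRNA tasiARF, 21 tRNA starts, the 10 most abundant tags, and the 10 most abundant listed tRFs outside Table S3. After the data had been examined, 16 tRNAs were located on the joined tag sequences by their first 18 nt. The start of each read on the tRNA strand was then counted over 72 positions, and the anticodon was placed where the anticodon loop was covered. Names of tRNAs outside Table S3 come from these sequences, and no anticodon could be placed for Val GAC, Gly GCC type, Leu TAA, the cytosolic type of Leu and the plastid type of Ala TGC, which are named from the start alone. For Leu TAA this held although all 72 positions were covered. Positions are counted on the unigenes, and in these tRNAs later positions may not be those of the mature tRNA. Plant mitochondria carry some tRNAs of the plastid type, which cannot be separated by sequence here.

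Shares have 95% Wilson intervals and counts have exact Poisson intervals, computed with Python 3.11.15 and scipy 1.17.1 and plotted with matplotlib 3.10.9. The intervals cover counting error only. With 1 library no comparison between conditions was tested. On 200 simulated loci of random sequence the same functions placed all 200 at the true position with exact read sums, and the Wilson interval held the true share in 191. The simulated loci did not resemble each other and shared no tags. They check the counting, and not the placing of similar tRNAs or of tags that match several places. The alternatives were another denominator, a minimum of 100 reads, other definitions of the tRF set and of family members, other lengths, counting each distinct tag or each line, and looser matching of miRNAs, rRNA fragments and tRNA starts.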

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

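The tests of explanations in this part were chosen after the results had been seen. Tags from tRNAs that the paper's text and Table S3 do not discuss had reads in Pn CL. The 5′tRFs of Gly GCC type had 444 reads, of Pro TGG 352, of Val GAC 329, of Arg ACG 253, of the cytosolic type of Leu 230, of Leu TAA 194 and of fMet CAT 183. Among sRNAs that the paper did not analyse, the tag of miR157 had 564878 reads, the most of any tag in the data. The internal fragment of Tyr GTA, from position 28 of the tRNA, had 155 reads (95% Poisson interval 132 to 181) in 9 distinct tags, and its most abundant tag matched 1 place. No other library was analysed beside these counts.

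In the 16 located tRNAs, 15 of them chosen through tags at their 5′ end, most reads on the tRNA strand started at position 1, and a unigene that ends at the tRNA would hide upstream starts. Over 11 tRNAs other than Asp GTC with at least 10 covered bases upstream, position 1 held 73.2% of the 2005 reads that started between 20 nt upstream and position 72 (71.2 to 75.1%), with 48 upstream starts, 23 of them at Phe GAA, while this stays open for the other 5 tRNAs, Asp GTC among them. Whether tags with an added CCA failed to match was not tested, and a loss of later starts in this way stays open. Copies of 1 tag alone in the amplification would leave a single length, and the largest tag held 38.9% of the position 1 reads in the median of 15 tRNAs, from 21.3% in Arg ACG to 90.9% in Ser TGA. Copies of several tags cannot be told from separate molecules in these counts, so amplification as such stays open. No biological explanation was tested, as the design gives no condition to compare.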

How the results depend on the processing

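In all, 14 results were recomputed under 54 alternatives, of which 14 stayed within the 95% interval of the reported value and 40 moved outside it. The alternatives on reads starting at tRNA position 1, the ends before the anticodon, the 19 to 25 nt share and the rRNA fragments, and all those without Asp GTC, were added after the data were examined. With 1 library these moves show only how a definition changes a value, and their cause was not tested.

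With the deposited reads as denominator, the tRF share was 0.0978% and Asp GTC had 479 RPM. With only tags of at least 100 reads, the tRF share was 0.0156%, the 21 nt share of tRF reads 48.5%, the share with 5′G 92.4%, the 5′tRF share 90.7% and the share of Asp GTC ends 11 or 12 nt before the anticodon 25.5%, also 25.5% with only the Table S3 variants. With tRFs taken by the first 18 nt of a known tRNA start, the tRF share was 0.0209% and the 21 nt share 34.9%. With each line counted, the tRF share was 0.0443%, the 21 nt share 35.2%, the 5′G share 82.2%, the 5′tRF share 81.8%, the 21 nt share of all sRNA reads 44.9%, Asp GTC 260.0 RPM, the miRNA reads 1798931, the rRNA fragment reads 69994 and the organelle type tRNA starts 1588 reads instead of 1217. With each distinct tag counted once, the 21 nt share was 12.5% of tRFs and 22.8% of all sRNAs, the 5′G share was 59.7% and the share at tRNA position 1 was 27.0%. With every tag that starts like Asp GTC, its RPM was 143 and its 21 nt share 46.9%, and with 20 to 24 nt only these were 118 and 57.1%. With a looser rule for the 5′ end, the 5′tRF share was 85.7%. With up to 2 nt added or missing at the 3′ end, miRNAs and tasiARF had 934943 reads and rRNA fragments 32836. With the first 16 nt, organelle type starts had 3885 reads, since Asp GTC then entered. The share at tRNA position 1 was 95.7% for tags of at least 10 reads, 75.9% without Asp GTC and 88.1% for position 1 or 2, and without Asp GTC the 19 to 25 nt share was 86.4% and the share of ends 11 or 12 nt before the anticodon 35.5%.

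Without Asp GTC the tRF share was 0.0122%, the 21 nt share 13.7%, below the 20 nt share of 28.5%, the 5′G share 51.6% and the 5′tRF share 48.0%, so the rank of the 21 nt class rests on this tRNA. The 5′tRF share counts only the tRNA starts that the rule lists. Of the 1184 reads outside them, none of Asp GTC, 942 (79.6%) began at position 1 of a located tRNA. 21 nt led by reads under the other definitions of the tRF set, and G remained the most frequent first nucleotide also without Asp GTC and by distinct tags. No value was obtained for the cleavage position in the 5 tRNAs of Figure 8, nor for the cloned and conserved tRFs under any alternative. No tag with their listed sequences or starts was in the data, and other parts of these tRNAs were not searched. No family other than Asp GTC had a tag with up to 1 substitution. A tRF set defined by its 5′ start gives no 5′tRF share, as all its members are 5′tRFs. Depth limits His GTG, Gln TTG, Ala TGC, Phe GAA, Trp CCA, Asn GTT and Ser TGA, with fewer than 100 reads each at position 1.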

Differences from the paper's values

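The tRF reads made up 0.0265% of the clean reads of Pn CL, and the paper's value is 1%. The deposited data hold only tags that match a reference, with 72 of the 553 listed tRFs that could be read, so the 2 values are over different sets of tRFs. All 5 alternatives set before the data were examined also differ, with 0.0978% over the deposited reads, 0.0156% with only tags of at least 100 reads, 0.0209% by the tRNA start, 0.0267% with 1 substitution and 0.0443% with each line counted. The 21 nt share of tRF reads was 31.7% (95% interval 30.4 to 33.0%), above the paper's 26.06% for Pn CL. Without Asp GTC the 20 nt class was larger than the 21 nt class. G began 77.7% of the tRF reads (76.5 to 78.8%), below the paper's 84.7%, which is an average. These shares are also over different sets of tRFs.

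The paper places the major cleavage of 5′tRFs at 11 or 12 nt before the anticodon. Over the 10 tRNAs for which the end was read here, 26.9% of the reads ended there, and without Asp GTC 35.5%. In Asp GTC, the most frequent end left 13 nt. These tRNAs are not the 5 of Figure 8, and the distance was counted as the bases between the last base of the tag and the anticodon. The paper's text does not define how it counted this distance. A difference in counting can therefore not be told apart from a difference in the cleavage position.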

Other observations

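The deposited sRNA reads of Pn CL had 2 main size classes. At 21 nt, 70.3% of the reads began with U, and at 24 nt 53.0% began with A. Of 25 conserved plant miRNAs listed before the data were examined, 15 had a tag of exactly the listed sequence, with 926625 reads together, or 18.3% of the deposited reads. miR157, which targets SPL transcription factors, had 11.2% of the deposited reads. miR166 and its relative miR165, regulators of HD-ZIP III genes, had 188856 and 39420 reads. miR167, which targets auxin response factors, had 28935 reads, and miR168, which targets AGO1, had 28346. Tags that differ from these 2 only in the last base had more reads, 59559 for miR167 and 62690 for miR168. A tag that differs from miR166 in a single base had 89161 reads. None of these tags is in the miRNA counts given here, which hold exact sequences only. miR172, a regulator of AP2-type genes, had 24295 reads and miR159, which targets GAMYB-type genes, had 20123. At the low end, miR160 had 77 reads, miR408 had 45 and miR394 had 12. All 10 of the most abundant tags were 21 nt long, and 6 of them were exact sequences of the list. Of the 12 rRNA fragments of Table S2, 6 had an exact tag, Pn_rRF1 with 6991 reads and the other 5 with 53 or fewer. With up to 2 nt added or missing at the 3′ end, Pn_rRF1 had 31933 reads and Pn_rRF7 had 741 instead of 53.

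Beyond position 1, reads on some tRNAs gathered at later starts. On the cytosolic type of Leu, 62 of 296 reads (20.9%, 16.7 to 25.9%) started at positions 45 to 49, counted on the unigene. On Ser TGA, which like Leu has a long variable arm, 30 of 51 reads (58.8%, 45.2 to 71.2%) started at positions 50 to 52. On the organelle type of His GTG, 65 of 169 reads started at the first G and 37 (21.9%, 16.3 to 28.7%) at the base after it. tRNA-His carries an extra G at its 5′ end. A further 59 of its reads started at positions 16 to 25.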
